# Substrate specificity and protein stability drive the divergence of plant-specific DNA methyltransferases

**DOI:** 10.1126/sciadv.adr2222

**Published:** 2024-11-06

**Authors:** Jianjun Jiang, Jia Gwee, Jian Fang, Sarah M. Leichter, Dean Sanders, Xinrui Ji, Jikui Song, Xuehua Zhong

## Abstract

DNA methylation is an important epigenetic mechanism essential for transposon silencing and genome integrity. Across evolution, the substrates of DNA methylation have diversified between kingdoms. In plants, chromomethylase3 (CMT3) and CMT2 mediate CHG and CHH methylation, respectively. However, how these two methyltransferases diverge on substrate specificities during evolution remains unknown. Here, we reveal that CMT2 originates from a duplication of an evolutionarily ancient CMT3 in flowering plants. Lacking a key arginine residue recognizing CHG in CMT2 impairs its CHG methylation activity in most flowering plants. An engineered V1200R mutation empowers CMT2 to restore CHG and CHH methylations in *Arabidopsis cmt2cmt3* mutant, testifying a loss-of-function effect for CMT2 during evolution. CMT2 has evolved a long and unstructured amino terminus critical for protein stability, especially under heat stress, and is plastic to tolerate various natural mutations. Together, this study reveals the mechanism of chromomethylase divergence for context-specific DNA methylation in plants and sheds important lights on DNA methylation evolution and function.

## INTRODUCTION

DNA methylation is an important gene regulatory mechanism and plays critical roles in many biological processes such as development, transposon silencing, and genome integrity (*1*, *2*). Dysregulation of DNA methylation can lead to pleiotropic developmental defects in plants and the development of diseases such as cancer in mammals (*3*, *4*). While most methylated DNA in mammals is found in the CG context, DNA methylation in plants occurs in CG, CHG, and CHH (H = A, T, C). In *Arabidopsis thaliana*, this complex nature of substrate preference is facilitated by multiple DNA methyltransferases including DOMAINS REARRANGED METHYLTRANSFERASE 2 (DRM2), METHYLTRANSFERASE 1 (MET1), CHROMOMETHYLASE 3 (CMT3), and CMT2 (*5*, *6*).

Chromomethylases are plant-specific DNA methyltransferases containing a chromo domain, a bromo-adjacent homology (BAH) domain, and a catalytic methyltransferase domain (*7*, *8*). In *A. thaliana*, there are three CMT genes, *CMT1*, *CMT2*, and *CMT3*, that emerged from duplication events through the evolution of green plants (*9*). Genome duplication events such as whole genome duplication and small-scale duplication are abundant in plants and are thought to be a driving force for diversity and speciation (*10*). While most duplicated genes become silenced or pseudogenes, functional diversifications such as subfunctionalization and neofunctionalization serve as potential mechanism behind duplicate retention (*11*). In the case of *A. thaliana*, the *CMT1* gene is dispensable for DNA methylation, while CMT2 and CMT3 appear to have diversified for the labor division for non-CG methylation (*12*–*14*). However, how the two CMTs have diversified to confer the increasing complexity of non-CG methylation during plant evolution remains unknown.

Functionally, CMT3 maintains symmetric CHG methylation on transposable elements (TEs) and repetitive sequences in the heterochromatin (*13*, *14*). Recent studies have also shown that CMT3 is involved in the de novo establishment of gene-body methylation (*9*, *15*, *16*). On the other hand, CMT2 maintains the asymmetric CHH methylation alongside DRM2, with CMT2 methylating DNA within long TEs in heterochromatic regions whereas DRM2 mediates methylation within short TEs and at the edges of long TEs (*13*). CHH methylation plays important roles in TE silencing and environmental adaptation, and both CMT2 and DRM2 pathways enable a “double-lock mechanism,” indicated by the conversion of CMT2 targets to DRM2 targets during the loss of remodeler DDM1, for ensuring maintenance of CHH methylation and genome integrity (*17*–*19*). CMT2 is also capable of maintaining CHG methylation alongside CMT3, suggesting a partial redundancy between the two chromomethylases to ensure maintenance of methylation in the heterochromatin for genome stability (*14*).

Although CMT2 and CMT3 have distinct DNA substrate preferences, both proteins recognize and bind to methylated histone 3 lysine 9 (H3K9me) through both chromo and BAH domains to methylate DNA substrate (*12*, *14*, *20*). The substrate specificity of CMT3 has recently been illustrated in its functional homolog in maize, ZMET2, where the enzyme is activated by allosteric recognition of H3K9me2 and histone 3 lysine 18, and the base-specific interactions of the methyltransferase domain with the hemimethylated CHG site and deformation of the DNA around the target cytosine for methylation (*21*).

CMTs are present in major green plant lineages ranging from green algae to angiosperms. *Physcomitrella patens* CMT (PpCMT) from the homologous β (hCMTβ) clade can methylate DNA in the CHG context, suggesting that CHG methylation is a conserved function of CMTs predating angiosperm CMTs (*22*, *23*). In angiosperms, CMTs are further evolved via whole genome duplication event resulting in the CMT2 subclade and the CMT1/3 subclade in eudicots, ZMET subclade in monocots and magnoliids, and CMT subclade in *Amborella trichopoda* (*9*). However, not all angiosperm species have both CMT2 and CMT3; *Zea mays* lost CMT2 although its close relative *Sorghum bicolor* retains it, while two close Brassicaceae relatives of *A. thaliana*, *Eutrema salsugineum* and *Conringia planisiliqua*, lost their CMT3 (*9*, *13*, *16*). Furthermore, some angiosperm species such as *Oryza sativa* contain multiple copies of CMT3 (*24*), yet the basis and consequence behind the variation and retention of CMTs in various angiosperm species remain unknown.

Here, we investigated the molecular mechanism underlying the divergence of CMT2 and CMT3 by carrying out a comprehensive structural, functional, and evolutionary study. We noted that an arginine residue crucial for the recognition of CHG by CMT3 (R745) showed great variations in CMT2, explaining its loss of CHG specificity. Mutation of the corresponding residue in CMT2 to arginine in *Arabidopsis* (V1200R) gained CHG methylation activity and resilenced a subset of TEs in *cmt2 cmt3* mutant with CMT3-like function. While CMT3 has a short N terminus, CMT2 contains a long and disordered N terminus, which is a common characteristic among many plant species. This long N terminus regulated CMT2 stability and mediated heat-induced CMT2 degradation. Furthermore, CMT2 N terminus is more plastic and tolerant to mutations as various CMT2 variations at the N terminus are observed in nature. Together, this study reveals the mechanism of chromomethylase divergence and provides important insights into DNA methylation function and evolution in plants.

## RESULTS

### CMT2 is duplicated from CMT3

Our recent structural and functional study of maize CMT3 (ZMET2) homolog has revealed critical residues responsible for its enzymatic preference for CHG substrates (*21*). Using these key residues as a signature, we performed a phylogenetic analysis of CMT3 and CMT2 from a range of species representing major plant lineages across the evolution (data S1). We found that CMT3 or its close homologs hCMTα/β is present in all green plants (Viridiplantae), including streptophytes, chlorophytes, and prasinophytes, whereas CMT2 only appears in flowering plants (Fig. 1A and data S1), consistent with previous reports (*9*, *23*). Key residues of Y776, R804, and H808 for CHG substrate recognition and W224, Y302, and M641 for H3 binding in ZMET2 are highly conserved across streptophytes, including charophytes and land plants, but undergo notable variations in chlorophyte green algae (Fig. 1B and fig. S1A), suggesting an early emergence of CMT3 as a conserved DNA methyltransferase in green plants. All but one of these ZMET2 residues are also conserved in angiosperm CMT2 (fig. S1B). These data suggest that the ancestor of CMT2/3 and hCMTα/β resembles CMT3, thus we designated the ancient CMT as CMT3 for simplicity in subsequent discussions.

**Fig. 1.**
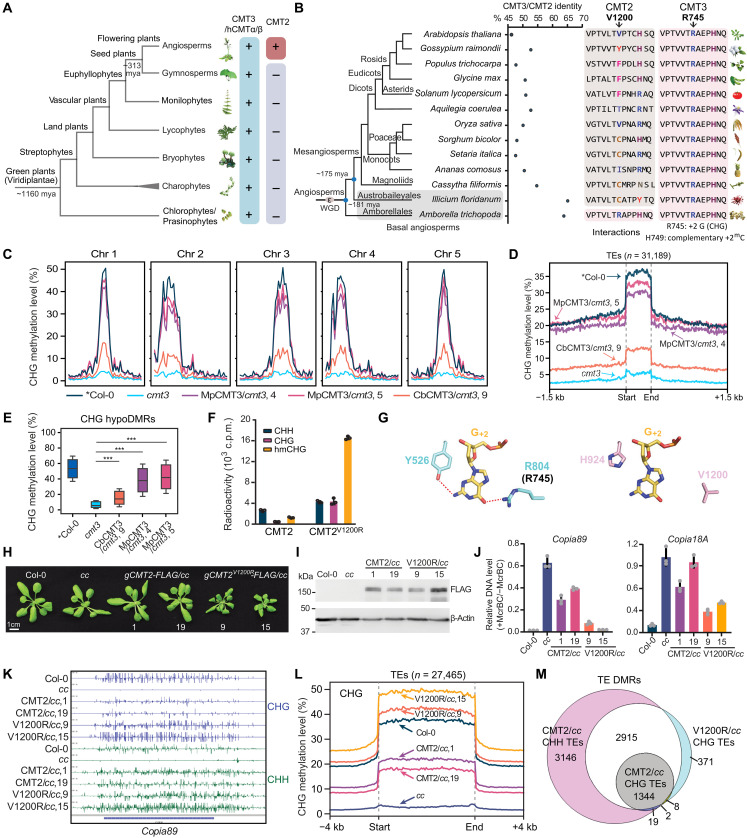
Loss of an arginine residue confers CMT2 a CMT3-distinct substrate preference. (**A**) A phylogenetic tree depicting the presence of CMT3 (or its close homologs hCMTα/β) and CMT2 in green plants (*Viridiplantae*). (**B**) The protein sequence identity between CMT2 and CMT3 (left) and the residue contacting +2 guanine (G_+2_) and corresponding residue in CMT2 (right) in flowering plants. (**C**) Metaplots showing CHG methylation levels by *M. polymorpha* CMT3 (MpCMT3) and *C. braunii* CMT3 (CbCMT3) in *cmt3* mutant background. *Col-0 from GSE39901. (**D**) Metaplots showing the average CHG methylation over all TEs in *Arabidopsis.* (**E**) Boxplots showing CHG methylation levels over CHG hypoDMRs. ***P < 0.001. (**F**) In vitro DNA methyltransferase assay of CMT2 and CMT2^V1200R^ on CHH, CHG, or hemimethylated CHG (hmCHG) DNA substrates. (**G**) Structure of Maize ZMET2-DNA complex (Protein Data Bank 7UBU) showing the interaction between ZMET2 Y526 and R804 and the guanine at the +2 position (G_+2_) from the target cytosine in a CHG context. The ZMET2 R804-corresponding residue in CMT3, R745, is shown in parentheses (left). Structural model of *Arabidopsis* CMT2 showing the position of G_+2_ and its surrounding residues, V1200 and H924 (right). (**H**) Phenotype images of two independent transgenic CMT2 and CMT2^V1200R^ plants in *cmt2cmt3* (*cc*) mutant background. (**I**) Immunoblots showing CMT2 and CMT2^V1200R^ protein levels from the plants in (H). Actin serves as a loading control. (**J**) McrBC–quantitative PCR (qPCR) assay determining DNA methylation levels of two CMT2-targeted TEs, *Copia89* and *Copia18A*. (**K**) Genome browser view of CHG and CHH methylation levels of *Copia89* from BS-seq data. (**L**) Metaplots showing the average CHG methylation over all TEs in *Arabidopsis*. (**M**) Venn diagram showing the overlapping of DMRs identified by comparing indicated genotypes with Col-0. mya, million years ago; c.p.m., counts per minute.

To examine whether CMT3 homologs from the early diverged plant species remain functional in flowering plants, we ectopically expressed *UBQ10* promoter–driven coding sequences of CMT3 from a charophyte species (*Chara braunii*, CbCMT3) and a bryophyte species (*Marchantia polymorpha*, MpCMT3) and transformed them into *Arabidopsis cmt3* mutant (fig. S2, A and B). We performed a McrBC (an enzyme that specifically cleaves methylated DNA) digestion assay and found that MpCMT3 was able to partially methylate DNA on *Cluster4* (a well-known CMT3 target site), while CbCMT3 showed little methylation activity (fig. S2C). Next, we performed genome-wide bisulfite sequencing (BS-seq) and found that MpCMT3 nearly complemented *cmt3* showing high levels of CHG methylation comparable to wild-type Columbia-0 (Col-0), while CbCMT3 showed low activity in CHG methylation (Fig. 1, C to E, and fig. S2D). We then compared the differentially methylated regions (DMRs) and found that the majority of CHG methylation recovered regions by these CMT3 homologs were original CMT3 targets (fig. S2E), suggesting that ancient CMTs functionally resemble CMT3.

CMT2 is paralogous to CMT3 and shares high protein sequence similarity, especially in basal angiosperms (Fig. 1B). They demonstrate distinct substrate preference for DNA methylation. While CMT3 preferentially methylates hemimethylated CHG (*20*, *21*), CMT2 exhibited a considerably higher methylation activity on CHH over CHG DNA substrate (Fig. 1F and fig. S3A). In addition, CMT2 showed a modest (~2-fold) substrate preference for hemimethylated over unmethylated CHG DNA (Fig. 1F and fig. S3A), suggesting a residual maintenance methyltransferase activity of CMT2 for CHG sites, in line with previous reports of redundancy (*14*, *17*). To further understand the CMT2 evolution, we performed a similar phylogenetic analysis and found that CMT2 from basal angiosperms *A. trichopoda* contains the same arginine in the equivalent to CMT3 R745, a key residue for CHG substrate recognition (Fig. 1B). However, this arginine has diversified into different nonpositively charged residues in higher angiosperm species such as cysteine in *Setaria italica*, phenylalanine in *Glycine max*, and valine in *A. thaliana* (Fig. 1B and fig. S1B). The conservation of this CHG-recognizing arginine residue in basal angiosperms further supports the notion that CMT2 originates from CMT3 duplication, likely along with the whole genome duplication event epsilon (ε) during angiosperms evolution (Fig. 1B) (*25*).

### CMT2 V1200R induces a gain in CHG methylation in vitro and in vivo

To investigate whether this change of CHG-recognizing arginine causes the loss of CHG specificity in CMT2, we first generated a structural model of the CMT2 in complex with hmCHG (fig. S3, B to F) based on the ZMET2 crystal structure. We found that the hydrogen bonding interaction for base-specific recognition of the +2 guanine (G_+2_) in the ZMET2-hmCHG complex was no longer preserved in CMT2, due to the replacement of ZMET2 Y526 and R804 by the corresponding H924 and V1200 of CMT2 (Fig. 1G), explaining the loss of the CHG specificity of CMT2. We then substituted the corresponding V1200 in *A. thaliana* CMT2 with arginine (CMT2^V1200R^). Our in vitro methyltransferase assay showed that the CMT2^V1200R^ mutant has activities about 16-fold higher on hmCHG and 8-fold higher on CHG substrates compared to the wild-type CMT2 (Fig. 1F). In addition, the CMT2^V1200R^ mutation gives rise to a higher activity on the CHH substrate, albeit to a lesser extent (Fig. 1F). To understand the effect of this mutation in vivo, we expressed the genomic fragments of CMT2 and CMT2^V1200R^ fused with a FLAG tag in *cmt2 cmt3* (*cc*) and *drm1 drm2 cmt2 cmt3* (*ddcc*) mutants (Fig. 1, H and I, and fig. S4, A and B). We first investigated the DNA methylation levels of two TEs (*Copia89* and *Copia18A*) cotargeted by CMT2 and CMT3 and found that the introduction of V1200R led to higher methylation than wild-type CMT2 (Fig. 1J and fig. S4C). We next performed BS-seq to investigate the effect of the V1200R mutation on genome-wide methylation levels (table S1). While complementation by CMT2 led to a partial rescue of CHG methylation, introduction of V1200R led to a gain of global CHG methylation with or without the de novo methyltransferase DRM2 (Fig. 1, K and L, and fig. S4, D to G).

To test whether the V1200R mutation could alter CMT2 targeting, we compared the DMRs and examined their genomic locations. We found that most TEs targeted by CMT2^V1200R^ for CHG methylation were original CMT2 targets for CHH methylation (Fig. 1M). To further investigate the chromatin features of these regions that gained CHG methylation by CMT2^V1200R^, we explored their local chromatin environments and locations in the genome. Like CMT2, CMT2^V1200R^ methylated regions contain lower chromatin accessibility (fig. S5, A and B). We also found that the increased CHG methylation regions by CMT2^V1200R^ corresponded to chromatin states annotated for intergenic and centromeric regions (fig. S5C). Together, these data suggested that the CMT2^V1200R^ mutation renders gain of CHG methylation function with minimal effect on chromatin targeting.

### CMT2^V1200R^-mediated CHG methylation represses TEs

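The CMT2 transcript (AT4G19020, chromosome 4 of TAIR10 from 10414428 to 10421265, plus strand) was at 14.1 ± 1.23 TPM (abundance normalized for transcript length and library size) in Col-0 seedlings and at 1.85 ± 0.206 TPM in the cmt2 cmt3 double mutant, called cc (SD, n = 2 libraries per group here and in all groups). In cc plants carrying a FLAG-tagged genomic CMT2 transgene it was at 118 ± 7.00 TPM in line 1 and 80.2 ± 0.835 TPM in line 19. In cc plants carrying the same transgene with the V1200R change it was at 119 ± 10.4 TPM in line 9 and 153 ± 8.89 TPM in line 15. In each of the 12 libraries the CMT2 level matched the label. Reads of the transgene and of the endogenous gene could not be told apart, nor could the V1200R change be seen in TPM values. Valine 1200 of the protein of 1295 residues is encoded by the codon GTC at 10420458 to 10420460 in exon 21 of 23. The codon lies within the reference coding sequence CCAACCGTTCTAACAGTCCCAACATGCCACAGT (peptide PTVLTVPTCHS). CMT3 (AT1G69770, chromosome 1 from 26248118 to 26253687), the other chromomethylase disrupted in cc, was at 12.2 ± 1.02 TPM in Col-0 and 15.2 ± 1.71 TPM in cc. Its transcript level does not mark the cmt3-11 insertion. CMT3 was at 5.01 ± 0.411 and 6.36 ± 0.940 TPM in the CMT2/cc lines and at 6.27 ± 0.033 and 6.04 ± 0.158 TPM in the V1200R/cc lines. ACT7 (AT5G09810), the actin gene that the paper uses to normalize RT-qPCR, had group means from 296 to 322 TPM.

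RNA was extracted from seedlings 10 days old, and 12 libraries in 6 groups were sequenced. The authors trimmed the reads with fastp, aligned them to TAIR10 with HISAT2 and assembled transcripts with StringTie. The coverage, FPKM and TPM that they deposited per annotated gene or transposable element (TE) are used here. The paper's table S2 lists 19236554 to 29942883 reads per library. Estimated from the ratio of coverage to FPKM, the libraries had 929.5 to 1453 Mb of aligned bases. The lowest was in Col-0 replicate 1 and the highest in V1200R/cc line 9 replicate 2. Read counts were not used here, so no counting intervals are given and the precision of each value is shown by its SD between libraries. Pearson's r across features between both replicates of a group was 0.978 to 0.980 on log2 values.

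Of 69056 features, the 21676 with at least 1 TPM in at least 2 libraries were tested, 21006 genes and 670 TEs. Tests were two-sided and used limma with a mean-variance trend on log2(TPM + 0.5), with genes and TEs in the same fit and p adjusted by the Benjamini-Hochberg method over both. Features with an adjusted p under 0.05 were called, with no minimum fold change. Because of the added 0.5, fold changes of features with low TPM are understated. The tables of the 8 transgenic libraries name their feature column differently from the tables of the 4 control libraries, and whether both were grown and processed together is not known. The origin of the replicates is also not known, and each p measures only the spread between these libraries. Where a library was left out, the group's remaining library was assumed to vary like those of the other groups.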

To understand the transcriptional consequences from the gain of CHG methylation by CMT2^V1200R^, we performed RNA sequencing in CMT2/*cc* and V1200R/*cc* with Col-0 and *cc* as controls (table S2). 

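Copia11 (AT3G44215, chromosome 3 from 15919239 to 15923690, minus strand), a retrotransposon, was at 0.0236 ± 0.00666 TPM in Col-0 and 20.8 ± 1.35 TPM in cc. It was at 16.3 ± 2.93 and 18.8 ± 3.49 TPM in CMT2/cc lines 1 and 19, and at 0.101 ± 0.0724 and 1.02 ± 0.118 TPM in V1200R/cc lines 9 and 15 (SD, n = 2). The log2 fold change of the mean of both V1200R/cc lines against the mean of both CMT2/cc lines was -4.23 (standard error 0.13, adjusted p = 9.64e-08, limma). That of CMT2/cc against cc was -0.25 (adjusted p = 0.442, limma). Copia47 (AT4G20365, chromosome 4 from 10993391 to 10998715) was at 35.6 ± 1.12 TPM in cc and 8.88 ± 5.64 and 28.7 ± 0.369 TPM in CMT2/cc lines 1 and 19. In V1200R/cc lines 9 and 15 it was at 2.42 ± 0.581 and 4.36 ± 5.28 TPM, with the libraries of line 15 at 0.628 and 8.10 TPM. Its difference between V1200R/cc and CMT2/cc was -2.39 (standard error 0.53, adjusted p = 0.00886, limma). Copia89 (AT1G36185), listed at 0 in Col-0, was at 9.00 ± 0.799 TPM in cc. It was at 4.45 and 3.42 TPM in the CMT2/cc lines and at 0.150 and 0.0885 TPM in the V1200R/cc lines. AT5TE37180 (chromosome 5 from 10203660 to 10204189) had 18.8 ± 2.60 TPM in cc. It had 15.2 ± 0.921 and 15.9 ± 0.201 TPM in the CMT2/cc lines and 0.0631 and 0.246 TPM in the V1200R/cc lines. Copia18A (AT5G35935), at 5.33 ± 0.728 TPM in cc, was between 3.75 and 4.70 TPM in the 4 lines. Its difference between V1200R/cc and CMT2/cc was -0.16 (adjusted p = 0.277, limma). AT5TE36230 (chromosome 5 from 9949205 to 9954436) was at 55.2 ± 0.709 TPM in cc, 26.9 ± 5.85 and 0.888 ± 0.0941 TPM in the CMT2/cc lines and 74.9 ± 4.82 and 80.1 ± 1.64 TPM in the V1200R/cc lines. The mean of both V1200R/cc lines was above that of both CMT2/cc lines by a log2 fold change of 3.67 (standard error 0.09, adjusted p = 4e-08, limma). The standard error reflects only the spread between replicates and leaves out the difference between the CMT2/cc lines.

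Of the 670 TEs tested, 191 were higher and 11 lower in cc than in Col-0. The 11 became 5 without Col-0 replicate 1, 6 without Col-0 replicate 2 and 6 without cc replicate 1. Of the 191, 138 and 131 were lower than cc in CMT2/cc lines 1 and 19, 170 in each of V1200R/cc lines 9 and 15, 114 in all 4 lines and 12 in none. A direct test of V1200R/cc against CMT2/cc called 62 of the 191 lower in V1200R/cc and 9 higher. The 62 comprised 43 annotated elements and 19 TE genes. Overlapping annotations share reads, and the 62 lay in 51 loci after these were merged. The median of all 191 was 0.00356 TPM in Col-0, 3.55 TPM in cc, 0.197 and 0.271 TPM in CMT2/cc lines 1 and 19, and 0.0121 and 0.0192 TPM in V1200R/cc lines 9 and 15. The 62 were selected for a higher level in CMT2/cc than in V1200R/cc. Their median was 0.00576 TPM in Col-0, 6.04 TPM in cc and 1.81 and 2.06 TPM in the CMT2/cc lines. In the V1200R/cc lines it was 0.0267 and 0.0808 TPM. Among the 62 TEs, 49 were still higher in CMT2/cc than in Col-0 and 7 were still higher in V1200R/cc. Of the same TEs, 26 were lower than cc in neither CMT2/cc line, so the 62 also hold TEs lower than cc in a CMT2/cc line. Of the 191, 25 were lower than cc in both V1200R/cc lines and in no CMT2/cc line. The CMT2/cc lines differed from each other at 22 of the 191 TEs, of which 17 are among the 62, so for these the mean of CMT2/cc covers lines that differ. The V1200R/cc lines differed at 0 of the 670 TEs (limma; 29 higher and 23 lower in line 15 at an unadjusted p under 0.05).

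**Figure D1:**
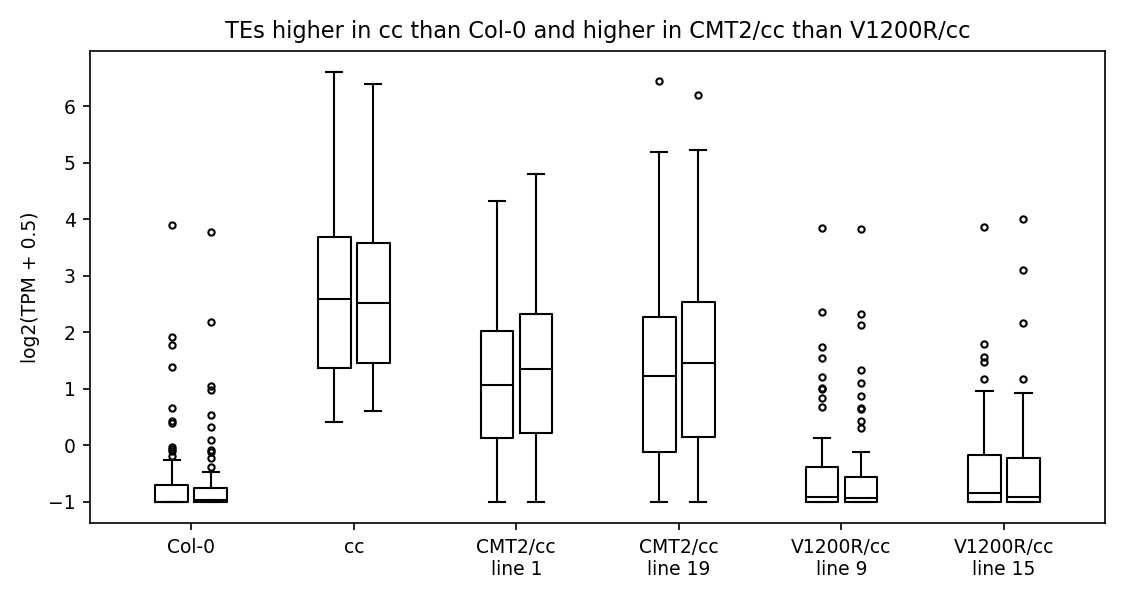
Expression as log2(TPM + 0.5) of the 62 TEs that were higher in cc than in Col-0 and lower in V1200R/cc than in CMT2/cc, with a box for each of the 12 libraries (quartiles and median, whiskers to the farthest value within 1.5 times the box height, points beyond). The boxes of the V1200R/cc libraries lie near those of Col-0, and the boxes of the CMT2/cc libraries lie between those of V1200R/cc and cc.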

We noted that a subset of TEs (*n* = 42) up-regulated in *cc* due to hypomethylation were resilenced by the introduction of CMT2^V1200R^ but not CMT2 (Fig. 2A). These TEs were enriched for *LINE*/*L1* and *LTR*/*Copia* type retrotransposons (fig. S6A). We further determined the DNA methylation level in TEs that were specifically resilenced by V1200R/*cc* and found that the CHG methylation levels were comparable to Col-0 in V1200R/*cc*, while CMT2 only partially remethylated these TEs in *cc* (Fig. 2B), suggesting that the low expression in V1200R/*cc* was due to gain of CHG methylation. We next examined the expression of two TEs, *Copia11* and *Copia47*, and found that both TEs were resilenced by CMT2^V1200R^, but not CMT2 (Fig. 2C).

**Fig. 2.**
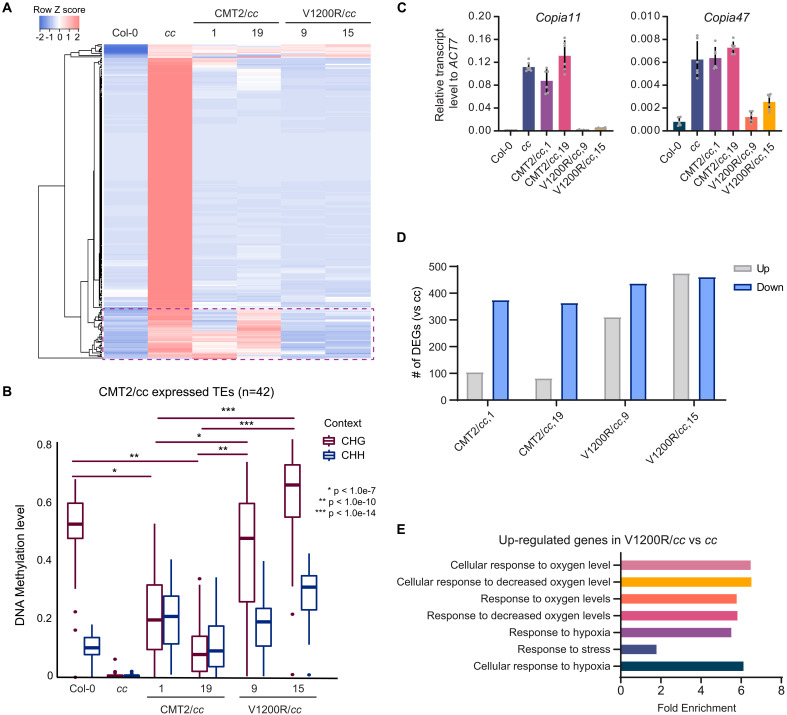
CMT2^V1200R^ represses both CMT2- and CMT3-targeted TEs. (**A**) Heatmaps showing expression levels of up-regulated TEs in two independent CMT2/*cc* and V1200R/*cc* transgenic lines. *cc*, *cmt2cmt3*. The dashed box indicates TEs resilenced by CMT2^V1200R^. (**B**) CHG and CHH DNA methylation levels of TEs remaining expressed in CMT2/*cc*. (**C**) Relative transcript levels of *Copia11* and *Copia47* measured by quantitative reverse transcription PCR (RT-qPCR) in CMT2/*cc* and V1200R/*cc* transgenic plants. The transcript level was normalized to *ACT7*. (**D**) Number of differentially expressed genes (DEGs) in CMT2/*cc* and V1200R/*cc*. (**E**) Gene Ontology (GO) terms of up-regulated genes in V1200R/*cc*.

Similarly, we found more differentially expressed genes (DEGs) in the two V1200R/*cc* lines compared with CMT2/*cc* (Fig. 2D). 

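AT1G66090, a gene of the TIR-NBS class of disease resistance proteins (chromosome 1 from 24602033 to 24604763), was at 5.58 ± 1.60 TPM in cc (SD, n = 2). It was at 8.28 ± 0.529 and 7.60 ± 0.256 TPM in CMT2/cc lines 1 and 19, and at 23.4 ± 2.23 and 29.7 ± 5.96 TPM in V1200R/cc lines 9 and 15. Its log2 fold change was 2.16 in V1200R/cc against cc (standard error 0.19, adjusted p = 6.7e-05, limma). AT5G45570, listed at 0 in Col-0, was at 34.8 ± 1.89 TPM in cc, 26.2 ± 1.92 and 28.7 ± 0.840 TPM in the CMT2/cc lines and 0.0936 ± 0.132 and 0.674 ± 0.249 TPM in the V1200R/cc lines. Its log2 fold change in V1200R/cc against CMT2/cc was -5.08 (standard error 0.13, adjusted p = 4e-08, limma). ELIP2 (AT4G14690), an early light-induced protein of the chloroplast, went the other way, from 64.3 ± 22.1 TPM in cc to 203 ± 13.8 and 231 ± 2.26 TPM in the CMT2/cc lines. It was at 96.7 ± 9.48 and 56.7 ± 3.03 TPM in the V1200R/cc lines. In CMT2/cc against cc its log2 fold change was 1.79 (standard error 0.16, adjusted p = 0.000159, limma). RLP19 (AT2G15080), a receptor-like protein gene, was at 14.3 ± 4.79 TPM in Col-0 and 4.56 ± 0.583 TPM in cc. It rose to between 14.8 and 16.1 TPM in the 4 lines. AT2G34655, at 30.7 ± 1.90 TPM in cc and 0.632 ± 0.140 TPM in Col-0, fell to at most 0.111 TPM in the 4 lines.

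Of 21006 genes, 272 were higher and 390 lower than cc in CMT2/cc line 1, and 153 were higher and 309 lower in line 19. In V1200R/cc line 9, 836 were higher and 928 lower, and in line 15, 1460 were higher and 1447 lower. With a change of at least 2-fold also required, the counts were 42 and 149 in line 1 and 26 and 140 in line 19. They were 195 and 197 in line 9 and 323 and 239 in line 15. With median-ratio scaling of TPM, the division between higher and lower moved to 1102 and 700 in line 9 and to 1765 and 1152 in line 15. Leaving out a library lowered these counts. A group with fewer libraries also has a larger standard error, so a drop need not come from the library left out. Leaving out any 1 of the 4 libraries compared gave 60 to 148 higher and 133 to 257 lower genes for line 1, and 47 to 99 higher genes for line 19. The 309 lower genes of line 19 became 120 without cc replicate 2 and 139 without replicate 1 of the line. The 836 higher genes of line 9 became 448 without cc replicate 1, and 421 and 467 without replicates 1 and 2 of the line. Its 928 lower genes became 285 to 464 without any 1 of the 4 libraries. For line 15, the 1460 higher genes became 694 without cc replicate 1 and 640 without replicate 1 of the line. The 1447 lower genes became 508 and 668 without cc replicates 1 and 2 and 455 without replicate 1 of the line. In a direct comparison of the mean of both V1200R/cc lines with the mean of both CMT2/cc lines, 3123 genes were higher and 3205 lower in V1200R/cc. Of these, 460 and 183 changed at least 2-fold. For the TEs silenced in V1200R/cc, the paper proposes that their low expression was due to the gain of CHG methylation. It states that more genes were likewise differentially expressed in V1200R/cc.

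**Figure D2:**
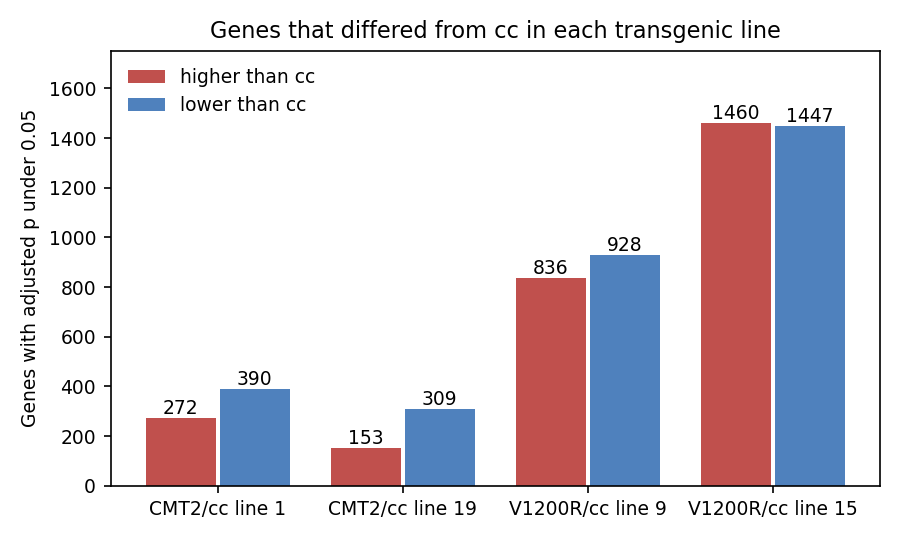
Number of genes higher and lower than cc in CMT2/cc lines 1 and 19 and V1200R/cc lines 9 and 15, at an adjusted p under 0.05 from limma. V1200R/cc line 15 has the tallest bars, at 1460 and 1447 genes, and CMT2/cc line 19 the shortest, at 153 and 309.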

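WRKY33 (AT2G38470, chromosome 2 from 16108235 to 16110766), a transcription factor of pathogen responses, was at 51.8 ± 6.73 TPM in Col-0 and 54.1 ± 4.49 TPM in cc (SD, n = 2). It was at 34.5 ± 0.499 and 34.4 ± 5.99 TPM in CMT2/cc lines 1 and 19, and at 92.4 ± 3.23 and 146 ± 23.4 TPM in V1200R/cc lines 9 and 15. The log2 fold change of V1200R/cc against cc was 1.09 (standard error 0.12, adjusted p = 0.000312, limma). LOX4 (AT1G72520), a lipoxygenase of jasmonate synthesis, was between 3.59 and 4.00 TPM in Col-0, cc and both CMT2/cc lines and at 10.0 ± 0.874 and 12.7 ± 2.75 TPM in the V1200R/cc lines. CDKB2;1 (AT1G76540), a cyclin-dependent kinase of dividing cells, was at 21.5 ± 0.578 TPM in cc and 33.0 ± 1.49 and 33.4 ± 6.80 TPM in the V1200R/cc lines (log2 fold change 0.61, standard error 0.10, adjusted p = 0.00316, limma). GMI1 (AT5G24280), a DNA repair gene, was at 1.36 ± 0.208 TPM in Col-0, 1.55 ± 0.117 TPM in cc and 3.97 ± 0.125 and 4.29 ± 0.517 TPM in the V1200R/cc lines. EDF3 (AT3G25730), a transcription factor gene, was low only in cc, at 1.44 ± 0.504 TPM against 6.03 ± 0.124 TPM in Col-0 and 4.87 to 6.24 TPM in the 4 lines.

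These genes were among 747 that were higher than cc in both V1200R/cc lines. The median of the 747 was 21.3 TPM in Col-0, 19.3 TPM in cc and 20.6 and 19.3 TPM in CMT2/cc lines 1 and 19. In V1200R/cc lines 9 and 15 it was 33.0 and 34.9 TPM. Of the 747, 536 were also higher in V1200R/cc than in Col-0, 688 were higher than in CMT2/cc and 521 were both. A further test of CMT2/cc against cc called 66 of the 747 higher and 22 lower. The count was 957 with median-ratio scaling. Without cc replicate 1 it was 406, and without replicate 1 or 2 of V1200R/cc line 9 it was 403 or 447.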

Among the common DEGs of two V1200R/*cc* lines, many of the up-regulated genes (*n* = 269) have low expression levels in Col-0, *cc*, and CMT2/*cc* (fig. S6B). Conversely, lowly expressed genes (*n* = 85) in V1200R/*cc* have higher expression in Col-0, *cc*, and CMT2/*cc* (fig. S6B). 

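CYCA1;1 (AT1G44110, chromosome 1 from 16774765 to 16777352), a cyclin of dividing cells, was at 8.00 ± 0.0979 TPM in Col-0 and 11.9 ± 0.940 TPM in cc (SD, n = 2). It was at 8.20 ± 0.586 and 10.0 ± 0.340 TPM in CMT2/cc lines 1 and 19, and at 7.91 ± 0.311 and 7.89 ± 0.991 TPM in V1200R/cc lines 9 and 15. Against cc its log2 fold change in V1200R/cc was -0.56 (standard error 0.09, adjusted p = 0.00354, limma). Against Col-0 it was -0.02 (adjusted p = 0.938, limma). SCR (AT3G54220), a transcription factor of the root endodermis, was at 33.6 ± 0.147 TPM in Col-0, 36.2 ± 0.915 TPM in cc and 28.2 ± 0.217 and 27.5 ± 1.00 TPM in the V1200R/cc lines. Its log2 fold change in V1200R/cc against cc was -0.37 (standard error 0.05, adjusted p = 0.00119, limma). ROS1 (AT2G36490), a DNA demethylase, fell from cc by 0.79 on the log2 scale in V1200R/cc (standard error 0.12, adjusted p = 0.00176, limma). It was between 11.1 and 14.3 TPM in the 4 lines and at 15.9 ± 0.866 TPM in Col-0. MRU1 (AT5G35490) was at 12.5 ± 2.65 TPM in Col-0, 51.1 ± 0.762 TPM in cc and 4.01 ± 0.254 and 4.07 ± 5.75 TPM in the CMT2/cc lines. It was listed at 0 in all 4 V1200R/cc libraries.

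Both V1200R/cc lines shared 672 genes lower than cc, CYCA1;1, SCR, ROS1 and MRU1 among them. Their median was 15.9 TPM in Col-0, 20.9 TPM in cc, 16.2 and 17.8 TPM in the CMT2/cc lines and 12.8 and 12.5 TPM in the V1200R/cc lines. V1200R/cc was also lower than Col-0 at 232 of the 672 genes, lower than CMT2/cc at 487 and lower than both at 194. At 152 of the 672 genes CMT2/cc was itself lower than cc, and at 3 it was higher. Median-ratio scaling gave 495 shared lower genes. Leaving out cc replicate 1 or 2 gave 273 or 292. Leaving out replicate 1 or 2 of line 9 gave 242 or 341, and leaving out replicate 1 of line 15 gave 330. Of 8 genes of cell division, 6 were lower and CDKB2;1 was higher in the mean of both V1200R/cc lines than in cc (7 lower and 1 higher when adjusted over the list alone). Without cc replicate 1 only 1 was lower, and without cc replicate 2 it was 2. As a set they were lower (camera, adjusted p = 0.0123 at a preset correlation of 0.01, and adjusted p = 0.513 with an estimated correlation). The set was also lower in CMT2/cc than in cc (camera, adjusted p = 0.00245, and 0.823 with an estimated correlation). Between V1200R/cc and CMT2/cc its camera adjusted p was 0.468. Against Col-0, 1 of the 8 genes was higher and 0 were lower in V1200R/cc (limma).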

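PP2-A13 (AT3G61060, chromosome 3 from 22602816 to 22604582), an F-box protein gene listed among genes induced by low oxygen, was at 95.1 ± 3.20 TPM in Col-0 and 60.2 ± 15.7 TPM in cc (SD, n = 2). It was at 82.6 ± 9.53 and 77.3 ± 7.70 TPM in CMT2/cc lines 1 and 19, and at 135 ± 5.76 and 168 ± 6.08 TPM in V1200R/cc lines 9 and 15. Its log2 fold change in V1200R/cc against cc was 1.34 (standard error 0.13, adjusted p = 0.000136, limma). MEE14 (AT2G15890), of the same list, was at 31.4 ± 4.63 TPM in cc and 54.0 ± 0.156 and 62.0 ± 6.63 TPM in the V1200R/cc lines (log2 fold change 0.88, standard error 0.11, adjusted p = 0.00053, limma). ERF6 (AT4G17490), an ethylene response factor induced by wounding, was at 12.8 ± 2.64 TPM in cc and 31.2 ± 6.09 and 43.1 ± 7.96 TPM in the V1200R/cc lines (log2 fold change 1.49, standard error 0.20, adjusted p = 0.000943, limma). CML38 (AT1G76650), a calmodulin-like protein gene induced by wounding, was at 8.78 ± 0.339 TPM in cc and 20.5 ± 6.06 and 26.8 ± 2.93 TPM in the V1200R/cc lines (log2 fold change 1.35, adjusted p = 0.00185, limma). DREB1B (AT4G25490), a transcription factor of the cold response, was at 0.226 ± 0.238 TPM in cc and 1.19 ± 0.0713 and 2.51 ± 0.361 TPM in the V1200R/cc lines (log2 fold change 1.67, adjusted p = 0.00183, limma).

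Lists of stress genes were tested in the mean of both V1200R/cc lines against cc with limma. Of 46 genes of the hypoxia response, 6 were higher and 6 lower (9 higher and 15 lower when adjusted over the list alone), or 8 higher and 4 lower with median-ratio scaling. Leaving out cc replicate 1 gave 2 higher and 1 lower, and leaving out cc replicate 2 gave 4 higher and 0 lower (11 and 3 at an unadjusted p under 0.05). Leaving out replicate 2 of line 9 gave 5 and 3, and leaving out replicate 2 of line 15 gave 5 and 17. Of 19 genes of wounding, touch and jasmonate, 10 were higher and VSP2 was lower (11 and 1 when adjusted over the list alone). The 10 became 4 without cc replicate 1, and VSP2 was not called with median-ratio scaling or without cc replicate 1 or 2 or replicate 1 of line 9 or 15. Of 14 genes of cold and dehydration, RD29A, COR47, DREB1B, DREB1C and NCED3 were higher and 0 were lower (6 and 0 when adjusted over the list alone, 7 and 0 at an unadjusted p under 0.05). Without cc replicate 1, only 1 of these was higher. Of 13 heat shock genes, HSP70 and HSFA7A were higher and 0 were lower (2 and 0 when adjusted over the list alone, 5 and 0 at an unadjusted p under 0.05). Without either cc replicate, 1 was higher. Of 21 defense genes, WRKY33, WRKY40 and WRKY53 were higher and 0 were lower (3 and 0 when adjusted over the list alone, 5 and 5 at an unadjusted p under 0.05). Without cc replicate 1, 2 were higher. The median and the mean of the list were -0.24 and -0.33 on the log2 scale and the set test pointed up.

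The sets of wounding genes (camera, adjusted p = 1.5e-05) and cold genes (adjusted p = 0.000406) were higher at the preset correlation, with adjusted p = 0.35 and adjusted p = 0.49 with an estimated correlation. The heat shock, hypoxia and defense sets had camera adjusted p of 0.143, 0.828 and 0.828 at the preset correlation.

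Of the 747 genes higher in both V1200R/cc lines, 7 were on the wounding list, where 0.676 would be met by chance (Fisher's exact test, one-sided, adjusted p = 3.39e-05). This became 1 gene without cc replicate 1 (adjusted p = 0.905, Fisher's exact test), 3 genes without cc replicate 2 (0.0865) and 1 gene without replicate 1 of line 9 (0.643). From the cold list there were 4 genes against 0.498 by chance (Fisher's exact test, one-sided, adjusted p = 0.00836). Without cc replicate 1 this was 0 genes, without replicate 1 or 2 of line 9 or replicate 1 of line 15 it was 1 gene, and without replicate 2 of line 15 it was 2 genes. The adjusted p was then from 0.512 to 1 in Fisher's exact test. From the hypoxia list there were 3 genes against 1.64 by chance (Fisher's exact test, one-sided, adjusted p = 0.503). Of the 747 genes, 685 were higher than cc in neither CMT2/cc line. These held the same numbers of genes of the 3 lists, 7, 4 and 3, against 0.62, 0.457 and 1.5 by chance (Fisher's exact test, adjusted p = 1.91e-05, 0.00605 and 0.466). The 7 became 1 without cc replicate 1, 3 without cc replicate 2 and 1 without replicate 1 of line 9, with adjusted p of 0.978, 0.0677 and 0.663 in Fisher's exact test. The 4 became 0 without cc replicate 1 (adjusted p = 1, Fisher's exact test), and 1 without replicate 1 or 2 of line 9 or replicate 1 of line 15 (0.611, 0.563 and 0.583). They became 2 without replicate 1 or 2 of CMT2/cc line 1 or replicate 2 of line 15 (0.339, 0.344 and 0.452), and 3 without replicate 1 or 2 of CMT2/cc line 19 (0.0648 and 0.0643). Of the 10 omissions, only that of cc replicate 2 kept the cold list's adjusted p under 0.05 (4 genes, adjusted p = 0.00362, Fisher's exact test). The 3 became 2 without cc replicate 1 or 2, replicate 2 of line 9 or replicate 1 of line 15.

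**Figure D3:**
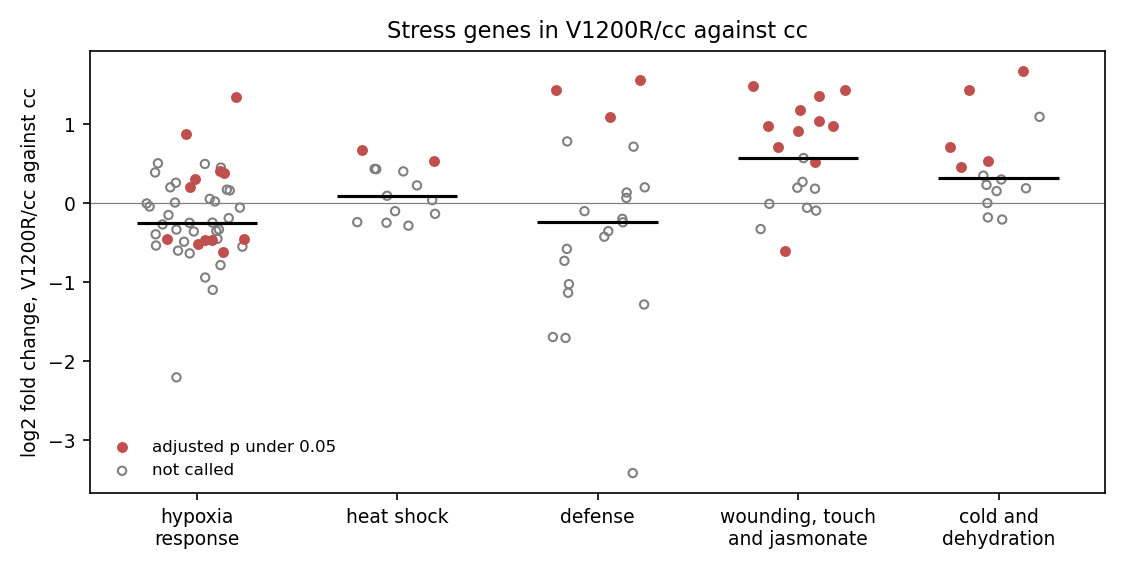
Log2 fold change of V1200R/cc (mean of both lines) against cc for each tested gene of 5 lists of stress genes, with a line at each list's median and genes with an adjusted p under 0.05 from limma in red. The median is above 0 for the wounding, cold and heat shock lists and below 0 for the hypoxia and defense lists.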

Genes up-regulated in only V1200R/*cc* are enriched for Gene Ontology (GO) terms involved in response to stress and decreased oxygen levels (Fig. 2E). Elevated expression of stress-related genes in V1200R lines may help explain the developmentally stunted, smaller plant phenotype (Fig. 1H).

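WRKY40 (AT1G80840, chromosome 1 from 30383561 to 30385499), a transcription factor induced by pathogens and wounding, was at 17.0 ± 1.3 TPM in Col-0 and 16.7 ± 4.73 TPM in cc (SD, n = 2). It was at 10.9 ± 0.906 and 10.5 ± 3.34 TPM in CMT2/cc lines 1 and 19, and at 41.8 ± 6.64 and 59.0 ± 15.9 TPM in V1200R/cc lines 9 and 15. V1200R/cc was above CMT2/cc by a log2 fold change of 2.17 (standard error 0.18, adjusted p = 3.98e-05, limma). PRX52 (AT5G05340), a cell wall peroxidase, was at 3.33 ± 1.59 TPM in cc, 1.1 ± 0.233 and 0.658 ± 0.0972 TPM in the CMT2/cc lines and 9.65 ± 0.468 and 8.84 ± 2.92 TPM in the V1200R/cc lines. The log2 fold change between both kinds of line was 2.82 (standard error 0.21, adjusted p = 2.1e-05, limma). NCED3 (AT3G14440), an enzyme of abscisic acid synthesis, was at 6.43 ± 0.311 and 7.10 ± 0.332 TPM in the CMT2/cc lines and 12.7 ± 0.578 and 17.2 ± 0.373 TPM in the V1200R/cc lines (log2 fold change 1.07, adjusted p = 0.000238, limma). HSP70 (AT3G12580) was between 30.2 and 31.2 TPM in Col-0, cc and both CMT2/cc lines and at 48.3 ± 5.93 and 48.9 ± 1.27 TPM in the V1200R/cc lines. ADH1 (AT1G77120), an alcohol dehydrogenase induced by low oxygen, was at 96.1 ± 14.2 and 98.1 ± 30.6 TPM in the CMT2/cc lines and 162 ± 0.837 and 209 ± 49.1 TPM in the V1200R/cc lines (log2 fold change 0.93, standard error 0.15, adjusted p = 0.00159, limma). In cc it was at 129 ± 14.6 TPM.

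Against CMT2/cc, the V1200R/cc lines had 12 wounding genes higher and 2 lower (13 and 2 when adjusted over the list alone). The set had a camera adjusted p = 2.55e-05 at the preset correlation and adjusted p = 0.366 with an estimated correlation. For cold and dehydration, 11 were higher and COR15A was lower (11 and 1 when adjusted over the list alone). Here camera gave an adjusted p = 0.000233, and adjusted p = 0.366 with an estimated correlation. The 11 became 7 without replicate 2 of CMT2/cc line 1 and 7 without replicate 1 of CMT2/cc line 19. COR15A was not called without any 1 of 6 of the 8 libraries, the exceptions being CMT2/cc line 19 replicate 1 and V1200R/cc line 15 replicate 2. Of the hypoxia genes, 12 were higher and PDC2, HB1 and AT3G27220 were lower (13 and 5 when adjusted over the list alone, limma). The median and the mean of this list were -0.03 and 0.03 on the log2 scale. Its adjusted p from camera in limma was 0.455. The 3 lower genes became 5 without replicate 2 of CMT2/cc line 19 and 12 without replicate 2 of V1200R/cc line 15. From the defense list 6 genes were higher and 0 lower (6 and 0 when adjusted over the list alone, 7 and 1 at an unadjusted p under 0.05, limma). Its median and mean were -0.04 and 0.07 on the log2 scale, and the camera adjusted p was 0.236. From the heat shock list HSP70, HSFA7A, HSP17.4 and MBF1C were higher and 0 genes lower (4 and 0 when adjusted over the list alone, 4 and 0 at an unadjusted p under 0.05, limma). This was 2 higher without replicate 1 of CMT2/cc line 19 and 2 without replicate 2 of V1200R/cc line 15. Its camera adjusted p was 0.0451, and adjusted p = 0.366 with an estimated correlation.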

### CMT2 contains a long N terminus important for nuclear localization

Despite sharing similar protein domains, CMT2 and CMT3 differ in their protein lengths with CMT2 having a longer N terminus compared to CMT3 in *Arabidopsis* (i.e., ~550 amino acids in CMT2 and ~90 amino acids in CMT3) (Fig. 3A). Similarly, *Amborella* CMT2 (AmtriCMT2) contains a long N terminus despite sharing similar domain structures with AmtriCMT3 (Fig. 3A). Further analysis revealed a longer N terminus of CMT2 compared to CMT3 in representative angiosperm species that contain both proteins, suggesting a conserved function of this long N terminus (fig. S7A). We found that AmtriCMT2 N terminus contains eight tandem repeats, each encoding conserved “RRSPR” sequences (RRS motif) (Fig. 3B and fig. S7B). This RRS motif is conserved in CMT2 of other angiosperm species, varying from one to nine copies containing RRSxR (x represents any amino acid) (fig. S7C). To investigate how the long N terminus have emerged, we compared the DNA sequences of AmtriCMT2 and AmtriCMT3 and found that the AmtriCMT2 N-terminal sequence bared similarity to AmtriCMT3 promoter sequences (fig. S8A), suggesting that the long N terminus of AmtriCMT2 may arise from exonization of AmtriCMT3 promoter during a duplication event (fig. S8B).

**Fig. 3.**
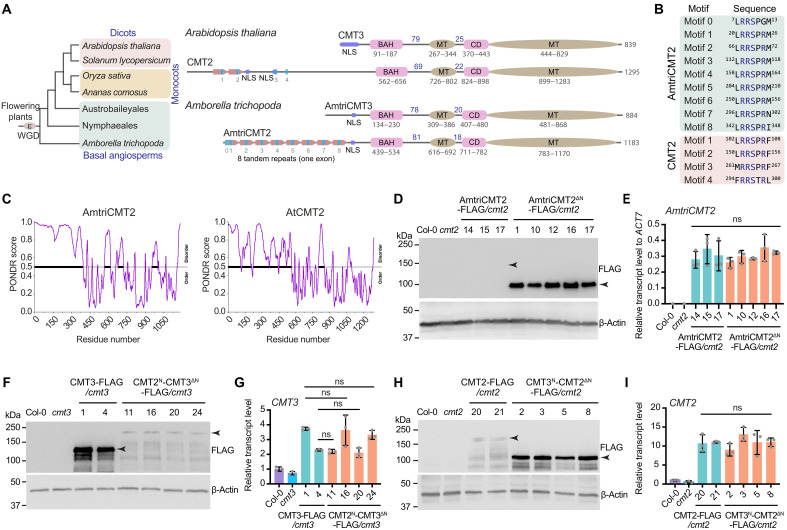
The long CMT2 N terminus is disordered and controls protein level. (**A**) Diagrams showing the domain structure of CMT2 and CMT3 from *A. thaliana* (dicots) and *A. trichopoda* (basal angiosperms). The blue bars indicate tandem repeats. MT, methyltransferase domain; CD, chromo domain. Numbers above lines depict the number of amino acids between domains. WGD, whole genome duplication. (**B**) Alignment of the conserved RRS motifs in CMT2 N terminus of *Amborella* and *Arabidopsis*. (**C**) Graphs of intrinsic disorder scored by PONDR for CMT2 of *Amborella* and *Arabidopsis*. *y* axis indicates PONDR VSL2 scores, and *x* axis indicates the residue positions. (**D**) Immunoblots for protein levels of full-length *Amborella* CMT2 (AmtriCMT2) and N terminus–truncated *Amborella* CMT2 (AmtriCMT2^ΔN^) expressing in *Arabidopsis cmt2* mutant background. Actin serves as a loading control. Numbers represent the independent transgenic lines. (**E**) RT-qPCR showing relativ*e AmtriCMT2* transcript levels in AmtriCMT2 and AmtriCMT2^ΔN^ transgenic lines normalized to *ACT7*. (**F**) Immunoblots for protein levels of wild-type (CMT3) and N-terminal swapped CMT3 (CMT2^N^-CMT3^ΔN^) transgenic lines in *cmt3* mutant. (**G**) RT-qPCR showing relativ*e CMT3* transcript levels in CMT3 and CMT2^N^-CMT3^ΔN^ transgenic plants. Transcript levels were first normalized to *CMT3* level in Col-0 and then to *ACT7* level in Col-0. (**H**) Immunoblots for protein levels of wild-type (CMT2) and N-terminal swapped CMT2 (CMT3^N^-CMT2^ΔN^) transgenic lines in *Arabidopsis cmt2* mutant. (**I**) RT-qPCR showing relativ*e CMT2* transcript levels of CMT2 and CMT3^N^-CMT2^ΔN^ transgenic lines. Transcript levels were first normalized to *CMT2* level in Col-0 and then to *ACT7* level in Col-0. ns, not significant.

Next, we predicted AmtriCMT2 N-terminal structure and found it to be disordered using Prediction of Natural Disordered Regions (PONDR) (Fig. 3C). The N terminus of both CMT3 and CMT2 is also predicted to contain nuclear localization sequences (NLS) (Fig. 3A and fig. S9A). Upon deletion of the N terminus, we observed a cytosolic localization of CMT3 in both *Nicotiana benthamiana* and *Arabidopsis* (fig. S9, B and C). Similarly, CMT2 N-terminal deletion [CMT2^ΔN^–green fluorescent protein (GFP)] resulted in cytoplasmic localization in both *N. benthamiana* and *Arabidopsis*, whereas the N terminus only (CMT2^N^-GFP) showed nuclear localization (fig. S9, B and C). Our nuclear fractionation experiments further confirmed the importance of N terminus for CMT2 nuclear localization (fig. S9D).

### The N terminus of CMT2 regulates protein stability

To investigate the N-terminal function, we generated transgenic *Arabidopsis* plants expressing the full-length AmtriCMT2 as well as an N-terminally truncated AmtriCMT2 without the tandem repeats while retaining the NLS (AmtriCMT2^ΔN^, amino acids 373 to 1183). Unexpectedly, we noted a much higher AmtriCMT2^ΔN^ protein abundance than that of AmtriCMT2, despite similar transcript levels (Fig. 3, D and E). We next asked whether this observed N-terminal function of AmtriCMT2 was shared by *Arabidopsis* CMT2. Instead of truncation, we swapped the N terminus of *Arabidopsis* CMT2 and CMT3 with consideration for the essential role of the NLS (fig. S9). We transformed CMT3 and CMT2^N^-CMT3^ΔN^ into *cmt3* mutant and found that fusion of CMT2 N terminus resulted in much lower CMT3 protein level despite having similar transcript levels (Fig. 3, F and G). Consistently, CMT2 protein level was much higher when the long N terminus was replaced by the shorter CMT3 N terminus (Fig. 3, H and I). These results suggest that the long N terminus regulates CMT2 protein level.

We next performed cycloheximide (CHX; a protein synthesis inhibitor) experiment to directly test the CMT2 protein stability. We found that CMT2^N^-CMT3^ΔN^ protein level decreased quickly and was halved after 4 hours of CHX treatment, whereas CMT3 remained relatively stable and decreased at a much slower rate (Fig. 4, A and B). Inversely, CMT2 protein level was halved after 6 hours after CHX treatment, while the CMT3^N^-CMT2^ΔN^ protein remained stable (Fig. 4, B and C). The N terminus alone (CMT2^N^-GFP) was sufficient to affect protein stability in a similar decrease pattern as CMT2^N^-CMT3^ΔN^ (Fig. 4D). Furthermore, a combined treatment of CHX with the 26*S* proteasome inhibitor, MG132, showed that CMT2 protein level was stabilized by the addition of MG132 (fig. S9E). Together, these data showed that the N terminus of CMT2 regulates its protein stability.

**Fig. 4.**
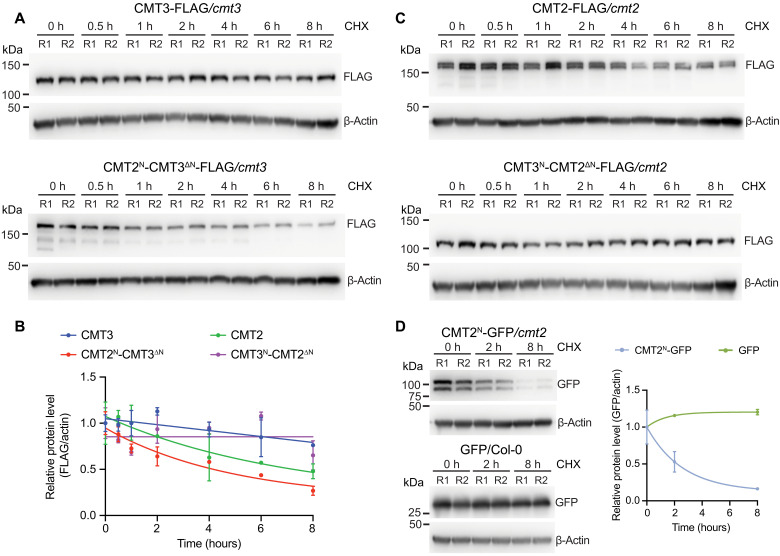
CMT2 N terminus regulates its protein stability. (**A**) Immunoblots showing the levels of CMT3 (top) and CMT2^N^-CMT3^ΔN^ (bottom) after CHX (500 μM) treatment for the indicated time. Seven-day-old seedlings were used. Actin served as a control. R1 and R2 represent two biological replicates. (**B**) Quantification of protein levels normalized to actin. (**C**) Immunoblots showing the levels of CMT2 (top) and CMT3^N^-CMT2^ΔN^ (bottom) after treatment with 500 μM CHX for the indicated time. (**D**) Immunoblots showing levels of CMT2^N^-GFP (top) and GFP only (bottom) after treatment with 500 μM CHX. Quantification of protein levels by GFP signals normalized to actin (right).

### N terminus mediates heat-induced CMT2 degradation

We showed previously that CMT2 was degraded upon heat stress and CMT3 remained stable (*17*). To determine whether CMT2 N terminus mediates the heat-induced protein instability, we exposed our transgenic swapped lines to 37°C treatment and found that the fusion of CMT2 N terminus to CMT3 (CMT2^N^-CMT3^ΔN^) demonstrated a much higher sensitivity to heat, where protein level was halved after 6 hours of heat treatment compared to the stable protein level in wild-type CMT3 (Fig. 5, A and B). Conversely, the fusion of N terminus of CMT3 to CMT2 (CMT3^N^-CMT2^ΔN^) greatly increased protein stability under heat stress compared to the fast degradation of wild-type CMT2 (Fig. 5, B and C). Consistently, CMT2^N^-GFP protein abundance decreased and was undetectable after 24 hours of heat treatment (Fig. 5D). Furthermore, we observed reduced nuclear localization of CMT2^N^-GFP upon 4 hours of heat treatment, similar as the full-length CMT2 (Fig. 5E). Together, these results demonstrated that N terminus mediates heat-induced CMT2 degradation.

**Fig. 5.**
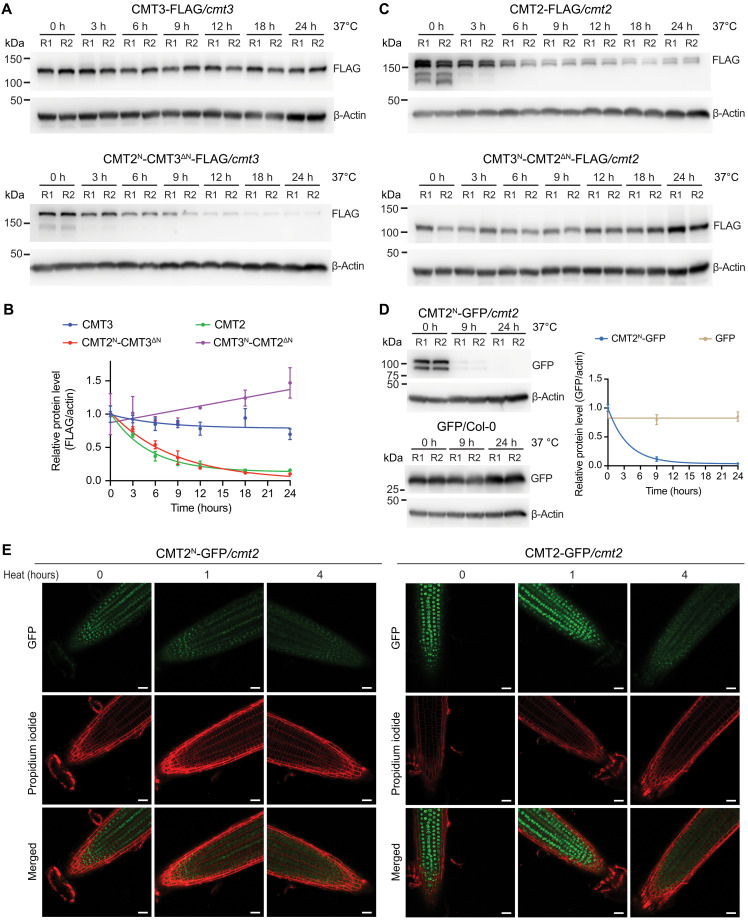
The long N terminus mediates heat-induced CMT2 protein degradation. (**A**) Immunoblots showing the levels of CMT3 (top) and CMT2^N^-CMT3^ΔN^ (bottom) after 37°C heat treatment for the indicated time. Ten-day-old seedlings were used. Actin served as a control. R1 and R2 represent two biological replicates. (**B**) Quantification of protein levels normalized to actin. (**C**) Immunoblots showing the levels of CMT2 (top) and CMT3^N^-CMT2^ΔN^ (bottom) after 37°C heat treatment for the indicated time. (**D**) Immunoblots showing levels of CMT2^N^-GFP (top) and GFP only (bottom) after 37°C heat treatment. Quantification of protein levels by GFP signals normalized to actin (right). (**E**) Confocal images showing the localization and intensity of CMT2^N^-GFP and CMT2-GFP in *Arabidopsis* root tip upon 37°C heat treatment for the indicated time. Scale bars, 25 μm.

### Natural variation of CMT2 demonstrated tolerance to environmental stress

Many *Arabidopsis* natural accessions with CHH methylation variations have been linked to CMT2 in several genome-wide association studies (*18*, *26*–*30*). Considering the disordered nature of the CMT2 N terminus, we wonder whether the N terminus is more plastic to harbor natural mutations. We examined the CMT2 variations in the 1001 genome project (*31*) and found that the variations were mostly located at the N terminus, especially nonsynonymous mutations (fig. S10A and data S2). Our *dN*/*dS* analysis on the CMT2 coding sequences among close relatives of *A. thaliana* also showed that the N-terminal codons appeared to be evolutionarily neutral (Fig. 6A). Upon reanalysis of BS-seq data from 48 accessions with CMT2 nonsense or frameshift mutations from the 1001 epigenome project (*18*), we found that global CHH methylation level varied with the mutation position in CMT2 and the geographical location of these accessions (Fig. 6B and fig. S10B). Stop-gain mutations in exon 1 and exon 3 are relatively common in nature and appear not to affect genome-wide methylation but may rather increase CHH methylation variability (Fig. 6, B and C). This is consistent with previous studies showing that CMT2 N-terminal variations have relatively weak effects on CHH DNA methylation (*26*, *28*–*30*). This might be caused by the presence of in-frame start codons downstream of these mutations, leading to reinitiation of translation and production of truncated but functional CMT2 protein (fig. S10B) (*32*).

**Fig. 6.**
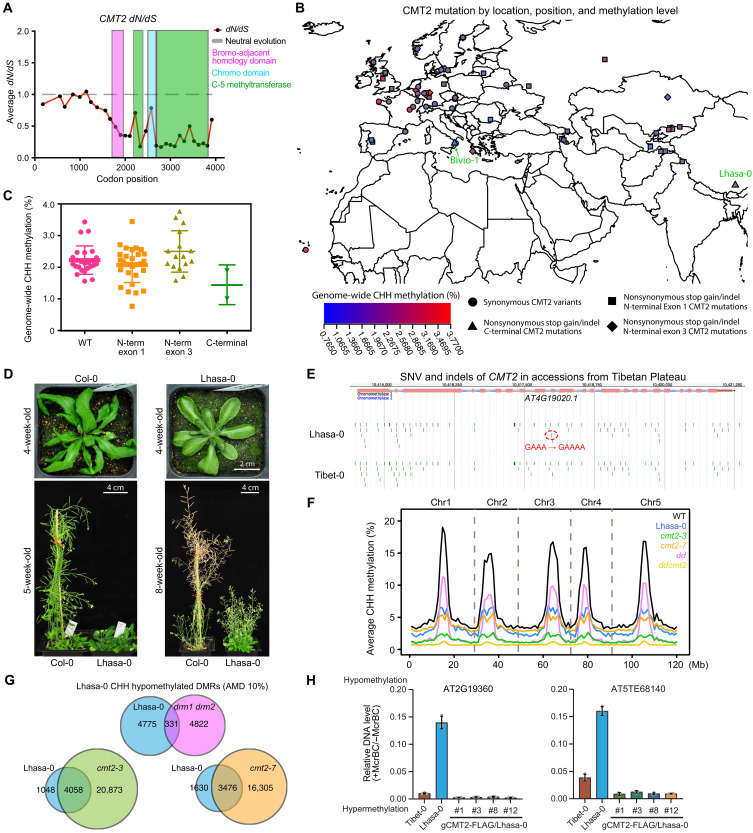
Natural variations of CMT2 in *A. thaliana*. (**A**) *dN*/*dS* plot of *CMT2* gene in close relatives of *A. thaliana*. (**B**) Genome-wide CHH methylation levels of accessions with different mutations in *CMT2* gene. (**C**) Dot plot of CHH methylation in wild-type (WT; *n* = 25), N-terminal [exon 1 (*n* = 31) and exon 3 (*n* = 16) of AT4G19020.1], and C-terminal (*n* = 2) CMT2 mutations. (**D**) Phenotype comparisons between *Arabidopsis* ecotypes Col-0 and Lhasa-0. (**E**) Genome browser view of natural accessions from the Tibetan Plateau, Lhasa-0 and Tibet-0, showing single-nucleotide variant (SNV) with an insertion in the CMT2 exon. (**F**) Average CHH methylation levels across *A. thaliana* chromosomes of Lhasa-0 ecotype in comparison with wild-type Col-0 and mutants of CHH DNA methyltransferases. (**G**) Overlapping of hypomethylated DMRs between Lhasa-0 and mutants of CHH DNA methyltransferases. (**H**) McrBC-qPCR assay showing DNA methylation complementation at two representative loci. The transgenic lines with CMT2 genomic sequence (gCMT2) can rescue lost CHH methylation in Lhasa-0. Tibet-0 was used as a control. AMD, Absolute Methylation Difference.

The plasticity of CMT2 N terminus led us to ask whether the C-terminal methyltransferase domain of CMT2 is important for CHH methylation in natural populations. We found one accession, Bivio-1, which contains a 1-bp insertion in the methyltransferase domain coding region and shows lower methylation (Fig. 6B and fig. S10B), suggesting that CMT2 is important for CHH DNA methylation in nature. To gain additional evidence, we analyzed *A. thaliana* accessions from more geographical locations. We found that a natural accession, Lhasa-0, contains a CMT2 mutation in the methyltransferase domain. Lhasa-0 was isolated from the Tibetan plateau (altitude, 4200 m), closely located to Tibet-0 accession (Fig. 6B and fig. S11A) (*33*). Lhasa-0 plants have a broader, more circular leaf structure, dwarf, much more branching, and late flowering compared to Col-0 (Fig. 6D and fig. S11, B and C). We sequenced the genome of Lhasa-0 and that found it contains 1-bp insertion at exon 10 of CMT2, resulting in a frameshift mutation in methyltransferase domain and premature stop codon (Fig. 6E and figs. S10B and S11, D and E). Next, we performed BS-seq and found global CHH methylation reduction in Lhasa-0, to a similar degree of *cmt2* mutants (Fig. 6F). We next called the DMRs using the hcDMR calling program (*34*) and found many hypomethylated CHH DMRs (*n* = 5106) in Lhasa-0 (Fig. 6G). These hypo-DMRs overlapped considerably with *cmt2* but not *drm1drm2* (Fig. 6G), suggesting a link between CMT2 and CHH methylation in Lhasa-0. Furthermore, we found that methylation at the two hypomethylated genes could be rescued by introduction of the genomic fragment of functional *CMT2* transgene into Lhasa-0 (Fig. 6H). These data suggest that CMT2 is responsible for the CHH hypomethylation phenotype of Lhasa-0.

To determine whether mutations in CMT2 could confer any phenotypic advantages or consequences to wild accessions, we performed stress tolerance assays with Col-0, Lhasa-0, and *cmt2* mutants of Col-0. Lhasa-0 showed stronger tolerance to Ultraviolet B (UV-B) stress, while *cmt2-7* also survived in UV-B stress at a slightly higher rate than Col-0 (fig. S11, F and G). In addition, Lhasa-0 and two *cmt2* mutants show resistance to heat stress (fig. S11, H and I), in agreement with a previous report (*29*). Collectively, these data suggest that CMT2 may be involved in plant survival under environmental stresses.

## DISCUSSION

In this study, we revealed the mechanisms diversifying two members of the CMT family, CMT2 and CMT3, for diverse heterochromatic non-CG methylation in plants. According to structural model and biochemical assays, CMT2 and CMT3 share a similar enzymatic mechanism for non-CG methylation, ensuring their overlapped functionalities in non-CG methylation (Fig. 7A). However, an arginine residue that mediates recognition of +2 guanine of CHG via a hydrogen bonding interaction is diversified in angiosperm CMT2, providing an explanation of why CMT3 and CMT2 show distinct preference for CHG and CHH methylation, respectively (*21*). Consistently, a single V1200R mutation of CMT2, which likely restores the hydrogen bonding interaction with the +2 guanine of CHG and enhances the van der Waals or electrostatic contacts with the target-flanking sites of CHG and CHH, gains maintenance activity for both CHG and CHH methylation in *Arabidopsis* (Fig. 7A). During evolution, CMT2 may have evolved from a whole genome duplication event before the emergence of angiosperms about 181 million years ago, as evidenced by the retention of the key arginine CMT3 residue in the CMT2 of basal angiosperm species *A. trichopoda* (Fig. 7B). However, CMT2 is different from CMT3 since its birth, where its N terminus becomes longer, due to a tandem repeat insertion and exonization (Fig. 7B). The long N terminus is disordered, undergoes neutral selection during evolution, and makes the protein relatively unstable. Nevertheless, the N terminus contains several conserved tandem RRS motifs, although the number and position vary in flowering plants. The arginine variation together with the long N terminus drives the evolution of CMT2 for CHH methylation preference.

**Fig. 7.**
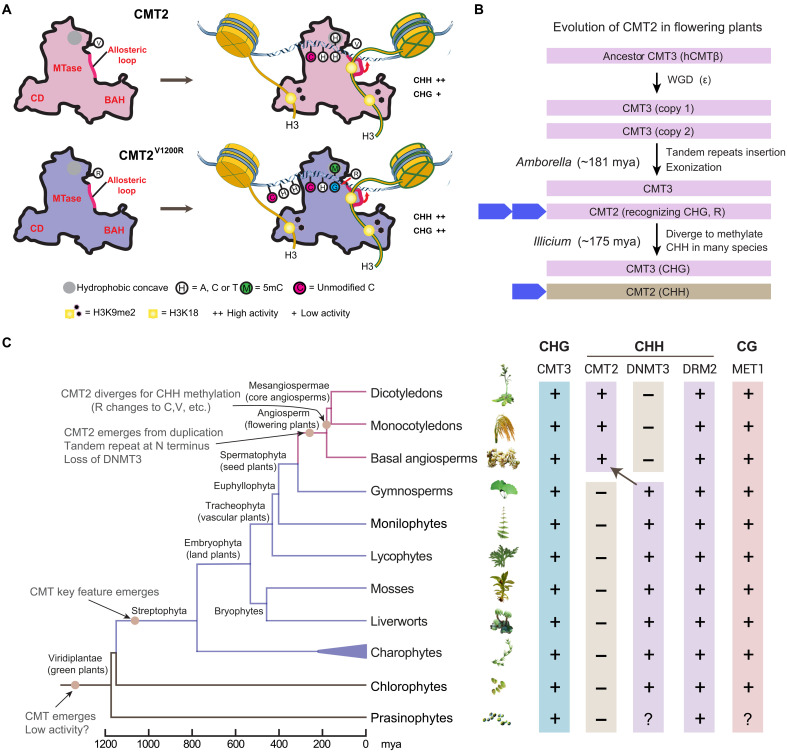
A working model for the evolution of chromomethylases in plants. (**A**) A mechanistic model for the enzymatic regulation and specificity of CMT2 and CMT2^V1200R^ in the chromatin environment. (**B**) Proposed model of CMT2 emergence and evolution in the flowering plants. (**C**) Phylogenetic tree depicting predicted emergence and divergence of chromomethylases in plant (left) and DNA methyltransferases found in the representative plant species (right). MTase, Methyltransferase.

It is worth noting that recent studies have indicated that DNMT3s, which are homologous to mammalian DNMT3A and DNMT3B, also play a role in CHH methylation maintenance in heterochromatic regions in some plant species such as the moss *Physcomitrella patens* (*23*, *35*). Intriguingly, DNMT3s are widely present in the plant kingdom but have become extinct in angiosperms (Fig. 7C). In this context, the evolutionary emergence of CMT2 presumably provides a similar, possibly even more robust, mechanism in replacing the loss of DNMT3-mediated CHH methylation and maintaining the non-CG methylation at heterochromatin (Fig. 7C). The functional context behind the evolutionary transition between CMT2 and DNMT3s awaits further investigation.

CMT2 appears to be more plastic and could offer a great target for evolution, where it contains much more variations in nature or is even lost in certain angiosperm species. In maize, CMT2 is lost, and the CMT3 (ZMET2) has both CHG and CHH methylation activity, yet whether this could be a reason for the high TE abundance and activity remains to be investigated (*9*, *36*). It was previously reported that TEs in *A. thaliana* natural accessions varied greatly, corresponding to differences in gene expression and DNA methylation in these accessions, which could provide a source for genetic diversity in the population (*37*). We found an abundance of natural variations in CMT2, especially in the N terminus. We also identified a new *A. thaliana* accession Lhasa-0 carrying a CMT2 mutation leading to global DNA hypomethylation. The globally decreased CHH methylation in Lhasa-0, Bivio-1, and a recently reported Kyoto, which contains an 8-bp deletion at exon 3 close to the methyltransferase domain, supports the importance of CMT2 on CHH methylation in natural conditions (*27*). As Lhasa-0 is isolated from Tibetan Plateau, a high-altitude environment with harsh conditions such as strong sunshine and UV-B radiation, the mutation in CMT2 could possibly confer some tolerance to environmental stresses (*33*, *38*). Thus, over evolutionary time, mutations in CMT2 could potentially alleviate repression on TEs which could then increase genetic diversity. Consistent with this idea, we found that another species, *Arabis alpina*, a close relative of *A. thaliana* from high-altitude alpines, also contains a CMT2 mutation with the loss of the essential BAH domain (fig. S12). TEs, especially retrotransposons, have also been expanded, accompanied with altered DNA methylation in *A. alpina* (*39*). The transcriptional activity of TEs also seems to increase along with an elevational gradient in *Arabidopsis arenosa* (*40*). Previously, we found that UV-B also triggered DNA hypomethylation via the interaction between UVR8 and DRM2 (*41*). Whether CMT2 is also involved in UV-B–suppressed DNA methylation requires further investigation.

CMT2 stability is sensitive to heat stress, mainly conferred by its long and disordered N terminus. Although the N terminus varies in different angiosperm species, many contain the conserved RRS motifs, indicating that these motifs may have yet undiscovered functions. Degradation of CMT2 under high temperature could impede its function for CHH methylation maintenance at heterochromatic TEs, thereby alleviating some TEs that were normally suppressed under normal conditions. Over the course of evolution, some derepressed TEs could potentially jump in the genome and generate various genetic mutations for natural selection, which could be especially beneficial for species survival under stress. The variation of TE transposition in *A. thaliana* wild accessions is related to climate change, where the increase in annual temperature correlates with an increase of *AtCopia87* (*ONSEN*) copy number (*42*). As another support, natural CMT2 variation has been associated with genome-wide methylation changes and temperature seasonality (*29*). During the Earth history and in a large period, the average global temperature is much higher (up to more than 10°C) than that of today (*43*). Thus, we can infer that during the hothouse era, the instability of CMT2 together with the TEs may have helped shape the plant evolution on earth.

## MATERIALS AND METHODS

### Plant materials, plasmid construction, and transformation

*A. thaliana* ecotypes Col-0, Tibet-0, and Lhasa-0 (gifted from Y. Zhong) were used in this study. The Col-0 ecotype was used as the background for all mutant and transgenic plants, except for experiments in the Lhasa-0 ecotype. Mutant lines used in this study were *cmt3* (*cmt3-11*, SALK_148381), *cmt2* (*cmt2-3* SALK_012874 and *cmt2-7*, WiscDsLox7E02), *cc* (*cmt2-7 cmt3-11*, *cmt2-7* is WiscDsLox7E02), and *ddcc* (*drm1-2 drm2-2 cmt3-11 cmt2-7*). All seedlings and plants used in this study were grown in long-day conditions (16/8-hour light/dark cycle) at 22°C in a Conviron chamber. *N. benthamiana* plants were grown directly on soil and under long-day conditions.

Genomic fragments of *Arabidopsis* CMT2 or CMT3 were used to construct plasmids for transgenic lines. Using genomic DNA extracted by the Cetyltrimethylammonium bromide (CTAB) method as the template, genomic fragments including the native promoter (CMT2, 1.4 kb; CMT3, 1.6 kb), 5′ untranslated region, exons, and introns were amplified by polymerase chain reaction (PCR) and then ligated to linearized vector by in-fusion cloning method (Vazyme, C115). For FLAG-tagged lines, the vector pCAMBIA-FLAG-FAST containing a 3× FLAG tag at the C terminus of the genomic fragment and a selection marker pOLE1:OLE1-RFP, which is specifically expressed in dry seeds, was used (*44*). For GFP-tagged lines, the vector pCAMBIA1302 containing an *mgfp5* marker gene was used. For the expression of CMT2 and CMT3 of other plant species, e.g., *A. trichopoda* (from Botany Garden and Greenhouses of University of Wisconsin-Madison), *C. braunii* (from Kobe University), and *M. polymorpha* (collected from Madison, WI), the protein-coding sequence was amplified from cDNA and fused after the UBQ10 promoter and ligated to linearized pCAMBIA-FLAG-FAST vector.

Transgenic lines used in this study include *gCMT3-FLAG* and *gCMT3-GFP*, domain truncation and swapping generated in *cmt3* and *cc* backgrounds; *gCMT2-FLAG*, *gCMT2^V1200R^-FLAG*, and *gCMT2-GFP*, domain truncation and swapping generated in *cc*, *cmt2*, *cmt3*, and *ddcc* backgrounds; CMT2 and CMT3 of other species were generated in respective *Arabidopsis cmt2* and *cmt3* backgrounds. Transgenic plants were generated via a floral-dip method and screened with a hand-held fluorescent lamp (Luyor-3415RG) for OLE1-RFP expression in seeds or by hygromycin selection. For CMT2 complementation in Lhasa-0 background, genomic CMT2 fragment from Col-0 was transformed into Lhasa-0 plants using similar methods as above.

### Immunoblotting

Frozen plant samples were ground to powder with a tissue lyser (Scientzbio). Proteins were extracted by boiling sample in 5% SDS at 95°C for 10 min. Proteins were separated by SDS–polyacrylamide gel electrophoresis and transferred to nitrocellulose membranes. Membranes were blocked with blocking buffer [5% nonfat milk in tris-buffered saline with Tween 20 (TBST)] for 1 hour at room temperature and then incubated with primary antibodies [diluted in 3% bovine serum albumin (BSA) in TBST] overnight at 4^°^C. For unconjugated primary antibodies, membranes were incubated with horseradish peroxidase (HRP)–conjugated secondary antibodies in blocking buffer for 1 hour at room temperature. Membranes were washed with TBST for 5 min, three times, before imaging. Enhanced chemiluminescence substrate was mixed and added to the membrane before imaging, and chemiluminescence images were taken with ImageQuant LAS 4000 (GE Healthcare) or Odyssey XF (LI-COR). The primary antibodies used were anti-FLAG-HRP (Sigma-Aldrich, catalog no. A8592, RRID:AB_439702), anti-GFP (Roche, catalog no. 11814460001, RRID:AB_390913), anti–β-actin (Proteintech, catalog no. 60008-1-Ig, RRID:AB_2289225), anti–α-tubulin (Novus, catalog no. NB100-690, RRID:AB_521686), and anti-histoneH3 (Abcam, catalog no. ab1791, RRID:AB_302613).

For nuclear extraction, frozen seedlings (~1.5 g per sample) were gently ground into powder with liquid nitrogen using a mortar and pestle. Nuclei were isolated with a protocol modified by Chen *et al.* (*45*). Briefly, ground powder was mixed in nuclei extraction buffer (tris, Ficoll 400, Dextran T40, sucrose, and MgCl_2_) with dithiothreitol (DTT), phenylmethylsulfonyl fluoride, and cOmplete protease cocktail added right before use and then filtered through a 70-μm cell strainer followed by a 40-μm cell strainer. Filtered samples were adjusted with Triton X-100 to 0.5% (v/v) and incubated on ice for 15 min. A small portion of sample was collected (total protein extract) before centrifugation at 1500*g* for 5 min at 4°C. After centrifugation, the supernatant (cytoplasmic fraction) was collected, while the pellet (nuclear fraction) was washed three to four times by resuspending the pellet gently in nuclei extraction buffer with 0.1% Triton-X and then centrifuged at 1800*g* for 5 min at 4°C. The nuclear fraction was prepared by resuspending the pellet in 150 μl of nuclei extraction buffer. Each fraction was mixed with 5× loading buffer and boiled at 95°C for 10 min for immunoblotting.

### CHX and MG132 treatment

CHX stock (25 mM; Sigma-Aldrich, 01810) was prepared in Milli-Q water. For treatment, 7-day-old seedlings were submerged in six-well plates containing 500 μM CHX in half-strength Murashige and Skoog (½ Murashige and Skoog) liquid media. Samples were collected at indicated time points by drying briefly on Kimwipes and immediately frozen in liquid nitrogen to prevent further degradation. MG132 treatment was performed as described previously (*46*). Briefly, 7-day-old seedlings were submerged in six-well plates containing 500 μM CHX with the addition of 50 μM MG132 (Sigma-Aldrich, C2211) or dimethyl sulfoxide in ½ MS liquid media. Samples were then collected as described above.

### Heat treatment

For heat treatment, 10-day-old seedlings were treated directly on plates in Conviron growth chamber at 37°C. Samples were collected at indicated time points and immediately frozen in liquid nitrogen to prevent further degradation. For confocal microscopy, 6-day-old seedlings were treated at 37°C at indicated time points and imaged immediately after heat treatment.

### Confocal microscopy

To determine transient protein expression, Agrobacterium-infiltrated *N. benthamiana* leaf sections were imaged with a Leica Stellaris 5 confocal microscope. To determine in vivo protein localization, root tips of 7-day-old *Arabidopsis* transgenic seedlings expressing CMT2 or CMT3 fused with GFP were imaged with a Leica Stellaris 5 confocal microscope. To determine protein expression and localization after heat treatment, 6-day-old seedlings were imaged immediately after heat treatment with a Leica SP8 Upright confocal microscope.

### Quantitative real-time PCR analysis

For quantitative reverse transcription PCR (RT-qPCR), plant total RNA was extracted using the Ambion PureLink RNA Mini Kit (Invitrogen). First strand cDNA was then synthesized from 1 μg of the extracted total RNA using random hexamer, anchored oligodT_18_VN, murine ribonuclease inhibitor, and ProtoScript II [New England Biolabs (NEB)] reverse transcriptase. For McrBC assay, plant genomic DNA was extracted with the CTAB method. An equal amount of genomic DNA was then digested with the methylation-dependent restriction endonuclease McrBC (NEB) for 8 hours at 37°C. The quantitative real-time PCR was performed in triplicates using iTaq Universal SYBR Green Supermix and ran with the Bio-Rad CFX Opus 96 Real-Time PCR System (Bio-Rad). The gene expression levels in RT-qPCR were normalized against wild-type control and internal control *ACT7*. The relative methylation levels of McrBC-qPCR were normalized to uncut control.

### Protein expression and purification

Expression and purification of wild-type and mutant CMT2 follow a similar protocol as previously described for CMT3 (*21*). In short, each of the CMT2-encoding sequences was cloned into a modified PRSFDuet-1 vector (Novagen), fused with an N-terminal His6-SUMO tag. The expression plasmids were then transformed into *Escherichia coli* BL21 (DE3) cells for protein expression. The His6-SUMO-CMT2 proteins were purified through nickel affinity chromatography, followed by removal of His6-SUMO tag via ubiquitin-like-specific protease 1–mediated cleavage. The tag-free CMT2 proteins were further purified through ion-exchange chromatography on a Heparin column (GE Healthcare) and size-exclusion chromatography on a 16/600 Superdex 200 pg column (GE Healthcare). The purified protein sample was stored in buffer containing 20 mM tris-HCl (pH 8.0), 100 mM NaCl, 5 mM DTT, and 5% glycerol in a −80°C freezer before use.

### In vitro methylation assay

In vitro methylation assay was performed as described previously (*21*). In essence, the H3_1-17_K9me2 and H3_1-32_K9me2 peptides, each followed by a C-terminal tyrosine, were chemically synthesized and verified by mass spectroscopy. Each 20-μl reaction mixture contains 0.5 μM wild-type or mutant CMT2, 2 μM histone peptide, 2 μM synthesized DNA duplexes (hmCHG: 5′-AATATATXTGXAGXTGAATXAGXAGXTGTAATTTAA-3′, annealed with unmethylated, complimentary strand; X = 5mC; CHG: 5′-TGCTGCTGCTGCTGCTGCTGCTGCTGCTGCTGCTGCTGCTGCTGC-3′, annealed with unmethylated, complimentary strand; CHH: 5′-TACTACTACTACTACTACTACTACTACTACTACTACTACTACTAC-3′, annealed with complimentary strand), 0.56 μM *S*-adenosyl-l-[methyl-^3^H] methionine with a specific activity of 18 Ci/mmol (PerkinElmer), 1.96 μM nonradioactive S-adenosyl methionine (SAM), 50 mM tris-HCl (pH 8.0), 0.05% β-mercaptoethanol, 5% glycerol, and BSA (200 μg/ml). The reaction lasted 30 min at 37°C before being quenched by addition of 5 μl of 10 mM cold SAM. Subsequently, 8 μl of each mixture was loaded onto Hybond N nylon membrane (GE Healthcare), which was left being dried out at room temperature. The membrane was then washed with 0.2 M ammonium bicarbonate (pH 8.2) three times, 5 min each, deionized water for 5 min once, and 95% ethanol for 5 min once. After air drying, the membrane carrying each sample was transferred into a vial containing 4-ml scintillation buffer (Thermo Fisher Scientific). The tritium scintillation was measured and recorded by a Beckman LS6500 counter. Each of the reactions was repeated three times.

### BS-seq and data analysis

For whole genome BS-seq, seeds of Col-0, *cmt3-11*, pUBQ10:MpCMT3-FLAG/*cmt3-11*, pUBQ10:CbCMT3-FLAG/*cmt3-11*, *cc*, gCMT2-FLAG, and corresponding V1200R mutation in *cc* background were planted on ½ MS medium for 10 days. Genomic DNA was then extracted from whole seedlings using the CTAB method. The genomic DNA was fragmented to a mean size of 100 to 300 bp by sonication using a Covaris S220 focused-ultrasonicator (Covaris), followed by end-repair, 3′-end adenylation, and methylated adaptor ligation using an Illumina TruSeq DNA kit (Illumina). Then, bisulfite conversion was performed using a Zymo EZ DNA Methylation-Lightning kit (Zymo Research). The bisulfite-converted, adaptor-ligated DNA was enriched by PCR for 12 cycles using the KAPA HiFi HotStart Uracil+ Kit (KAPA Biosystems), purified with Agencourt beads (Agilent), and quantified by a Qubit HS dsDNA kit (Life Technologies). The integrity of the sequencing library was tested by Agilent 2100. The libraries related to CMT3 were sequenced by a 50-bp paired-end method on a NextSeq2000 platform at Delaware Biotechnology Institute in University of Delaware (Newark, DE, USA), and the libraries related to V1200R mutation were sequenced by a 50-bp single-end method on a HiSeq4000 platform at NUcore sequencing center in Northwestern University (Chicago, IL, USA). Sequencing reads were trimmed using FASTP and aligned to the *A. thaliana* TAIR10 genome using Bisulfite Sequence MAPping program (BSMAP) version 2.9 allowing for 4% mismatches, trimming anything with a quality score of 33 or less, and removing any reads with more than five Ns (*47*, *48*). Methylation at every cytosine was determined by using BSMAP’s methratio.py script, processing only unique reads and removing duplicates. DMRs were identified using methylKit with the following cutoffs for each sequence context: 40% difference for CG, 20% for CHG, and 10% difference for CHH DMRs and a *P* value < 0.01 (*49*). Overlapping DMRs were identified using BEDTools intersectBED (*50*). TE metaplots were created using deepTools computeMatrix using BSMAP methylation file and a list of all TEs from TAIR10 (*51*). Whole genome methylation metaplots were created using the BSMAP methylation file and custom python scripts. Boxplots were created using custom R scripts.

### RNA sequencing and analysis

For RNA sequencing, seeds of Col-0, *cc*, and two lines of each indicated gCMT2-FLAG and corresponding V1200R mutation were planted on ½ MS medium containing 1% sucrose for 10 days in long-day growth conditions (16-hour light:8-hour dark) at 22°C. Total RNA was extracted using the PureLink RNA Mini Kit and treated with deoxyribonuclease I. Library was constructed using a TruSeq RNA Library Preparation Kit (Illumina); mRNA was purified using RNA purification beads and fragmented by sonication using a Covaris S220 focused-ultrasonicator. One microgram of total RNA was reverse-transcribed into cDNA with ProtoScript II. End-repair, 3′-end adenylation, ligation of adaptors and PCR amplification for 13 cycles were then performed. Reads were filtered using fastp and then aligned them to the TAIR10 genome using HISAT2 (v.2.0.0-beta) (*52*). Transcripts were assembled using StringTie (*53*). The quantification of gene expression and the identification of DEGs were performed with DESeq2 (*54*). The heatmap was made using Heatmapper (http://heatmapper.ca/expression/). Differentially up-regulated and down-regulated genes were analyzed using GO Term Enrichment tool on TAIR/PANTHER, and fold enrichment was calculated by dividing the number of DEGs by the expected number of DEGs for a GO term (*55*).

### Other sequence analysis

For Assay for Transposase-Accessible Chromatin with sequencing (ATAC-seq) analysis, raw data were downloaded from GSE85203 and aligned to the TAIR10 genome using Bowtie2 with the following parameter: -v 2 -m 3 (*56*). PCR duplicates were then removed using SAMtools (*57*). The uniquely mapped reads were kept and used for chromatin immunoprecipitation (ChIP) peaks calling with MACS2 (*58*). DMRs were overlapped with ChIP peaks using BEDTools intersectBed (*50*). Coverage bed graphs were generated using bamCompare for histone modifications normalizing to H3 and bamCoverage for ATAC-seq normalized with reads per kilobase per million mapped reads (RPKM) values (*51*). The level of each modification within the DMRs was calculated using a custom python script, and boxplots were generated using a custom R script.

### Sequence from multiple species and analysis

Sequences of CMT2 and CMT3 from multiple plant species were retrieved by Basic Local Alignment Search Tool (BLAST) using Ensembl Plants (plants.ensembl.org), National Center for Biotechnology Information (NCBI), 1000 Plant transcriptomes initiative (OneKP) (db.cngb.org/onekp), PLAZA Gymnosperms (bioinformatics.psb.ugent.be/plaza/versions/gymno-plaza), FernBase (fernbase.org), or PhycoCosm (phycocosm.jgi.doe.gov). The sequences are listed in data S1. The disorder scores were determined using the VSL2 algorithm of PONDR (*59*). The natural variations of CMT2 were from Araport11/TAIR JBrowse (https://jbrowse.arabidopsis.org/).

### Lhasa-0 sequence analysis

Paired-end whole genome DNA sequencing libraries [used for single-nucleotide variant (SNV) calling] were prepared by Starbio using in-house library preparation protocols. Paired-end BS-seq libraries were prepared. One hundred fifty–base pair paired-end sequencing was performed for both library types on an Illumina Hi-Seq 2500 instrument. Read alignment statistics can be found in table S1. To generate pseudoreference genomes for Tibet-0 and Lhasa-0, raw fastqs were croptrimmed for phred score of ≥30 using Trimmomatic and aligned to the TAIR10 genome (Col-0 ecotype) using Bowtie2 using the–local alignment setting, 1-bp mismatch in 22-bp seeds (*56*, *60*). SNVs and indels for Tibet-0 and Lhasa-0 were called against TAIR10 using the SAMtools mpileup function to compute likelihood of the data given each possible genotype and bcftools applied the priors to call variant sites. ANNOtate VARiation (ANNOVAR) was used to do a gene-based functional annotation of genetic variants (*61*). The variant called format (.vcf) files were used to produce a pseudoreference genome via the pseudoRef R-package (https://github.com/yangjl/pseudoRef).

For Tibet-0 and Lhasa-0 BS-seq analyses, data were initially aligned to the assembled pseudoreference genome via BSMAP version 2.9 (*48*). Reads were filtered for <5 N and quality trimmed (Phred score ≥ 30), and alignment was allowed proceed with up to 8% read mismatch (default). Methylation tracks were created by calling cytosine methylation in all contexts via the methratio.py script removing duplicated reads and including zeros. Whole genome plots were produced by averaging DNA methylation in each context (CG, CHG, and CHH) in 1-Mb bins via a custom python script (https://github.com/Sandman2127/Whole_Genome_DNA_Methylation_Plotter/blob/master/WG_methylation_plotter.py) and plotted using the R packages ggplot2 and reshape2 (*62*, *63*). After alignment via BSMAP, 100-bp DMRs were called against 54 wild-type high-confidence *Arabidopsis* libraries via hcDMR caller, accepting only unique mappings and using the -Steve filter (*34*, *48*). Metaplots of DNA methylation were produced using deepTools compute Matrix and profiler functions at DMRs (*51*).

### 1001 Epigenome BS-seq data reanalysis

Data from the 1001 epigenomes project were reanalyzed using the above parameters in BSMAP with previously built pseudoreference genomes (http://1001genomes.org/data/GMI-MPI/releases/v3.1/pseudogenomes/fasta/) (*64*). CHH methylation averages were averaged genome-wide using an awk script and plotted via the R-package rworldmap (https://CRAN.R-project.org/package=rworldmap).

### *dN*/*dS* analysis

Analysis of evolutionary constraint on the CMT2 gene by *dN*/*dS* was performed by generating a multiple sequence alignment for the CDS of CMT2 with *A. thaliana*, *Arabidopsis lyrata*, *Begonia grandis*, *Brassica rapa*, *C. rubella*, and *Brachypodium distachyon* using ClustalW from Mega7 (*65*). Selection at each codon was estimated using the HyPhy (*66*). The data were interpreted according to the principles found previously (*67*).

### Statistical analysis

The two-tailed Student’s *t* tests were performed to compare distributions between different groups. For all tests, a *P* value lower than 0.05 was statistically significant.

## References

[1] A. L. Mattei, N. Bailly, A. Meissner, DNA methylation: A historical perspective. Trends Genet. 38, 676–707 (2022).35504755 10.1016/j.tig.2022.03.010

[2] R. J. Schmitz, Z. A. Lewis, M. G. Goll, DNA methylation: Shared and divergent features across eukaryotes. Trends Genet. 35, 818–827 (2019).31399242 10.1016/j.tig.2019.07.007PMC6825889

[3] M. V. C. Greenberg, D. Bourc’his, The diverse roles of DNA methylation in mammalian development and disease. Nat. Rev. Mol. Cell Biol. 20, 590–607 (2019).31399642 10.1038/s41580-019-0159-6

[4] L. He, H. Huang, M. Bradai, C. Zhao, Y. You, J. Ma, L. Zhao, R. Lozano-Duran, J. K. Zhu, DNA methylation-free *Arabidopsis* reveals crucial roles of DNA methylation in regulating gene expression and development. Nat. Commun. 13, 1335 (2022).35288562 10.1038/s41467-022-28940-2PMC8921224

[5] S. M. Leichter, J. Du, X. Zhong, Structure and mechanism of plant DNA methyltransferases. Adv. Exp. Med. Biol. 1389, 137–157 (2022).36350509 10.1007/978-3-031-11454-0_6PMC10112988

[6] H. Zhang, Z. Lang, J. K. Zhu, Dynamics and function of DNA methylation in plants. Nat. Rev. Mol. Cell Biol. 19, 489–506 (2018).29784956 10.1038/s41580-018-0016-z

[7] S. Henikoff, L. Comai, A DNA methyltransferase homolog with a chromodomain exists in multiple polymorphic forms in Arabidopsis. Genetics 149, 307–318 (1998).9584105 10.1093/genetics/149.1.307PMC1460135

[8] A. M. Lindroth, X. Cao, J. P. Jackson, D. Zilberman, C. M. McCallum, S. Henikoff, S. E. Jacobsen, Requirement of CHROMOMETHYLASE3 for maintenance of CpXpG methylation. Science 292, 2077–2080 (2001).11349138 10.1126/science.1059745

[9] A. J. Bewick, C. E. Niederhuth, L. Ji, N. A. Rohr, P. T. Griffin, J. Leebens-Mack, R. J. Schmitz, The evolution of CHROMOMETHYLASES and gene body DNA methylation in plants. Genome Biol. 18, 65 (2017).28457232 10.1186/s13059-017-1195-1PMC5410703

[10] R. Ren, H. Wang, C. Guo, N. Zhang, L. Zeng, Y. Chen, H. Ma, J. Qi, Widespread whole genome duplications contribute to genome complexity and species diversity in angiosperms. Mol. Plant 11, 414–428 (2018).29317285 10.1016/j.molp.2018.01.002

[11] E. Kuzmin, J. S. Taylor, C. Boone, Retention of duplicated genes in evolution. Trends Genet. 38, 59–72 (2022).34294428 10.1016/j.tig.2021.06.016PMC8678172

[12] J. Du, X. Zhong, Y. V. Bernatavichute, H. Stroud, S. Feng, E. Caro, A. A. Vashisht, J. Terragni, H. G. Chin, A. Tu, J. Hetzel, J. A. Wohlschlegel, S. Pradhan, D. J. Patel, S. E. Jacobsen, Dual binding of chromomethylase domains to H3K9me2-containing nucleosomes directs DNA methylation in plants. Cell 151, 167–180 (2012).23021223 10.1016/j.cell.2012.07.034PMC3471781

[13] A. Zemach, M. Y. Kim, P. H. Hsieh, D. Coleman-Derr, L. Eshed-Williams, K. Thao, S. L. Harmer, D. Zilberman, The Arabidopsis nucleosome remodeler DDM1 allows DNA methyltransferases to access H1-containing heterochromatin. Cell 153, 193–205 (2013).23540698 10.1016/j.cell.2013.02.033PMC4035305

[14] H. Stroud, T. Do, J. Du, X. Zhong, S. Feng, L. Johnson, D. J. Patel, S. E. Jacobsen, Non-CG methylation patterns shape the epigenetic landscape in *Arabidopsis*. Nat. struct. Mol. Biol. 21, 64–72 (2014).24336224 10.1038/nsmb.2735PMC4103798

[15] J. M. Wendte, Y. Zhang, L. Ji, X. Shi, R. R. Hazarika, Y. Shahryary, F. Johannes, R. J. Schmitz, Epimutations are associated with CHROMOMETHYLASE 3-induced de novo DNA methylation. elife 8, e47891 (2019).31356150 10.7554/eLife.47891PMC6663294

[16] A. J. Bewick, L. Ji, C. E. Niederhuth, E. M. Willing, B. T. Hofmeister, X. Shi, L. Wang, Z. Lu, N. A. Rohr, B. Hartwig, C. Kiefer, R. B. Deal, J. Schmutz, J. Grimwood, H. Stroud, S. E. Jacobsen, K. Schneeberger, X. Zhang, R. J. Schmitz, On the origin and evolutionary consequences of gene body DNA methylation. Proc. Natl. Acad. Sci. U.S.A. 113, 9111–9116 (2016).27457936 10.1073/pnas.1604666113PMC4987809

[17] K. Nozawa, J. Chen, J. Jiang, S. M. Leichter, M. Yamada, T. Suzuki, F. Liu, H. Ito, X. Zhong, DNA methyltransferase CHROMOMETHYLASE3 prevents ONSEN transposon silencing under heat stress. PLOS Genet. 17, e1009710 (2021).34411103 10.1371/journal.pgen.1009710PMC8376061

[18] T. Kawakatsu, S.-S. C. Huang, F. Jupe, E. Sasaki, R. J. Schmitz, M. A. Urich, R. Castanon, J. R. Nery, C. Barragan, Y. He, H. Chen, M. Dubin, C.-R. Lee, C. Wang, F. Bemm, C. Becker, R. O’Neil, R. C. O’Malley, D. X. Quarless; 101 Genomes Consortium, N. J. Schork, D. Weigel, M. Nordborg, J. R. Ecker, Epigenomic diversity in a global collection of Arabidopsis thaliana accessions. Cell 166, 492–505 (2016).27419873 10.1016/j.cell.2016.06.044PMC5172462

[19] L. He, C. Zhao, Q. Zhang, G. Zinta, D. Wang, R. Lozano-Duran, J. K. Zhu, Pathway conversion enables a double-lock mechanism to maintain DNA methylation and genome stability. Proc. Natl. Acad. Sci. U.S.A. 118, e2107320118 (2021).34453006 10.1073/pnas.2107320118PMC8536323

[20] C. I. Stoddard, S. Feng, M. G. Campbell, W. Liu, H. Wang, X. Zhong, Y. Bernatavichute, Y. Cheng, S. E. Jacobsen, G. J. Narlikar, A nucleosome bridging mechanism for activation of a maintenance DNA methyltransferase. Mol. Cell 73, 73–83.e6 (2019).30415948 10.1016/j.molcel.2018.10.006PMC6407616

[21] J. Fang, J. Jiang, S. M. Leichter, J. Liu, M. Biswal, N. Khudaverdyan, X. Zhong, J. Song, Mechanistic basis for maintenance of CHG DNA methylation in plants. Nat. Commun. 13, 3877 (2022).35790763 10.1038/s41467-022-31627-3PMC9256654

[22] C. Noy-Malka, R. Yaari, R. Itzhaki, A. Mosquna, N. Auerbach Gershovitz, A. Katz, N. Ohad, A single CMT methyltransferase homolog is involved in CHG DNA methylation and development of Physcomitrella patens. Plant Mol. Biol. 84, 719–735 (2014).24370935 10.1007/s11103-013-0165-6

[23] R. Yaari, A. Katz, K. Domb, K. D. Harris, A. Zemach, N. Ohad, RdDM-independent de novo and heterochromatin DNA methylation by plant CMT and DNMT3 orthologs. Nat. Commun. 10, 1613 (2019).30962443 10.1038/s41467-019-09496-0PMC6453930

[24] C. Cheng, Y. Tarutani, A. Miyao, T. Ito, M. Yamazaki, H. Sakai, E. Fukai, H. Hirochika, Loss of function mutations in the rice chromomethylase OsCMT3a cause a burst of transposition. Plant J. 83, 1069–1081 (2015).26243209 10.1111/tpj.12952

[25] Amborella Genome Project, The *Amborella* genome and the evolution of flowering plants. Science 342, 1241089 (2013).24357323 10.1126/science.1241089

[26] M. J. Dubin, P. Zhang, D. Meng, M. S. Remigereau, E. J. Osborne, F. Paolo Casale, P. Drewe, A. Kahles, G. Jean, B. Vilhjalmsson, J. Jagoda, S. Irez, V. Voronin, Q. Song, Q. Long, G. Ratsch, O. Stegle, R. M. Clark, M. Nordborg, DNA methylation in Arabidopsis has a genetic basis and shows evidence of local adaptation. eLife 4, e05255 (2015).25939354 10.7554/eLife.05255PMC4413256

[27] K. Nozawa, S. Masuda, H. Saze, Y. Ikeda, T. Suzuki, H. Takagi, K. Tanaka, N. Ohama, X. Niu, A. Kato, H. Ito, Epigenetic regulation of ecotype-specific expression of the heat-activated transposon ONSEN. Front. Plant Sci. 13, 899105 (2022).35923888 10.3389/fpls.2022.899105PMC9340270

[28] E. Sasaki, T. Kawakatsu, J. R. Ecker, M. Nordborg, Common alleles of CMT2 and NRPE1 are major determinants of CHH methylation variation in Arabidopsis thaliana. PLOS Genet. 15, e1008492 (2019).31887137 10.1371/journal.pgen.1008492PMC6953882

[29] X. Shen, J. De Jonge, S. K. G. Forsberg, M. E. Pettersson, Z. Sheng, L. Hennig, O. Carlborg, Natural CMT2 variation is associated with genome-wide methylation changes and temperature seasonality. PLOS Genet 10, e1004842 (2014).25503602 10.1371/journal.pgen.1004842PMC4263395

[30] E. Sasaki, J. Gunis, I. Reichardt-Gomez, V. Nizhynska, M. Nordborg, Conditional GWAS of non-CG transposon methylation in *Arabidopsis thaliana* reveals major polymorphisms in five genes. PLOS Genet. 18, e1010345 (2022).36084135 10.1371/journal.pgen.1010345PMC9491579

[31] The 1001 Genomes Consortium, 1,135 genomes reveal the global pattern of Polymorphism in Arabidopsis thaliana. Cell 166, 481–491 (2016).27293186 10.1016/j.cell.2016.05.063PMC4949382

[32] S. Cohen, L. Kramarski, S. Levi, N. Deshe, O. Ben David, E. Arbely, Nonsense mutation-dependent reinitiation of translation in mammalian cells. Nucleic Acids Res. 47, 6330–6338 (2019).31045216 10.1093/nar/gkz319PMC6614817

[33] L. Zeng, Z. Gu, M. Xu, N. Zhao, W. Zhu, T. Yonezawa, T. Liu, L. Qiong, T. Tersing, L. Xu, Y. Zhang, R. Xu, N. Sun, Y. Huang, J. Lei, L. Zhang, F. Xie, F. Zhang, H. Gu, Y. Geng, M. Hasegawa, Z. Yang, M. J. C. Crabbe, F. Chen, Y. Zhong, Discovery of a high-altitude ecotype and ancient lineage of Arabidopsis thaliana from Tibet. Sci. Bull. 62, 1628–1630 (2017).10.1016/j.scib.2017.10.00736659379

[34] Y. Zhang, C. J. Harris, Q. Liu, W. Liu, I. Ausin, Y. Long, L. Xiao, L. Feng, X. Chen, Y. Xie, X. Chen, L. Zhan, S. Feng, J. J. Li, H. Wang, J. Zhai, S. E. Jacobsen, Large-scale comparative epigenomics reveals hierarchical regulation of non-CG methylation in *Arabidopsis*. Proc. Natl. Acad. Sci. U.S.A 115, E1069–E1074 (2018).29339507 10.1073/pnas.1716300115PMC5798360

[35] G. Malik, M. Dangwal, S. Kapoor, M. Kapoor, Role of DNA methylation in growth and differentiation in Physcomitrella patens and characterization of cytosine DNA methyltransferases. FEBS J. 279, 4081–4094 (2012).22943564 10.1111/febs.12002

[36] Q. Gouil, D. C. Baulcombe, DNA methylation signatures of the plant chromomethyltransferases. PLOS Genet. 12, e1006526 (2016).27997534 10.1371/journal.pgen.1006526PMC5221884

[37] T. Stuart, S. R. Eichten, J. Cahn, Y. V. Karpievitch, J. O. Borevitz, R. Lister, Population scale mapping of transposable element diversity reveals links to gene regulation and epigenomic variation. eLife 5, e20777 (2016).27911260 10.7554/eLife.20777PMC5167521

[38] M. Zhang, J. Zhao, W. Y. Li, S. Q. Wen, H. L. Huang, J. Dong, B. Liu, G. Zhang, H. B. Wang, Y. T. Shen, H. L. Jin, Increased photosystem II translation efficiency as an important photoprotective mechanism in an *Arabidopsis thaliana* (Tibet-0) adapted to high light environments. Environ. Exp. Bot. 183, 104350 (2021).

[39] E.-M. Willing, V. Rawat, T. Mandakova, F. Maumus, G. V. James, K. J. V. Nordstrom, C. Becker, N. Warthmann, C. Chica, B. Szarzynska, M. Zytnicki, M. C. Albani, C. Kiefer, S. Bergonzi, L. Castaings, J. L. Mateos, M. C. Berns, N. Bujdoso, T. Piofczyk, L. de Lorenzo, C. Barrero-Sicilia, I. Mateos, M. Piednoel, J. Hagmann, R. Chen-Min-Tao, R. Iglesias-Fernandez, S. C. Schuster, C. Alonso-Blanco, F. Roudier, P. Carbonero, J. Paz-Ares, S. J. Davis, A. Pecinka, H. Quesneville, V. Colot, M. A. Lysak, D. Weigel, G. Coupland, K. Schneeberger, Genome expansion of *Arabis alpina* linked with retrotransposition and reduced symmetric DNA methylation. Nat. Plants 1, 14023 (2015).27246759 10.1038/nplants.2014.23

[40] G. Wos, R. R. Choudhury, F. Kolar, C. Parisod, Transcriptional activity of transposable elements along an elevational gradient in Arabidopsis arenosa. Mob. DNA 12, 7 (2021).33639991 10.1186/s13100-021-00236-0PMC7916287

[41] J. Jiang, J. Liu, D. Sanders, S. Qian, W. Ren, J. Song, F. Liu, X. Zhong, UVR8 interacts with de novo DNA methyltransferase and suppresses DNA methylation in *Arabidopsis*. Nat. Plants 7, 184–197 (2021).33495557 10.1038/s41477-020-00843-4PMC7889724

[42] L. Quadrana, A. Bortolini Silveira, G. F. Mayhew, C. LeBlanc, R. A. Martienssen, J. A. Jeddeloh, V. Colot, The Arabidopsis thaliana mobilome and its impact at the species level. eLife 5, e15716 (2016).27258693 10.7554/eLife.15716PMC4917339

[43] T. Westerhold, N. Marwan, A. J. Drury, D. Liebrand, C. Agnini, E. Anagnostou, J. S. K. Barnet, S. M. Bohaty, D. De Vleeschouwer, F. Florindo, T. Frederichs, D. A. Hodell, A. E. Holbourn, D. Kroon, V. Lauretano, K. Littler, L. J. Lourens, M. Lyle, H. Palike, U. Rohl, J. Tian, R. H. Wilkens, P. A. Wilson, J. C. Zachos, An astronomically dated record of Earth’s climate and its predictability over the last 66 million years. Science 369, 1383–1387 (2020).32913105 10.1126/science.aba6853

[44] T. L. Shimada, T. Shimada, I. Hara-Nishimura, A rapid and non-destructive screenable marker, FAST, for identifying transformed seeds of Arabidopsis thaliana. Plant J. 61, 519–528 (2010).19891705 10.1111/j.1365-313X.2009.04060.x

[45] X. Chen, L. Lu, K. S. Mayer, M. Scalf, S. Qian, A. Lomax, L. M. Smith, X. Zhong, POWERDRESS interacts with HISTONE DEACETYLASE 9 to promote aging in *Arabidopsis*. elife 5, e17214 (2016).27873573 10.7554/eLife.17214PMC5119886

[46] J. Chen, J. Liu, J. Jiang, S. Qian, J. Song, R. Kabara, I. Delo, G. Serino, F. Liu, Z. Hua, X. Zhong, F-box protein CFK1 interacts with and degrades de novo DNA methyltransferase in Arabidopsis. New Phytol. 229, 3303–3317 (2021).33216996 10.1111/nph.17103PMC7902366

[47] S. Chen, Y. Zhou, Y. Chen, J. Gu, fastp: An ultra-fast all-in-one FASTQ preprocessor. Bioinformatics 34, i884–i890 (2018).30423086 10.1093/bioinformatics/bty560PMC6129281

[48] Y. Xi, W. Li, BSMAP: Whole genome bisulfite sequence MAPping program. BMC Bioinformatics 10, 232 (2009).19635165 10.1186/1471-2105-10-232PMC2724425

[49] A. Akalin, M. Kormaksson, S. Li, F. E. Garrett-Bakelman, M. E. Figueroa, A. Melnick, C. E. Mason, methylKit: A comprehensive R package for the analysis of genome-wide DNA methylation profiles. Genome Biol. 13, R87 (2012).23034086 10.1186/gb-2012-13-10-r87PMC3491415

[50] A. R. Quinlan, I. M. Hall, BEDTools: A flexible suite of utilities for comparing genomic features. Bioinformatics 26, 841–842 (2010).20110278 10.1093/bioinformatics/btq033PMC2832824

[51] F. Ramirez, D. P. Ryan, B. Gruning, V. Bhardwaj, F. Kilpert, A. S. Richter, S. Heyne, F. Dundar, T. Manke, deepTools2: A next generation web server for deep-sequencing data analysis. Nucleic Acids Res. 44, W160–W165 (2016).27079975 10.1093/nar/gkw257PMC4987876

[52] D. Kim, J. M. Paggi, C. Park, C. Bennett, S. L. Salzberg, Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat. Biotechnol. 37, 907–915 (2019).31375807 10.1038/s41587-019-0201-4PMC7605509

[53] M. Pertea, G. M. Pertea, C. M. Antonescu, T. C. Chang, J. T. Mendell, S. L. Salzberg, StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat. Biotechnol. 33, 290–295 (2015).25690850 10.1038/nbt.3122PMC4643835

[54] M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15, 550 (2014).25516281 10.1186/s13059-014-0550-8PMC4302049

[55] H. Mi, A. Muruganujan, X. Huang, D. Ebert, C. Mills, X. Guo, P. D. Thomas, Protocol update for large-scale genome and gene function analysis with the PANTHER classification system (v.14.0). Nat. Protoc. 14, 703–721 (2019).30804569 10.1038/s41596-019-0128-8PMC6519457

[56] B. Langmead, S. L. Salzberg, Fast gapped-read alignment with Bowtie 2. Nat. Methods 9, 357–359 (2012).22388286 10.1038/nmeth.1923PMC3322381

[57] H. Li, B. Handsaker, A. Wysoker, T. Fennell, J. Ruan, N. Homer, G. Marth, G. Abecasis, R. Durbin; 1000 Genome Project Data Processing Subgroup, The Sequence Alignment/Map format and SAMtools. Bioinformatics 25, 2078–2079 (2009).19505943 10.1093/bioinformatics/btp352PMC2723002

[58] Y. Zhang, T. Liu, C. A. Meyer, J. Eeckhoute, D. S. Johnson, B. E. Bernstein, C. Nusbaum, R. M. Myers, M. Brown, W. Li, X. S. Liu, Model-based analysis of ChIP-Seq (MACS). Genome Biol. 9, R137 (2008).18798982 10.1186/gb-2008-9-9-r137PMC2592715

[59] B. Xue, R. L. Dunbrack, R. W. Williams, A. K. Dunker, V. N. Uversky, PONDR-FIT: a meta-predictor of intrinsically disordered amino acids. Biochim. Biophys. Acta 1804, 996–1010 (2010).20100603 10.1016/j.bbapap.2010.01.011PMC2882806

[60] A. M. Bolger, M. Lohse, B. Usadel, Trimmomatic: A flexible trimmer for Illumina sequence data. Bioinformatics 30, 2114–2120 (2014).24695404 10.1093/bioinformatics/btu170PMC4103590

[61] K. Wang, M. Li, H. Hakonarson, ANNOVAR: Functional annotation of genetic variants from high-throughput sequencing data. Nucleic Acids Res. 38, e164 (2010).20601685 10.1093/nar/gkq603PMC2938201

[62] H. Wickham, “Use R!” in *Ggplot2: Elegant Graphics for Data Analysis* (Springer, 1st ed., 2009).

[63] H. Wickham, Reshaping data with the reshape package. J. Stat. Softw. 21, 1–20 (2007).

[64] A. J. Bewick, R. J. Schmitz, Epigenetics in the wild. eLife 4, e07808 (2015).25939361 10.7554/eLife.07808PMC4417933

[65] S. Kumar, G. Stecher, K. Tamura, MEGA7: Molecular evolutionary genetics analysis version 7.0 for bigger datasets. Mol. Biol. Evol. 33, 1870–1874 (2016).27004904 10.1093/molbev/msw054PMC8210823

[66] S. L. K. Pond, S. D. W. Frost, S. V. Muse, HyPhy: Hypothesis testing using phylogenies. Bioinformatics 21, 676–679 (2005).15509596 10.1093/bioinformatics/bti079

[67] S. Kryazhimskiy, J. B. Plotkin, The population genetics of dN/dS. PLOS Genet. 4, e1000304 (2008).19081788 10.1371/journal.pgen.1000304PMC2596312

[68] Y. Liu, T. Tian, K. Zhang, Q. You, H. Yan, N. Zhao, X. Yi, W. Xu, Z. Su, PCSD: A plant chromatin state database. Nucleic Acids Res. 46, D1157–D1167 (2018).29040761 10.1093/nar/gkx919PMC5753246

# Supplementary material for: Substrate specificity and protein stability drive the divergence of plant-specific DNA methyltransferases
**Source:** Sci Adv. 2024 Nov 6;10(45):eadr2222. doi: 10.1126/sciadv.adr2222
**Supplement:** Supplementary file 1 — Figs. S1 to S12 Tables S1 and S2 Legends for data S1 to S3 References

Supplementary Materials for  
**Substrate specificity and protein stability drive the divergence of  
plant-specific DNA methyltransferases**

Jianjun Jiang *et al.*

*Sci. Adv.* **10**, eadr2222 (2024)  
DOI: 10.1126/sciadv.adr2222

**The PDF file includes:**

Figs. S1 to S12  
Tables S1 and S2  
Legends for data S1 to S3  
References

**Other Supplementary Material for this manuscript includes the following:**

Data S1 to S3

**A**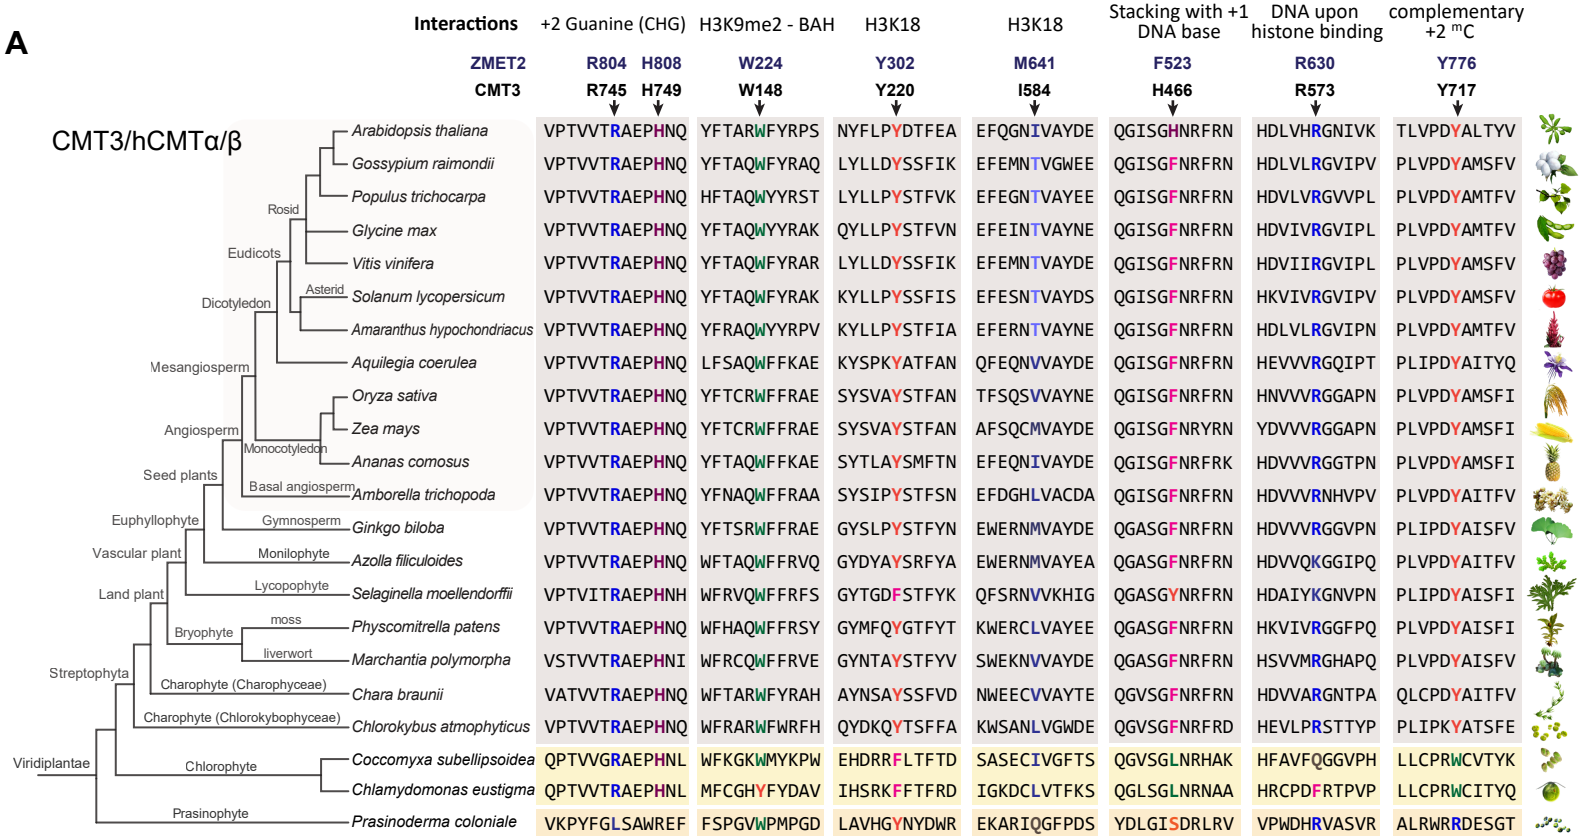**B**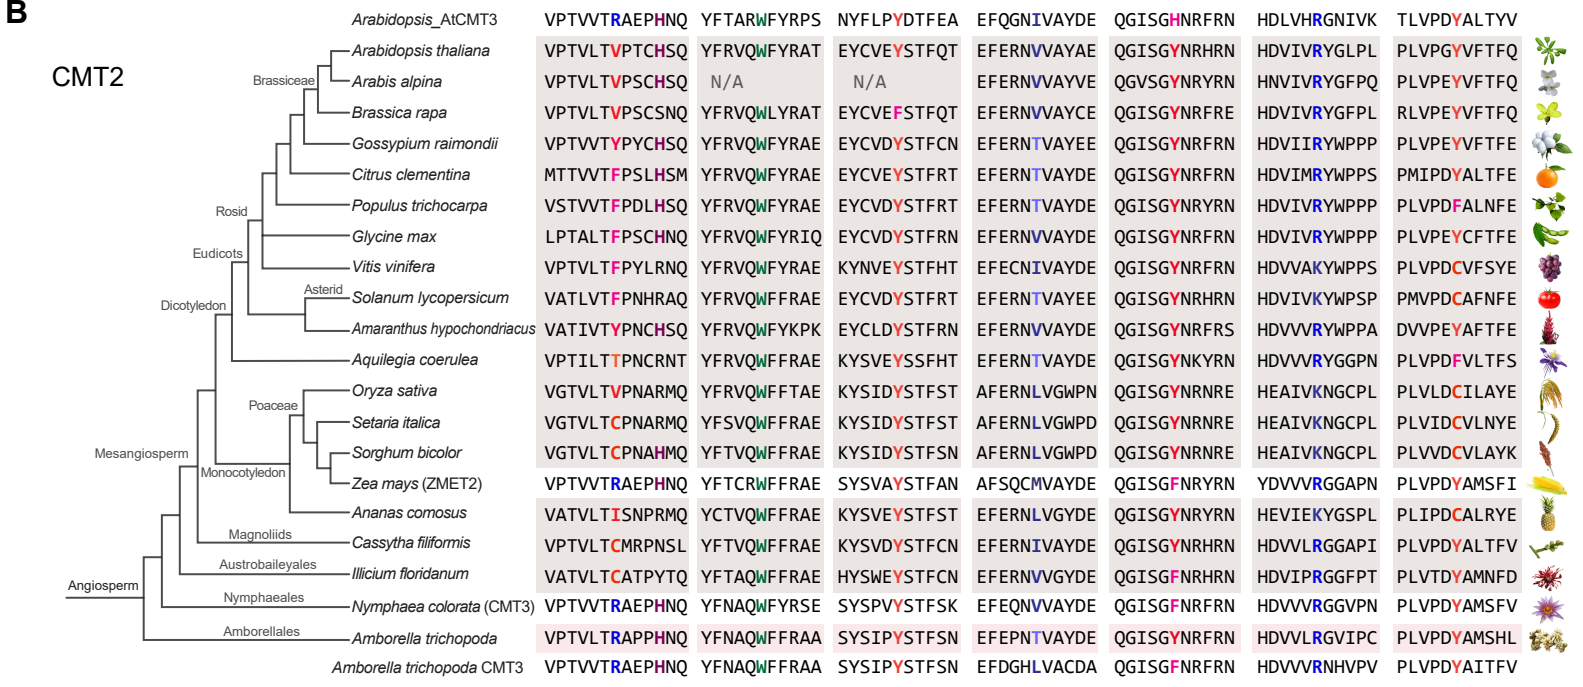**Figure S1. Key residues for CMT-type DNA methyltransferases in phylogenetic tree.**

(A and B) Phylogenetic trees depicting the conservation of key residues of CMT3 (A) and CMT2 (B) in plants. CMT3 is present in green plants (*Viridiplantae*), while CMT2 is only present in flowering plants (angiosperms) and lost in some species during evolution.

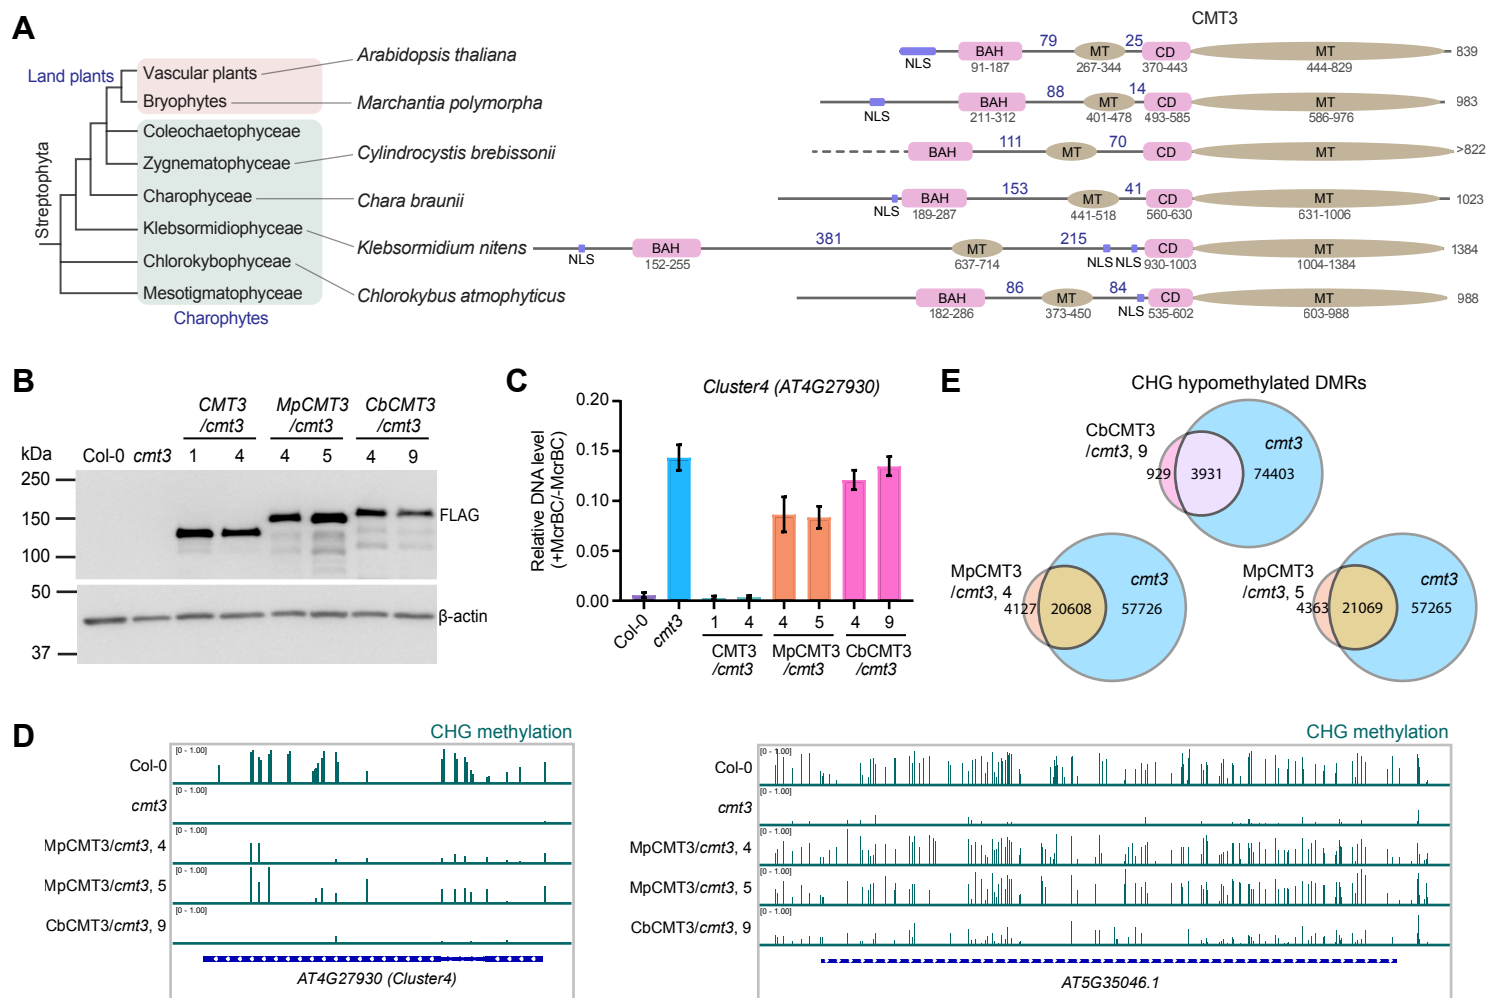

**Figure S2. The CHG methylation activity of CMT3 is conserved across plant evolution.**

(A) Phylogenetic tree showing Charophytes and land plant species that share similar domain layouts in their CMT3 proteins. Nuclear localization signal (NLS) colored in violet. BAH: Bromo-Adjacent Homology domain; MT: methyltransferase domain; CD: chromo domain. Numbers above lines depict the number of amino acids between each domain. (B) Immunoblots showing protein levels of *C. braunii* and *M. polymorpha* CMT3 transformed into *Arabidopsis cmt3* mutant background under the control of *UBQ10* promoter. (C) DNA methylation level over a CMT3 targeted locus, *Cluster4*, by *C. braunii* CMT3 (CbCMT3) and *M. polymorpha* CMT3 (MpCMT3) compared to wildtype (Col-0) and transgenic CMT3 measured by McrBC-qPCR assay. (D) Genome browser view of CHG methylation levels of two loci from bisulfite-sequencing data. (E) Venn diagrams showing overlapping of CHG DMRs identified by comparing indicated genotypes with Col-0 in GSE39901.

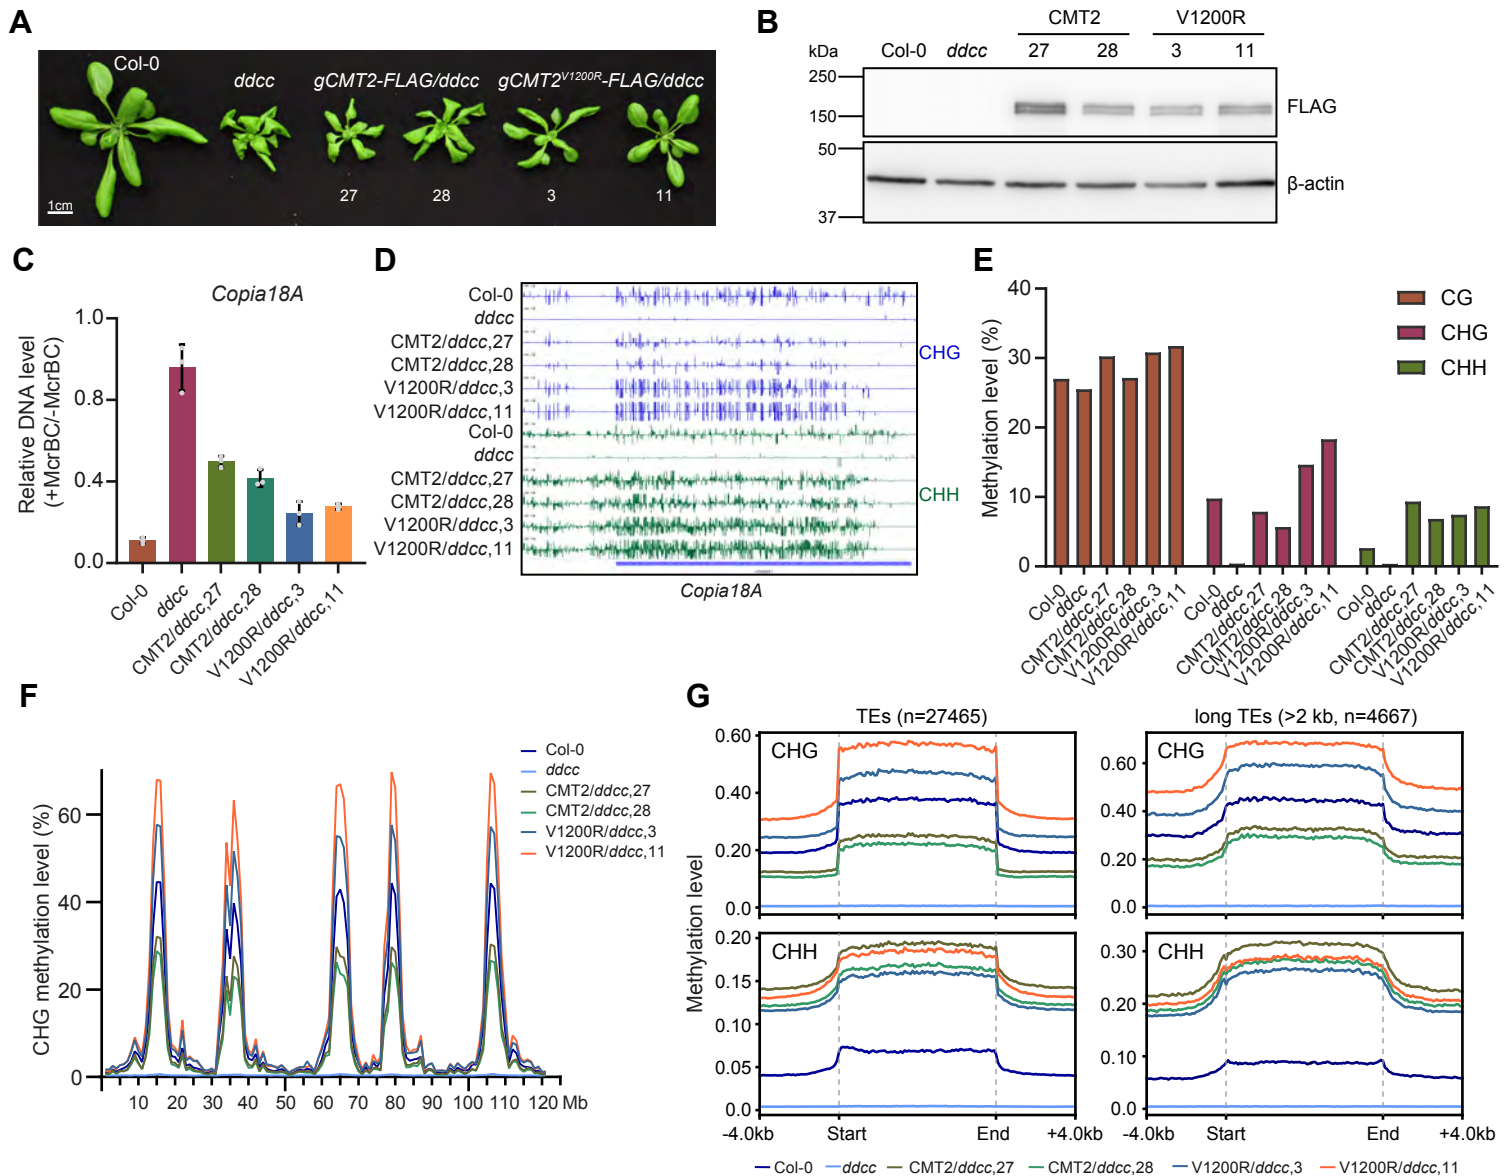

**Figure S4. Effects of V1200R mutation on CHG methylation in *cmt3* and *ddcc* mutant backgrounds.**

(A) Phenotypes of 3-week-old transgenic CMT2 and CMT2<sup>V1200R</sup> plants in *drm1drm2cmt2cmt3* (*ddcc*) quadruple mutant background. (B) Immunoblots showing CMT2 and V1200R protein levels in *ddcc* background with actin as a loading control. (C) DNA methylation levels of CMT2 and V1200R over two CMT2-targeted TEs in *ddcc* measured by McrBC-qPCR assay and normalized with no-enzyme controls. (D) Genome browser view of CHG and CHH methylation levels of CMT2 and V1200R in *ddcc* background at *Copia18A* site. (E) Proportion of DNA methylation in CG, CHG, and CHH contexts of transgenic CMT2 and V1200R in *ddcc* background. (F) Metaplots for the CHG methylation across the *Arabidopsis* genome in CMT2 and V1200R in *ddcc* background. The peaks represent the centromeres and near centromere regions of the five chromosomes. (G) Metaplots of CHG and CHH methylation over all TEs (n=27465) in *Arabidopsis* genome in CMT2 and V1200R in *ddcc* background and over long TEs (> 2kb, n=4667).

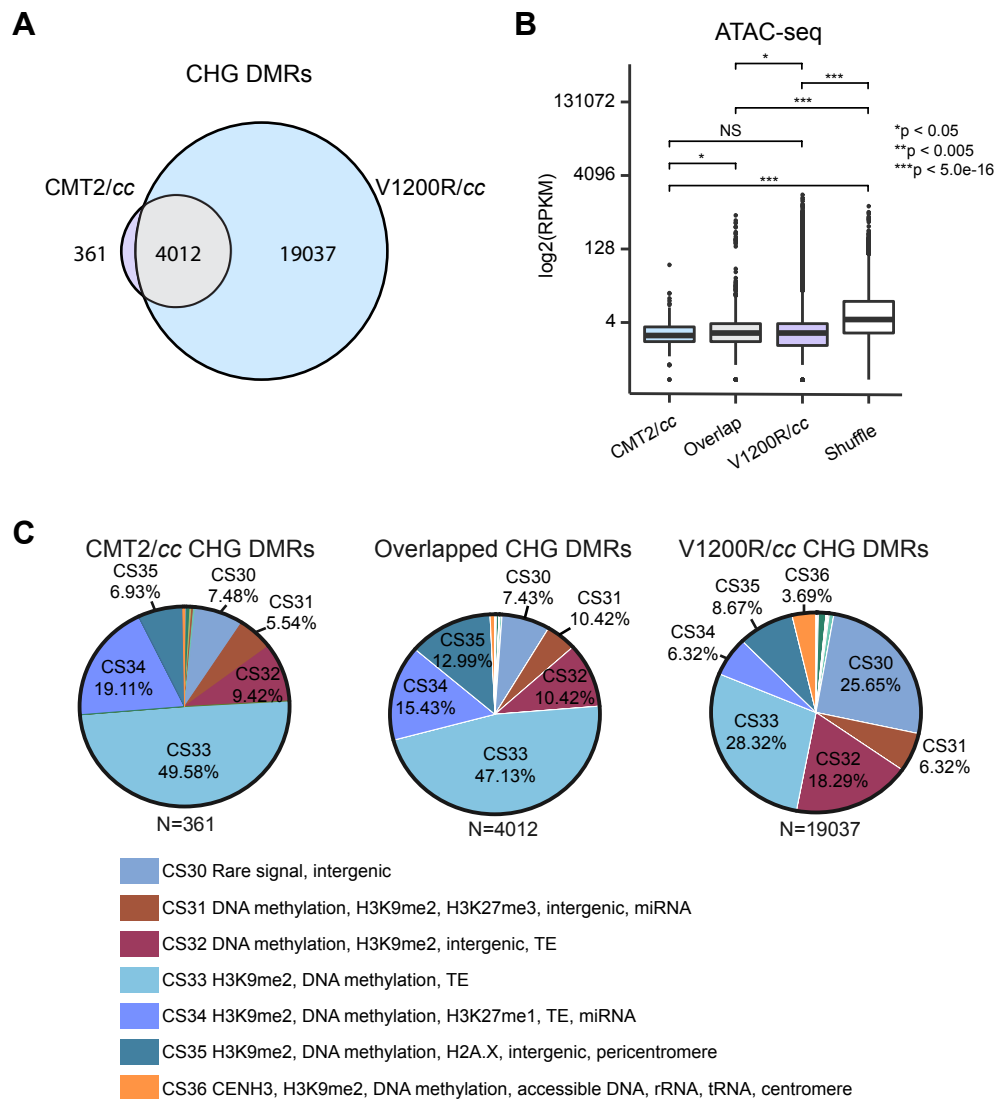

**Figure S5. The chromatin environment of CMT2<sup>V1200R</sup> methylated regions.**

(A) Venn diagram depicting the overlap between CMT2 and V1200R CHG DMRs determined by the overlap in DMRs of two biological replicates. Only DMR demonstrated 100% overlap between two datasets is considered as an overlap. (B) Boxplots showing the levels of ATAC-seq in Col-0 at CMT2 and V1200R CHG DMRs. \* p < 0.05, \*\* p < 0.005, \*\*\*p < 5.0e-16 by Wilcoxon test. NS, not significant. (C) Pie charts showing the proportion of CHG DMRs that falls into chromatin states defined by Liu *et al.* (68).

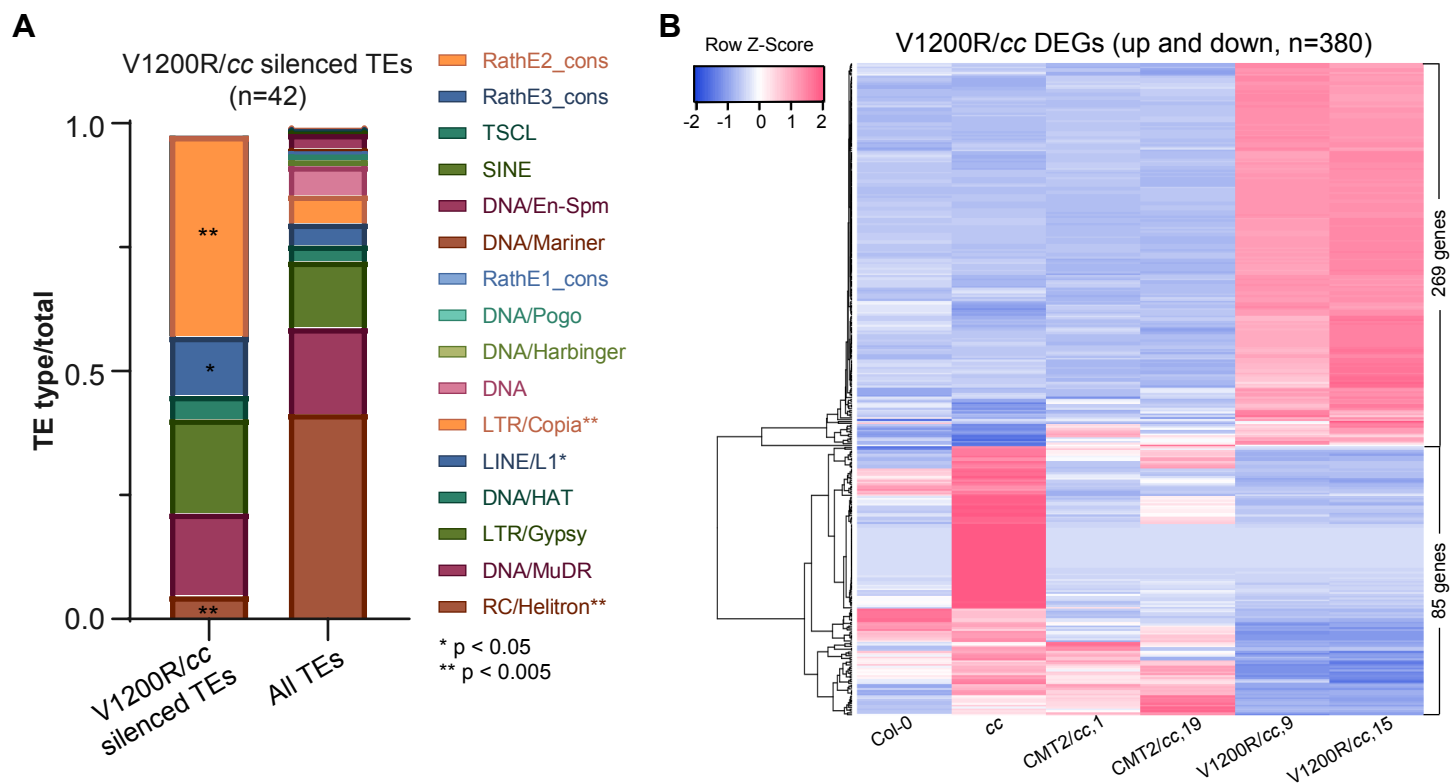

**Figure S6. TEs and genes regulated by CMT2<sup>V1200R</sup>.**

(A) Enrichment of TE types in TEs expressed in CMT2 but silenced in Col-0 and V1200R (shown in Figure 2A). \* $p < 0.05$ , \*\* $p < 0.005$  by Fisher's Exact test. (B) Heat map showing the expression level of 380 shared DEGs (both up and down) between two biological replicates listed in Fig. 2D.

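WRKY33, LOX4 and RLP19 were among the genes higher than cc in both V1200R/cc lines, and QQS (AT3G30720, chromosome 3 from 12349047 to 12349933), listed at 0 in Col-0, was among those lower in both. QQS was at 38.5 ± 0.643 TPM in cc (SD, n = 2). It was at 23.4 ± 5.80 and 27.1 ± 2.86 TPM in CMT2/cc lines 1 and 19, and at 14.8 ± 0.887 and 14.6 ± 2.05 TPM in V1200R/cc lines 9 and 15. In V1200R/cc against cc its log2 fold change was -1.36 (standard error 0.14, adjusted p = 0.000167, limma). Both V1200R/cc lines shared 747 higher and 672 lower genes. CMT2/cc lines 1 and 19 shared 98 higher and 201 lower genes. Between a CMT2/cc line and a V1200R/cc line, 34 to 70 higher and 107 to 195 lower genes were shared. All these comparisons use the same pair of cc libraries, so calls in different lines are not independent, and part of each overlap can come from the shared controls. Tested directly, V1200R/cc lines 9 and 15 differed at 2 genes, both lower in line 15 (limma; 806 genes higher and 626 lower in line 15 at an unadjusted p under 0.05). CMT2/cc line 19 had 10 genes higher and 4 lower than line 1.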

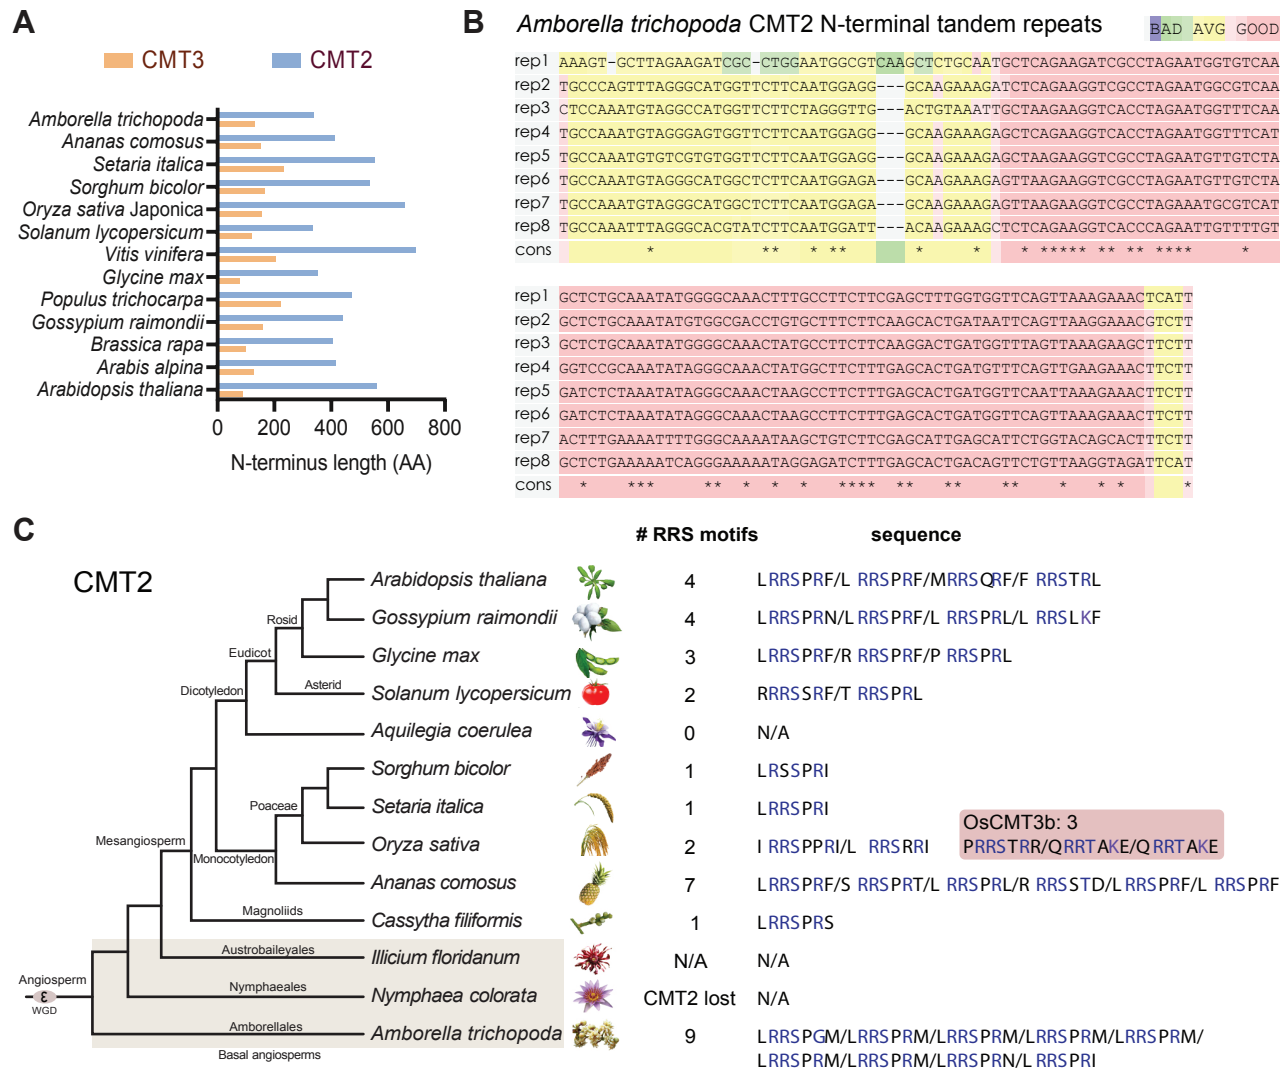

**Figure S7. CMT2 RRS motifs are conserved in angiosperm species.**

(A) N-terminus length of CMT3 and CMT2 from representative angiosperm species. (B) Alignment of the DNA sequences of eight tandem repeats in the N-terminus of *Amborella trichopoda* CMT2 by T-COFFEE. (C) The RRS motifs in CMT2 of representative angiosperm species.

**A**

|            |                                                                                        |
|------------|----------------------------------------------------------------------------------------|
| pAmtriCMT3 | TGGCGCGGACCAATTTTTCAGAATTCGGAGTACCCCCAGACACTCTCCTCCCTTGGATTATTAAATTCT                  |
| pAmtriCMT2 | AGCCCGAGCCCAACTTGAATAAAAAGGG-----CTGCAGCCCTATAGAAACTGAAACCAT                           |
| cons       | * * * * * * * * * * * * * * * * * * * * * * * * * *                                    |
| pAmtriCMT3 | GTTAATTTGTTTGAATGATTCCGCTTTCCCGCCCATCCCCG-----CTCTTCGAAATCCC                           |
| pAmtriCMT2 | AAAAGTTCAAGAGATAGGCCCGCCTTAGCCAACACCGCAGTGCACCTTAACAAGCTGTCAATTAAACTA                  |
| cons       | * * * * * * * * * * * * * * * * * * * * * * * * * *                                    |
| pAmtriCMT3 | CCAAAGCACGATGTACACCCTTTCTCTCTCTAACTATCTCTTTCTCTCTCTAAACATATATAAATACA                   |
| pAmtriCMT2 | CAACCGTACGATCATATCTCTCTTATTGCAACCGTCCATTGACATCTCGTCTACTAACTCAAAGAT                     |
| cons       | * * * * * * * * * * * * * * * * * * * * * * * * * *                                    |
| pAmtriCMT3 | ATCTTTTTTGTGCCCTATCTC-----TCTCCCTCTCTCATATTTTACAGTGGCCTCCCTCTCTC                       |
| pAmtriCMT2 | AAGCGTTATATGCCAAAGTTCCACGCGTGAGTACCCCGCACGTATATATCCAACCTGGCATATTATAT                   |
| cons       | * * * * * * * * * * * * * * * * * * * * * * * * * *                                    |
| pAmtriCMT3 | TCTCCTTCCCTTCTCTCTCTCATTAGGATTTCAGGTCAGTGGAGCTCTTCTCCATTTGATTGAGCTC                    |
| pAmtriCMT2 | TGCGCGCGCTCTCCTCAGCTGCATCCA-----CTGCGACTGAGAGAGTCC                                     |
| cons       | * * * * * * * * * * * * * * * * * * * * * * * * * *                                    |
| pAmtriCMT3 | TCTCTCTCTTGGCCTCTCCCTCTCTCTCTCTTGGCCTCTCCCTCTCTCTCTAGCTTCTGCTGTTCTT                    |
| pAmtriCMT2 | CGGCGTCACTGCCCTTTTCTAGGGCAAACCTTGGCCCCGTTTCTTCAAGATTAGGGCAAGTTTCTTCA                   |
| cons       | * * * * * * * * * * * * * * * * * * * * * * * * * *                                    |
| pAmtriCMT3 | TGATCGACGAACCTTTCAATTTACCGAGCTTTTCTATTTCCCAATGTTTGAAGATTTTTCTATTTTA                    |
| pAmtriCMT2 | <b>ATG</b> GAGGACCGTAAAGT <b>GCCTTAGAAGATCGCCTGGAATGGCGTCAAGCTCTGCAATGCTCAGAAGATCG</b> |
| cons       | * * * * * * * * * * * * * * * * * * * * * * * * * *                                    |
|            | repeat 1 motif 0 motif 1                                                               |
| pAmtriCMT3 | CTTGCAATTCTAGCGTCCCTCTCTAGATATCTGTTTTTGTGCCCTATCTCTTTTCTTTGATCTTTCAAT                  |
| pAmtriCMT2 | <b>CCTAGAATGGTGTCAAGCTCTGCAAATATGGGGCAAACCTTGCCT-TCTTCGAGCTTTGGTGGTTCAGT</b>           |
| cons       | * * * * * * * * * * * * * * * * * * * * * * * * * *                                    |
| pAmtriCMT3 | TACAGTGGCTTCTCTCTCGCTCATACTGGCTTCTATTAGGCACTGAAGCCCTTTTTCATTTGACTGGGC                  |
| pAmtriCMT2 | <b>TAAAGAACTCATTGCCCAGTTTAG-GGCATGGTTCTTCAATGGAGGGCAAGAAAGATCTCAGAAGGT</b>             |
| cons       | * * * * * * * * * * * * * * * * * * * * * * * * * *                                    |
|            | repeat 2 motif 2                                                                       |
| pAmtriCMT3 | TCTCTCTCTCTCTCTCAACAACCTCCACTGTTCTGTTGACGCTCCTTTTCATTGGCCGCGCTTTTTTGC                  |
| pAmtriCMT2 | <b>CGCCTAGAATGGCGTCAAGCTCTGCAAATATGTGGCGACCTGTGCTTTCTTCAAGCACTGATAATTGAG</b>           |
| cons       | * * * * * * * * * * * * * * * * * * * * * * * * * *                                    |
| pAmtriCMT3 | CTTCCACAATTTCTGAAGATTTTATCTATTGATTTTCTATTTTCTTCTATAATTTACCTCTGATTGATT                  |
| pAmtriCMT2 | <b>TTAAGGAAACGTCT-----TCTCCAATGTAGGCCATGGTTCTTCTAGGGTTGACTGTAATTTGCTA</b>              |
| cons       | * * * * * * * * * * * * * * * * * * * * * * * * * *                                    |
|            | repeat 3                                                                               |
| pAmtriCMT3 | TGTTGGGCCATTA-----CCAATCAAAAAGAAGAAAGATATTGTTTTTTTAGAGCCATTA                           |
| pAmtriCMT2 | <b>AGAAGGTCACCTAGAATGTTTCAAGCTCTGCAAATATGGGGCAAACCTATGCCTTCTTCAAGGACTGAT</b>           |
| cons       | * * * * * * * * * * * * * * * * * * * * * * * * * *                                    |
|            | motif 3                                                                                |
| pAmtriCMT3 | TTTGCTTATTATTTACCTGCC <b>ATG</b>                                                       |
| pAmtriCMT2 | <b>GGTTTAGTTAAAGAAGCTTCTTTG</b>                                                        |
| cons       | * * * * * * * * * * * * * * * * * * * * * * * * * *                                    |

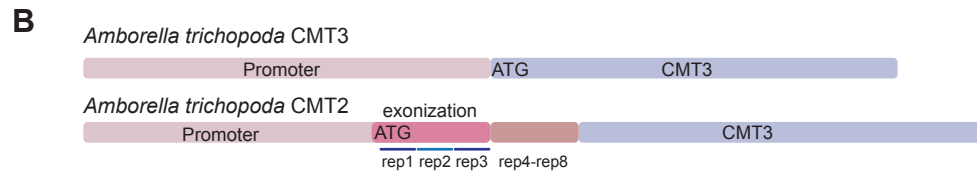

**Figure S8. Alignment of *Amborella trichopoda* CMT2 and CMT3 promoter sequences.**  
**(A)** Alignment of the promoter sequences of AmtriCMT3 and AmtriCMT2. **(B)** Diagram showing the gene structure of AmtriCMT3 and AmtriCMT2.

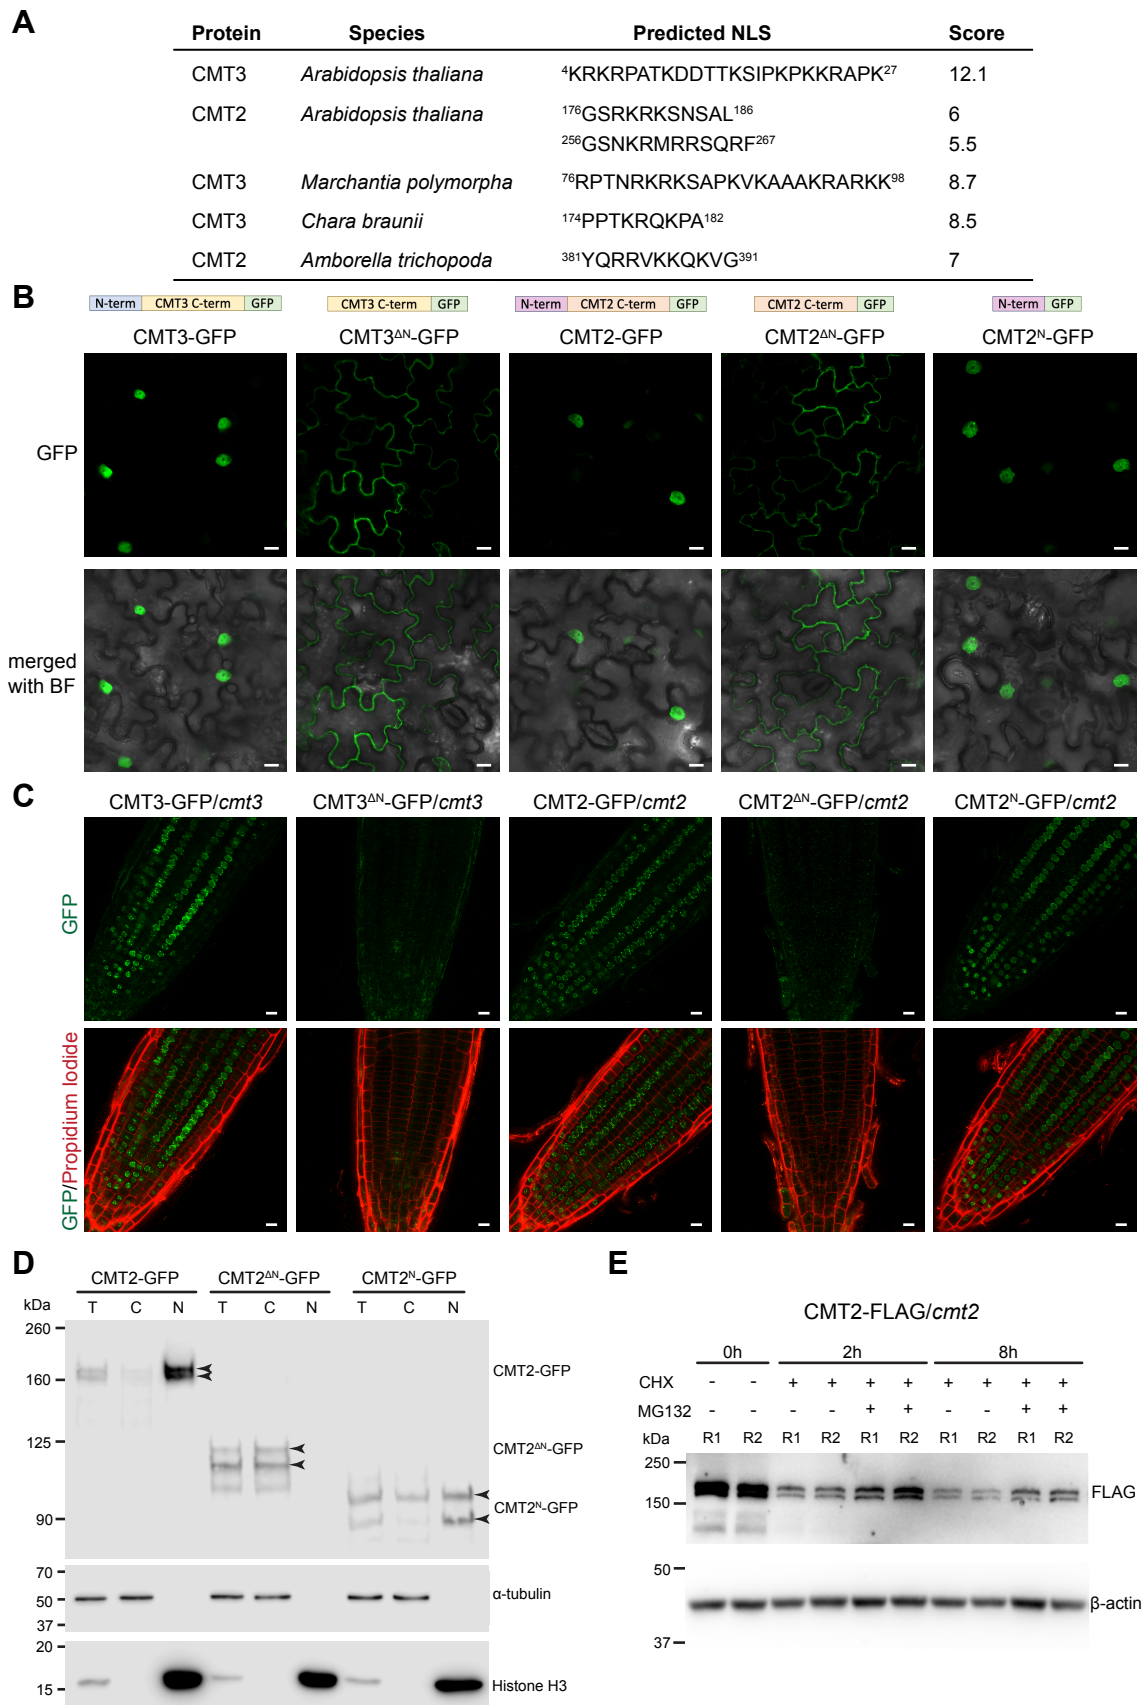

**Figure S9. Nuclear localization signal dictates CMT2 and CMT3 localization.**

(A) Predicted nuclear localization sequence in CMT2 and CMT3 of different plant species by NLS mapper (<https://nls-mapper.iab.keio.ac.jp>). (B) Images showing GFP signals in *N. benthamiana* leaves transiently expressed with indicated CMT3 or CMT2 protein (scale bar: 10  $\mu$ m). (C) Images showing GFP signals in *Arabidopsis* root tip of indicated transgenic seedlings (scale bar: 10  $\mu$ m). (D) Immunoblots showing CMT2 protein levels in different cellular fractions extracted from indicated transgenic seedlings. T: total, C: cytoplasmic, N: nuclear. (E) Immunoblots showing CMT2 protein level after cycloheximide (CHX, 500  $\mu$ M) treatment with MG132 (50  $\mu$ M) or DMSO for the indicated time. 7-day-old seedlings were used. Actin served as a control. R1 and R2 represent two biological replicates.

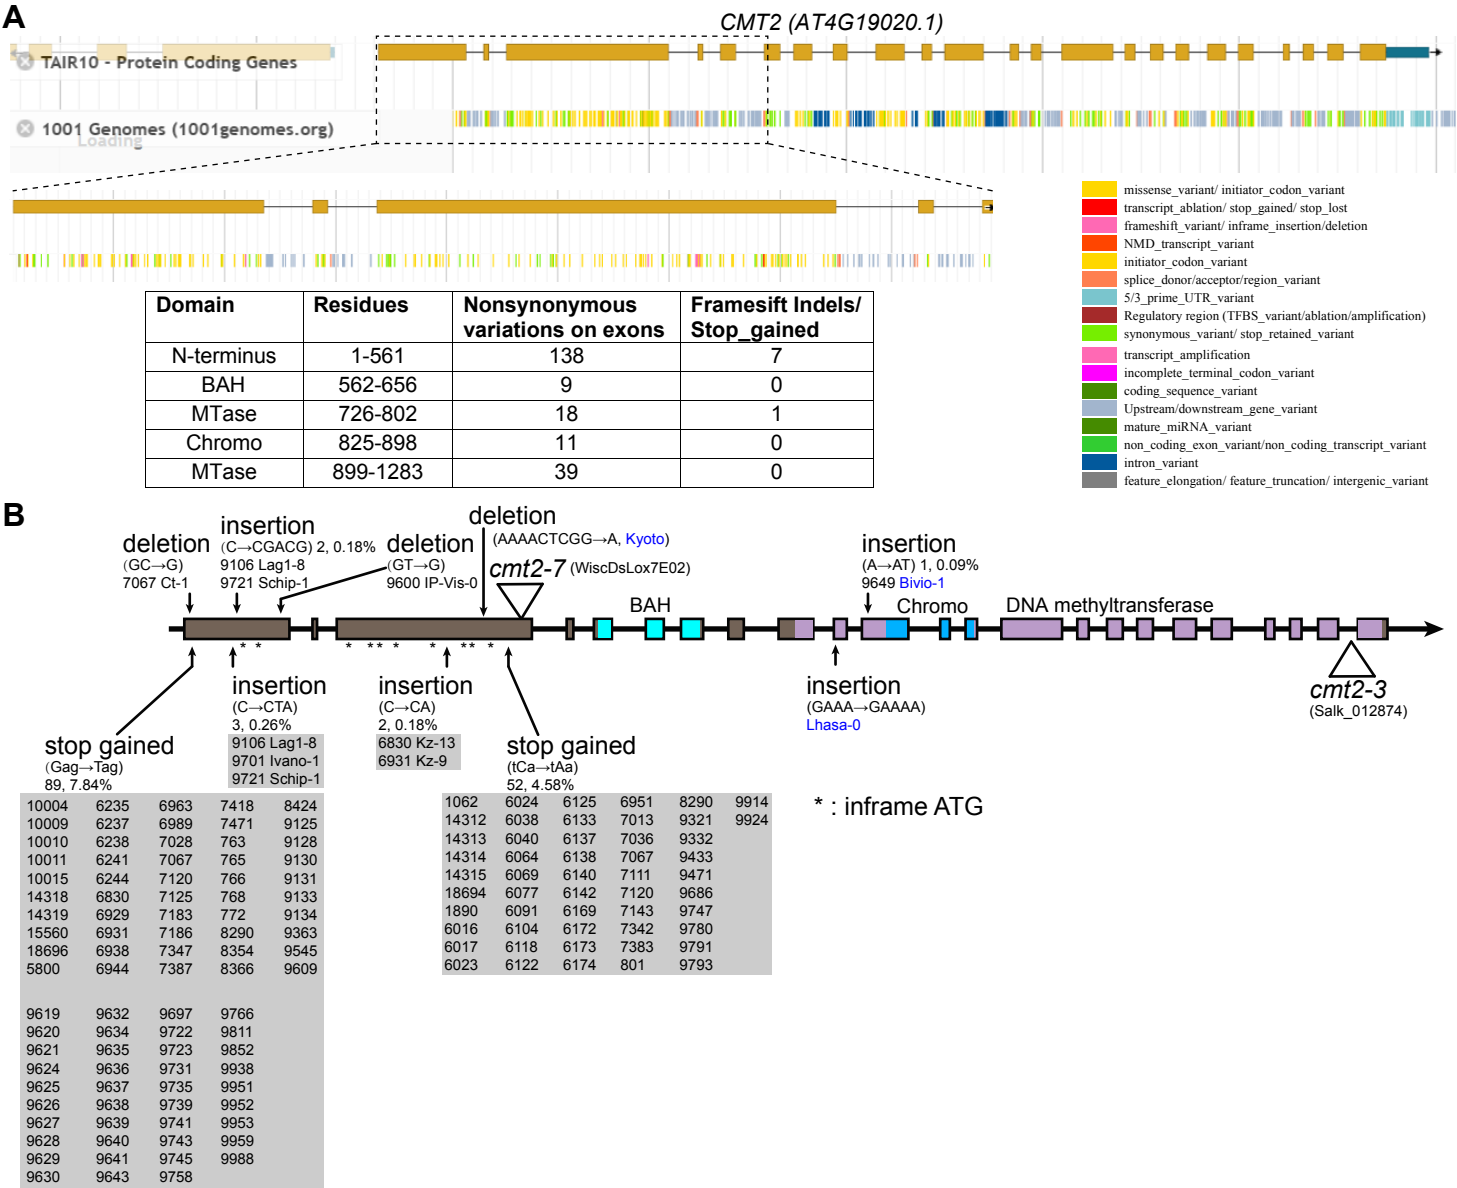

**Figure S10. CMT2 natural variations from the 1001 genomes collection.**

(A) Browser snapshot of CMT2 natural variations and number of exon nonsynonymous variations on CMT2 domains. The data were from TAIR Jbrowse (<https://jbrowse.arabidopsis.org>). (B) Diagram showing the details of frameshift-indels and stop-gained natural variations in CMT2. The ID of *Arabidopsis thaliana* natural accessions is from 1001 Genomes Project by Alonso-Blanco *et al.* (31) and can be found at <https://wmd3.weigelworld.org/accessions.html>. Kyoto is reported in Nozawa *et al.* (27). Lhasa-0 is from this study.

\* indicates possible novel inframe translation start sites.

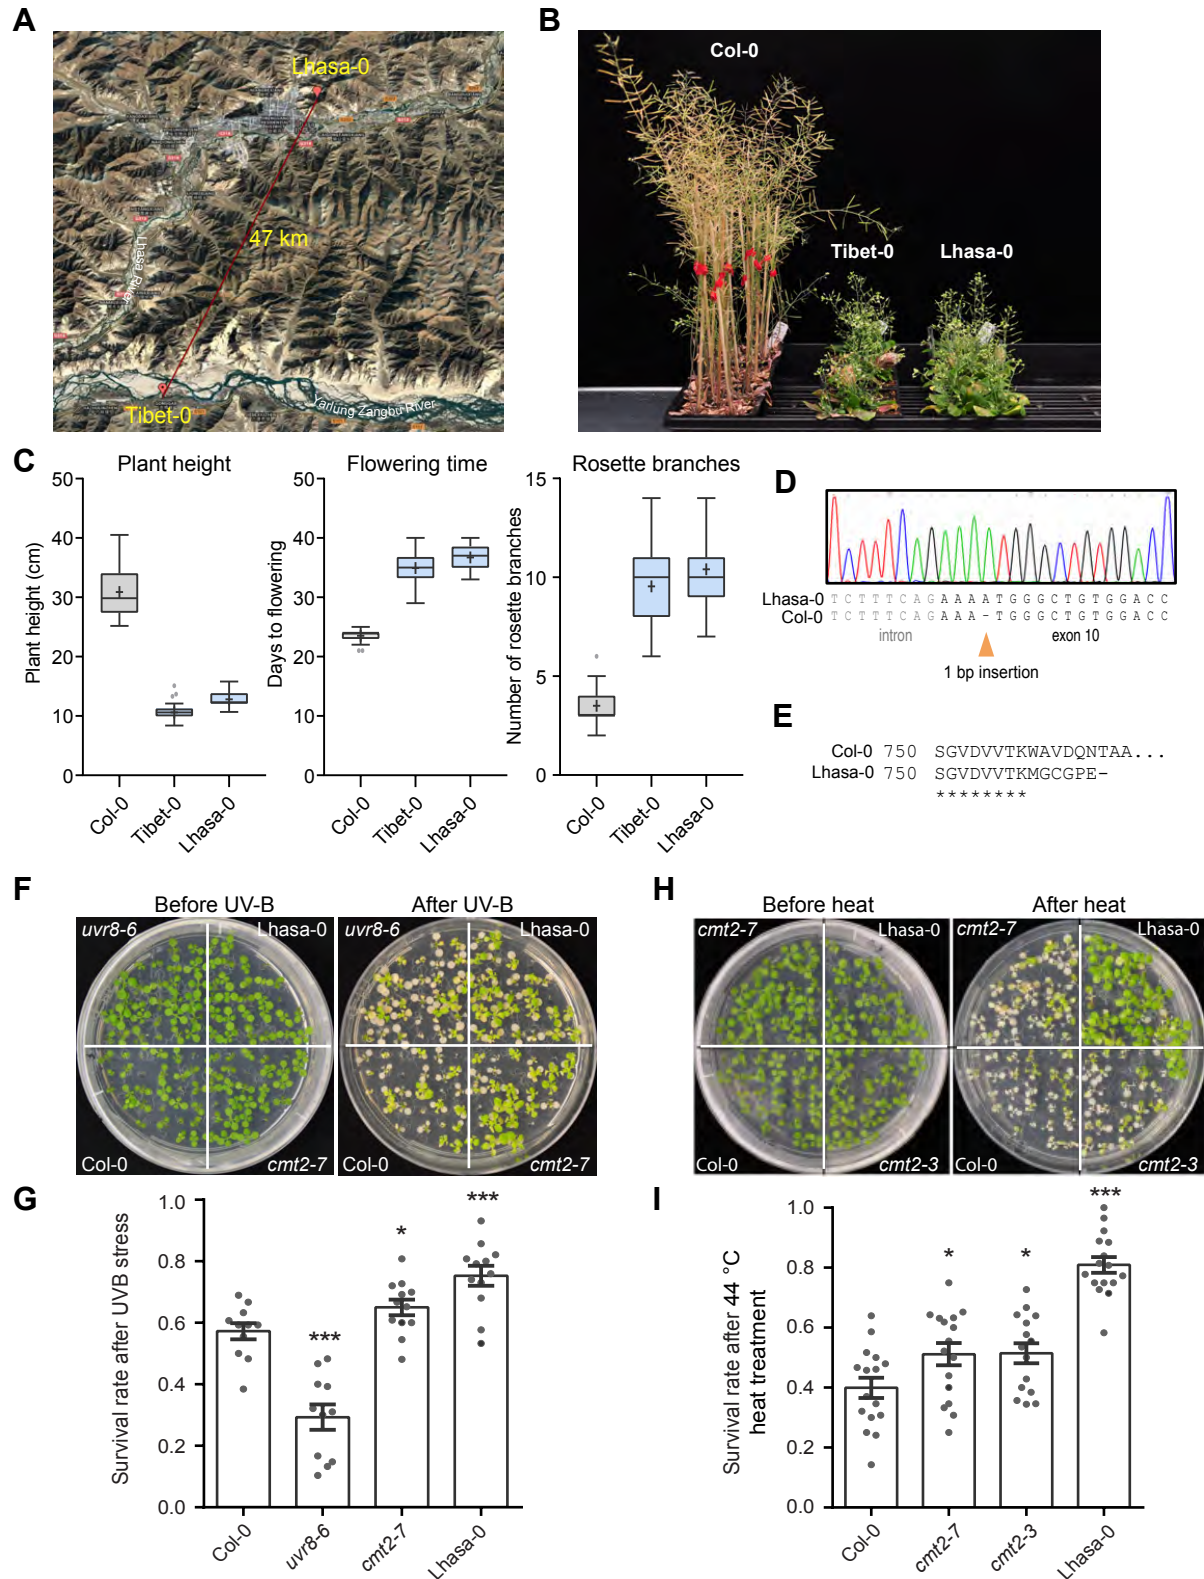

**Figure S11. Characterization of *Arabidopsis thaliana* Lhasa-0 accession lacking functional CMT2.**

(A) Image of regions where Tibet-0, discovered in Zeng *et al.* (33), and Lhasa-0 were isolated from the Tibetan Plateau near Lhasa. (B) Photos of Lhasa-0 at the flowering stage. (C) Phenotypes of plant height, flowering time, and rosette branches of Lhasa-0. Col-0 and Tibet-0 were used as controls. (D) Sanger sequencing confirming the 1 bp insertion in CMT2 of Lhasa-0. (E) Predicted amino acid sequence of the CMT2 mutation in Lhasa-0. (F) Images of seedling before and recovered from UV-B stress treatment. Treatment was performed for 3.5 hours on 10-day-old seedlings. (G) Survival rate in UV-B treatment from (F). Each grey dot represents a separate experimental replicate with  $n \geq 25$  plants. (H) Images of seedlings before and recovered after 2 hours basal heat treatment (44°C). Treatment was performed on 10-day-old seedlings. (I) Survival rate of plants in basal heat stress from (H). Each grey dot represents a separate experimental replicate with  $n \geq 25$  plants.

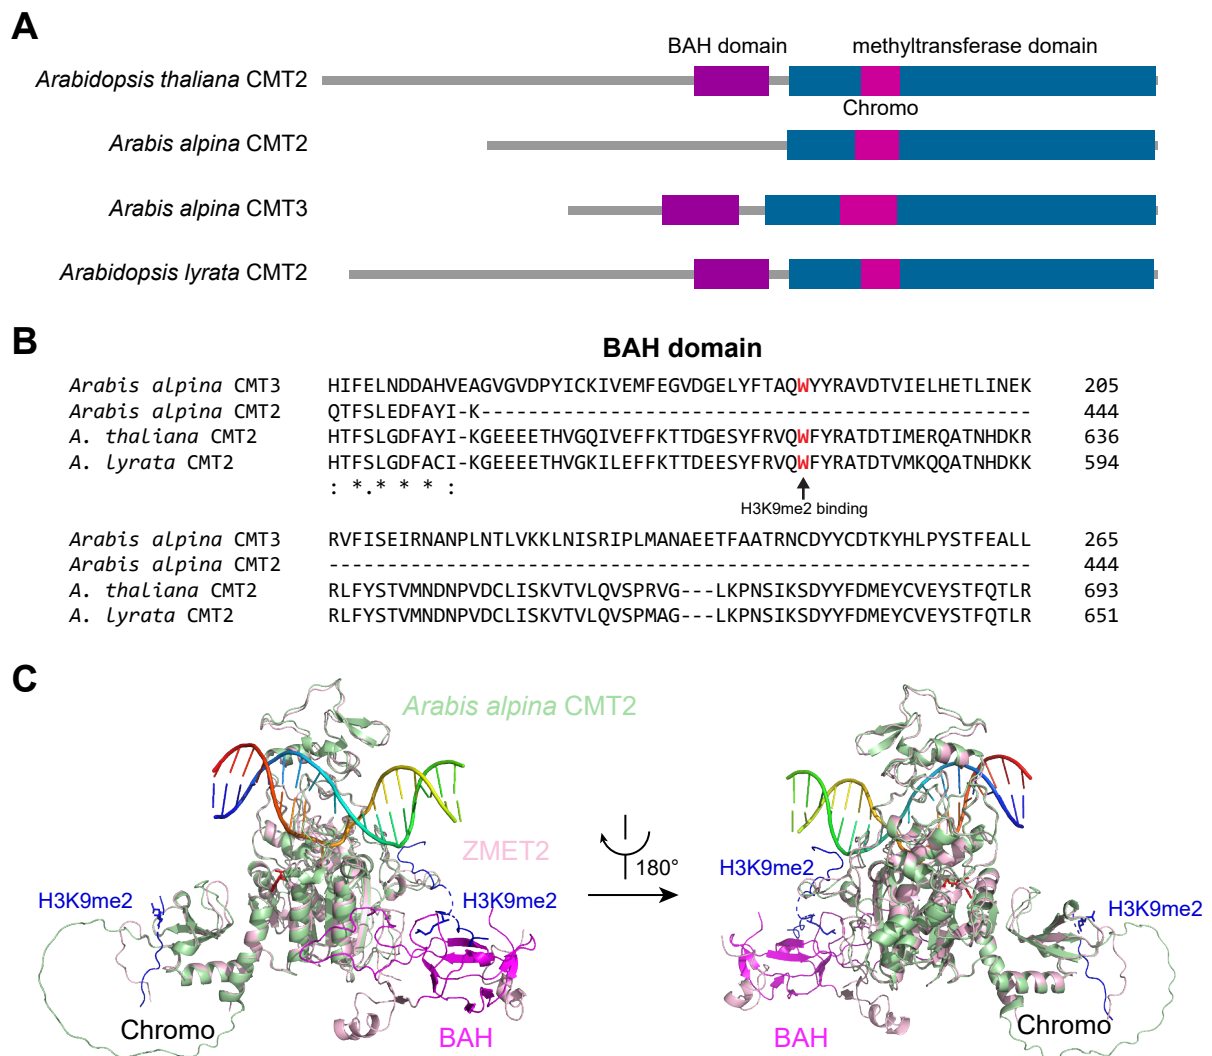

**Figure S12. *Arabis alpina* CMT2 loses BAH domain.**

(A) Domains of CMT2 from *Arabidopsis* and *Arabis alpina*. (B) Alignment of amino acids showing the loss of BAH domain in *Arabis alpina* CMT2. (C) Predicted structure of *Arabis alpina* CMT2 by AlphaFold in comparison with a ZMET2-DNA-H3K9me2 complex crystal structure in Fang *et al.* (21).

**Table S1. Bisulfite sequencing statistics**

| Sample                               | Total reads | Aligned reads | % aligned | unique reads | % unique | *Fold Coverage | Bisulfite conversion |
|--------------------------------------|-------------|---------------|-----------|--------------|----------|----------------|----------------------|
| <i>cmt3-11</i> <sup>†</sup>          | 27076301    | 25452467      | 94.8      | 20279023     | 75.5     | 20.8           | 99.8                 |
| MpCMT3/ <i>cmt3</i> , 4 <sup>†</sup> | 28014192    | 22740931      | 81.9      | 21648214     | 78.0     | 22.2           | 99.8                 |
| MpCMT3/ <i>cmt3</i> , 5 <sup>†</sup> | 28209213    | 22409712      | 81.8      | 21087485     | 77.0     | 21.6           | 99.8                 |
| CbCMT3/ <i>cmt3</i> , 9 <sup>†</sup> | 40763276    | 33755955      | 83.8      | 32348669     | 80.4     | 33.2           | 99.8                 |
| Col-0                                | 59444216    | 56484853      | 95        | 44932612     | 75.6     | 18.9           | 99.6                 |
| <i>cmt2cmt3</i>                      | 78761022    | 75925192      | 96.4      | 61503476     | 78.1     | 25.8           | 99.6                 |
| V1200R/ <i>cc</i> , 9                | 61468368    | 59093450      | 96.1      | 46876429     | 76.3     | 19.7           | 99.6                 |
| V1200R/ <i>cc</i> , 15               | 72434966    | 69519000      | 96        | 55541358     | 76.7     | 23.3           | 99.6                 |
| CMT2/ <i>cc</i> , 1                  | 84464164    | 81582929      | 96.6      | 64840721     | 76.8     | 27.2           | 99.5                 |
| CMT2/ <i>cc</i> , 19                 | 62027070    | 59410963      | 95.8      | 47867980     | 77.2     | 20.1           | 99.6                 |
| <i>ddcc</i>                          | 69397134    | 67056468      | 96.6      | 54650074     | 78.7     | 23             | 99.7                 |
| V1200R/ <i>ddcc</i> , 3              | 76042607    | 73508084      | 96.7      | 58460949     | 76.9     | 24.6           | 99.6                 |
| V1200R/ <i>ddcc</i> , 11             | 70703166    | 67427907      | 95.4      | 53712902     | 76       | 22.6           | 99.6                 |
| CMT2/ <i>ddcc</i> , 27               | 77715525    | 74492342      | 95.9      | 58861516     | 75.7     | 24.7           | 99.6                 |
| CMT2/ <i>ddcc</i> , 28               | 64558263    | 62159597      | 96.3      | 48970850     | 75.6     | 20.6           | 99.6                 |
| Tibet-0                              | 29741378    | 17919404      | 60.3      | 8591803      | 28.9     | 10.8           | 96.1                 |
| Lhasa-0                              | 31387665    | 16679257      | 53.1      | 7514174      | 23.9     | 9.5            | 98.2                 |

\*Fold coverage was calculated by multiplying the unique reads by the read length (pair of 61bp for <sup>†</sup>CMT3-related samples, 150 bp for Tibet-0 and Lhasa-0, and 50bp for all other samples) and dividing it by the size of the Arabidopsis genome (119Mb).

**Table S2. RNA sequencing statistics**

| Sample                       | Raw reads | Trimmed reads | % aligned |
|------------------------------|-----------|---------------|-----------|
| Col-0, rep1                  | 19236554  | 19235519      | 98.44%    |
| Col-0, rep2                  | 25349046  | 25348027      | 98.84%    |
| <i>cmt2cmt3</i> , rep1       | 22662549  | 22661558      | 98.44%    |
| <i>cmt2cmt3</i> , rep2       | 25007767  | 25006623      | 98.67%    |
| CMT2/ <i>cc</i> , 1, rep1    | 23210962  | 23209983      | 98.62%    |
| CMT2/ <i>cc</i> , 1, rep2    | 26373323  | 26372210      | 97.97%    |
| CMT2/ <i>cc</i> , 19, rep1   | 23368751  | 23367746      | 98.56%    |
| CMT2/ <i>cc</i> , 19, rep2   | 25041513  | 25040448      | 98.83%    |
| V1200R/ <i>cc</i> , 9, rep1  | 21943500  | 21942551      | 98.48%    |
| V1200R/ <i>cc</i> , 9, rep2  | 29942883  | 29941681      | 98.70%    |
| V1200R/ <i>cc</i> , 15, rep1 | 26491774  | 26490673      | 98.77%    |
| V1200R/ <i>cc</i> , 15, rep2 | 25112809  | 25111771      | 98.84%    |

**Data S1. (separate file)**

List of CMT3 and CMT2 protein sequences from various species.

**Data S2. (separate file)**

List of CMT2 natural variations.

**Data S3. (separate file)**

List of primers used in this study.

## REFERENCES AND NOTES

1. A. L. Mattei, N. Bailly, A. Meissner, DNA methylation: A historical perspective. *Trends Genet.* **38**, 676–707 (2022).
2. R. J. Schmitz, Z. A. Lewis, M. G. Goll, DNA methylation: Shared and divergent features across eukaryotes. *Trends Genet.* **35**, 818–827 (2019).
3. M. V. C. Greenberg, D. Bourc'his, The diverse roles of DNA methylation in mammalian development and disease. *Nat. Rev. Mol. Cell Biol.* **20**, 590–607 (2019).
4. L. He, H. Huang, M. Bradai, C. Zhao, Y. You, J. Ma, L. Zhao, R. Lozano-Duran, J. K. Zhu, DNA methylation-free *Arabidopsis* reveals crucial roles of DNA methylation in regulating gene expression and development. *Nat. Commun.* **13**, 1335 (2022).
5. S. M. Leichter, J. Du, X. Zhong, Structure and mechanism of plant DNA methyltransferases. *Adv. Exp. Med. Biol.* **1389**, 137–157 (2022).
6. H. Zhang, Z. Lang, J. K. Zhu, Dynamics and function of DNA methylation in plants. *Nat. Rev. Mol. Cell Biol.* **19**, 489–506 (2018).
7. S. Henikoff, L. Comai, A DNA methyltransferase homolog with a chromodomain exists in multiple polymorphic forms in *Arabidopsis*. *Genetics* **149**, 307–318 (1998).
8. A. M. Lindroth, X. Cao, J. P. Jackson, D. Zilberman, C. M. McCallum, S. Henikoff, S. E. Jacobsen, Requirement of CHROMOMETHYLASE3 for maintenance of CpXpG methylation. *Science* **292**, 2077–2080 (2001).
9. A. J. Bewick, C. E. Niederhuth, L. Ji, N. A. Rohr, P. T. Griffin, J. Leebens-Mack, R. J. Schmitz, The evolution of CHROMOMETHYLASES and gene body DNA methylation in plants. *Genome Biol.* **18**, 65 (2017).
10. R. Ren, H. Wang, C. Guo, N. Zhang, L. Zeng, Y. Chen, H. Ma, J. Qi, Widespread whole genome duplications contribute to genome complexity and species diversity in angiosperms. *Mol. Plant* **11**, 414–428 (2018).

11. E. Kuzmin, J. S. Taylor, C. Boone, Retention of duplicated genes in evolution. *Trends Genet.* **38**, 59–72 (2022).
12. J. Du, X. Zhong, Y. V. Bernatavichute, H. Stroud, S. Feng, E. Caro, A. A. Vashisht, J. Terragni, H. G. Chin, A. Tu, J. Hetzel, J. A. Wohlschlegel, S. Pradhan, D. J. Patel, S. E. Jacobsen, Dual binding of chromomethylase domains to H3K9me<sub>2</sub>-containing nucleosomes directs DNA methylation in plants. *Cell* **151**, 167–180 (2012).
13. A. Zemach, M. Y. Kim, P. H. Hsieh, D. Coleman-Derr, L. Eshed-Williams, K. Thao, S. L. Harmer, D. Zilberman, The Arabidopsis nucleosome remodeler DDM1 allows DNA methyltransferases to access H1-containing heterochromatin. *Cell* **153**, 193–205 (2013).
14. H. Stroud, T. Do, J. Du, X. Zhong, S. Feng, L. Johnson, D. J. Patel, S. E. Jacobsen, Non-CG methylation patterns shape the epigenetic landscape in *Arabidopsis*. *Nat. struct. Mol. Biol.* **21**, 64–72 (2014).
15. J. M. Wendte, Y. Zhang, L. Ji, X. Shi, R. R. Hazarika, Y. Shahryari, F. Johannes, R. J. Schmitz, Epimutations are associated with CHROMOMETHYLASE 3-induced de novo DNA methylation. *Elife* **8**, e47891 (2019).
16. A. J. Bewick, L. Ji, C. E. Niederhuth, E. M. Willing, B. T. Hofmeister, X. Shi, L. Wang, Z. Lu, N. A. Rohr, B. Hartwig, C. Kiefer, R. B. Deal, J. Schmutz, J. Grimwood, H. Stroud, S. E. Jacobsen, K. Schneeberger, X. Zhang, R. J. Schmitz, On the origin and evolutionary consequences of gene body DNA methylation. *Proc. Natl. Acad. Sci. U.S.A.* **113**, 9111–9116 (2016).
17. K. Nozawa, J. Chen, J. Jiang, S. M. Leichter, M. Yamada, T. Suzuki, F. Liu, H. Ito, X. Zhong, DNA methyltransferase CHROMOMETHYLASE3 prevents ONSEN transposon silencing under heat stress. *PLOS Genet.* **17**, e1009710 (2021).
18. T. Kawakatsu, S.-S. C. Huang, F. Jupe, E. Sasaki, R. J. Schmitz, M. A. Urich, R. Castanon, J. R. Nery, C. Barragan, Y. He, H. Chen, M. Dubin, C.-R. Lee, C. Wang, F. Bemm, C. Becker, R. O’Neil, R. C. O’Malley, D. X. Quarless, 101 Genomes Consortium, N. J. Schork, D.

- Weigel, M. Nordborg, J. R. Ecker, Epigenomic diversity in a global collection of *Arabidopsis thaliana* accessions. *Cell* **166**, 492–505 (2016).
19. L. He, C. Zhao, Q. Zhang, G. Zinta, D. Wang, R. Lozano-Duran, J. K. Zhu, Pathway conversion enables a double-lock mechanism to maintain DNA methylation and genome stability. *Proc. Natl. Acad. Sci. U.S.A.* **118**, e2107320118 (2021).
  20. C. I. Stoddard, S. Feng, M. G. Campbell, W. Liu, H. Wang, X. Zhong, Y. Bernatavichute, Y. Cheng, S. E. Jacobsen, G. J. Narlikar, A nucleosome bridging mechanism for activation of a maintenance DNA methyltransferase. *Mol. Cell* **73**, 73–83.e6 (2019).
  21. J. Fang, J. Jiang, S. M. Leichter, J. Liu, M. Biswal, N. Khudaverdyan, X. Zhong, J. Song, Mechanistic basis for maintenance of CHG DNA methylation in plants. *Nat. Commun.* **13**, 3877 (2022).
  22. C. Noy-Malka, R. Yaari, R. Itzhaki, A. Mosquana, N. Auerbach Gershovitz, A. Katz, N. Ohad, A single CMT methyltransferase homolog is involved in CHG DNA methylation and development of *Physcomitrella patens*. *Plant Mol. Biol.* **84**, 719–735 (2014).
  23. R. Yaari, A. Katz, K. Domb, K. D. Harris, A. Zemach, N. Ohad, RdDM-independent de novo and heterochromatin DNA methylation by plant CMT and DNMT3 orthologs. *Nat. Commun.* **10**, 1613 (2019).
  24. C. Cheng, Y. Tarutani, A. Miyao, T. Ito, M. Yamazaki, H. Sakai, E. Fukai, H. Hirochika, Loss of function mutations in the rice chromomethylase OsCMT3a cause a burst of transposition. *Plant J.* **83**, 1069–1081 (2015).
  25. Amborella Genome Project, The *Amborella* genome and the evolution of flowering plants. *Science* **342**, 1241089 (2013).
  26. M. J. Dubin, P. Zhang, D. Meng, M. S. Remigereau, E. J. Osborne, F. Paolo Casale, P. Drewe, A. Kahles, G. Jean, B. Vilhjalmsen, J. Jagoda, S. Irez, V. Voronin, Q. Song, Q. Long, G. Ratsch, O. Stegle, R. M. Clark, M. Nordborg, DNA methylation in *Arabidopsis* has a genetic basis and shows evidence of local adaptation. *eLife* **4**, e05255 (2015).

27. K. Nozawa, S. Masuda, H. Saze, Y. Ikeda, T. Suzuki, H. Takagi, K. Tanaka, N. Ohama, X. Niu, A. Kato, H. Ito, Epigenetic regulation of ecotype-specific expression of the heat-activated transposon ONSSEN. *Front. Plant Sci.* **13**, 899105 (2022).
28. E. Sasaki, T. Kawakatsu, J. R. Ecker, M. Nordborg, Common alleles of CMT2 and NRPE1 are major determinants of CHH methylation variation in *Arabidopsis thaliana*. *PLOS Genet.* **15**, e1008492 (2019).
29. X. Shen, J. De Jonge, S. K. G. Forsberg, M. E. Pettersson, Z. Sheng, L. Hennig, O. Carlborg, Natural CMT2 variation is associated with genome-wide methylation changes and temperature seasonality. *PLOS Genet* **10**, e1004842 (2014).
30. E. Sasaki, J. Gunis, I. Reichardt-Gomez, V. Nizhynska, M. Nordborg, Conditional GWAS of non-CG transposon methylation in *Arabidopsis thaliana* reveals major polymorphisms in five genes. *PLOS Genet.* **18**, e1010345 (2022).
31. The 1001 Genomes Consortium, 1,135 genomes reveal the global pattern of Polymorphism in *Arabidopsis thaliana*. *Cell* **166**, 481–491 (2016).
32. S. Cohen, L. Kramarski, S. Levi, N. Deshe, O. Ben David, E. Arbely, Nonsense mutation-dependent reinitiation of translation in mammalian cells. *Nucleic Acids Res.* **47**, 6330–6338 (2019).
33. L. Zeng, Z. Gu, M. Xu, N. Zhao, W. Zhu, T. Yonezawa, T. Liu, L. Qiong, T. Tersing, L. Xu, Y. Zhang, R. Xu, N. Sun, Y. Huang, J. Lei, L. Zhang, F. Xie, F. Zhang, H. Gu, Y. Geng, M. Hasegawa, Z. Yang, M. J. C. Crabbe, F. Chen, Y. Zhong, Discovery of a high-altitude ecotype and ancient lineage of *Arabidopsis thaliana* from Tibet. *Sci. Bull.* **62**, 1628–1630 (2017).
34. Y. Zhang, C. J. Harris, Q. Liu, W. Liu, I. Ausin, Y. Long, L. Xiao, L. Feng, X. Chen, Y. Xie, X. Chen, L. Zhan, S. Feng, J. J. Li, H. Wang, J. Zhai, S. E. Jacobsen, Large-scale comparative epigenomics reveals hierarchical regulation of non-CG methylation in *Arabidopsis*. *Proc. Natl. Acad. Sci. U.S.A* **115**, E1069–E1074 (2018).

35. G. Malik, M. Dangwal, S. Kapoor, M. Kapoor, Role of DNA methylation in growth and differentiation in *Physcomitrella patens* and characterization of cytosine DNA methyltransferases. *FEBS J.* **279**, 4081–4094 (2012).
36. Q. Gouil, D. C. Baulcombe, DNA methylation signatures of the plant chromomethyltransferases. *PLOS Genet.* **12**, e1006526 (2016).
37. T. Stuart, S. R. Eichten, J. Cahn, Y. V. Karpievitch, J. O. Borevitz, R. Lister, Population scale mapping of transposable element diversity reveals links to gene regulation and epigenomic variation. *eLife* **5**, e20777 (2016).
38. M. Zhang, J. Zhao, W. Y. Li, S. Q. Wen, H. L. Huang, J. Dong, B. Liu, G. Zhang, H. B. Wang, Y. T. Shen, H. L. Jin, Increased photosystem II translation efficiency as an important photoprotective mechanism in an *Arabidopsis thaliana* (Tibet-0) adapted to high light environments. *Environ Exp Bot* **183**, 104350 (2021).
39. E.-M. Willing, V. Rawat, T. Mandakova, F. Maumus, G. V. James, K. J. V. Nordstrom, C. Becker, N. Warthmann, C. Chica, B. Szarzynska, M. Zytnicki, M. C. Albani, C. Kiefer, S. Bergonzi, L. Castaings, J. L. Mateos, M. C. Berns, N. Bujdoso, T. Piofczyk, L. de Lorenzo, C. Barrero-Sicilia, I. Mateos, M. Piednoel, J. Hagmann, R. Chen-Min-Tao, R. Iglesias-Fernandez, S. C. Schuster, C. Alonso-Blanco, F. Roudier, P. Carbonero, J. Paz-Ares, S. J. Davis, A. Pecinka, H. Quesneville, V. Colot, M. A. Lysak, D. Weigel, G. Coupland, K. Schneeberger, Genome expansion of *Arabis alpina* linked with retrotransposition and reduced symmetric DNA methylation. *Nat. Plants* **1**, 14023 (2015).
40. G. Wos, R. R. Choudhury, F. Kolar, C. Parisod, Transcriptional activity of transposable elements along an elevational gradient in *Arabidopsis arenosa*. *Mob. DNA* **12**, 7 (2021).
41. J. Jiang, J. Liu, D. Sanders, S. Qian, W. Ren, J. Song, F. Liu, X. Zhong, UVR8 interacts with de novo DNA methyltransferase and suppresses DNA methylation in *Arabidopsis*. *Nat. Plants* **7**, 184–197 (2021).

42. L. Quadrana, A. Bortolini Silveira, G. F. Mayhew, C. LeBlanc, R. A. Martienssen, J. A. Jeddeloh, V. Colot, The *Arabidopsis thaliana* mobilome and its impact at the species level. *eLife* **5**, (2016).
43. T. Westerhold, N. Marwan, A. J. Drury, D. Liebrand, C. Agnini, E. Anagnostou, J. S. K. Barnet, S. M. Bohaty, D. De Vleeschouwer, F. Florindo, T. Frederichs, D. A. Hodell, A. E. Holbourn, D. Kroon, V. Lauretano, K. Littler, L. J. Lourens, M. Lyle, H. Palike, U. Rohl, J. Tian, R. H. Wilkens, P. A. Wilson, J. C. Zachos, An astronomically dated record of Earth's climate and its predictability over the last 66 million years. *Science* **369**, 1383–1387 (2020).
44. T. L. Shimada, T. Shimada, I. Hara-Nishimura, A rapid and non-destructive screenable marker, FAST, for identifying transformed seeds of *Arabidopsis thaliana*. *Plant J.* **61**, 519–528 (2010).
45. X. Chen, L. Lu, K. S. Mayer, M. Scalf, S. Qian, A. Lomax, L. M. Smith, X. Zhong, POWERDRESS interacts with HISTONE DEACETYLASE 9 to promote aging in *Arabidopsis*. *Elife* **5**, e17214 (2016).
46. J. Chen, J. Liu, J. Jiang, S. Qian, J. Song, R. Kabara, I. Delo, G. Serino, F. Liu, Z. Hua, X. Zhong, F-box protein CFK1 interacts with and degrades de novo DNA methyltransferase in *Arabidopsis*. *New Phytol.* **229**, 3303–3317 (2021).
47. S. Chen, Y. Zhou, Y. Chen, J. Gu, fastp: An ultra-fast all-in-one FASTQ preprocessor. *Bioinformatics* **34**, i884–i890 (2018).
48. Y. Xi, W. Li, BSMAP: Whole genome bisulfite sequence MAPping program. *BMC Bioinformatics* **10**, 232 (2009).
49. A. Akalin, M. Kormaksson, S. Li, F. E. Garrett-Bakelman, M. E. Figueroa, A. Melnick, C. E. Mason, methylKit: A comprehensive R package for the analysis of genome-wide DNA methylation profiles. *Genome Biol.* **13**, R87 (2012).
50. A. R. Quinlan, I. M. Hall, BEDTools: A flexible suite of utilities for comparing genomic features. *Bioinformatics* **26**, 841–842 (2010).

51. F. Ramirez, D. P. Ryan, B. Gruning, V. Bhardwaj, F. Kilpert, A. S. Richter, S. Heyne, F. Dundar, T. Manke, deepTools2: A next generation web server for deep-sequencing data analysis. *Nucleic Acids Res.* **44**, W160–W165 (2016).
52. D. Kim, J. M. Paggi, C. Park, C. Bennett, S. L. Salzberg, Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. *Nat Biotechnol* **37**, 907–915 (2019).
53. M. Pertea, G. M. Pertea, C. M. Antonescu, T. C. Chang, J. T. Mendell, S. L. Salzberg, StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. *Nat. Biotechnol.* **33**, 290–295 (2015).
54. M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 550 (2014).
55. H. Mi, A. Muruganujan, X. Huang, D. Ebert, C. Mills, X. Guo, P. D. Thomas, Protocol update for large-scale genome and gene function analysis with the PANTHER classification system (v.14.0). *Nat. Protoc.* **14**, 703–721 (2019).
56. B. Langmead, S. L. Salzberg, Fast gapped-read alignment with Bowtie 2. *Nat. Methods* **9**, 357–359 (2012).
57. H. Li, B. Handsaker, A. Wysoker, T. Fennell, J. Ruan, N. Homer, G. Marth, G. Abecasis, R. Durbin, 1000 Genome Project Data Processing Subgroup, The Sequence Alignment/Map format and SAMtools. *Bioinformatics* **25**, 2078–2079 (2009).
58. Y. Zhang, T. Liu, C. A. Meyer, J. Eeckhoute, D. S. Johnson, B. E. Bernstein, C. Nusbaum, R. M. Myers, M. Brown, W. Li, X. S. Liu, Model-based analysis of ChIP-Seq (MACS). *Genome Biol.* **9**, R137 (2008).
59. B. Xue, R. L. Dunbrack, R. W. Williams, A. K. Dunker, V. N. Uversky, PONDR-FIT: a meta-predictor of intrinsically disordered amino acids. *Biochim Biophys Acta* **1804**, 996–1010 (2010).
60. A. M. Bolger, M. Lohse, B. Usadel, Trimmomatic: A flexible trimmer for Illumina sequence data. *Bioinformatics* **30**, 2114–2120 (2014).

61. K. Wang, M. Li, H. Hakonarson, ANNOVAR: Functional annotation of genetic variants from high-throughput sequencing data. *Nucleic Acids Res.* **38**, e164 (2010).
62. H. Wickham, “Use R!” in *Ggplot2: Elegant Graphics for Data Analysis* (Springer, 1st ed., 2009).
63. H. Wickham, Reshaping data with the reshape package. *J. Stat. Softw.* **21**, 1–20 (2007).
64. A. J. Bewick, R. J. Schmitz, Epigenetics in the wild. *eLife* **4**, e07808 (2015).
65. S. Kumar, G. Stecher, K. Tamura, MEGA7: Molecular evolutionary genetics analysis version 7.0 for bigger datasets. *Mol. Biol. Evol.* **33**, 1870–1874 (2016).
66. S. L. K. Pond, S. D. W. Frost, S. V. Muse, HyPhy: Hypothesis testing using phylogenies. *Bioinformatics* **21**, 676–679 (2005).
67. S. Kryazhimskiy, J. B. Plotkin, The population genetics of dN/dS. *PLOS Genet* **4**, e1000304 (2008).
68. Y. Liu, T. Tian, K. Zhang, Q. You, H. Yan, N. Zhao, X. Yi, W. Xu, Z. Su, PCSD: A plant chromatin state database. *Nucleic Acids Res.* **46**, D1157–D1167 (2018).

How the deposited data were processed for this re-analysis (not part of the article)

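RNA from seedlings 10 days old was sequenced in 12 libraries, 2 each of Col-0, the cmt2 cmt3 double mutant (cc), CMT2/cc lines 1 and 19, and V1200R/cc lines 9 and 15. As the paper describes, the authors prepared libraries with a TruSeq kit, trimmed reads with fastp, aligned them to TAIR10 with HISAT2 and assembled transcripts with StringTie, and used DESeq2 for gene quantification and differential expression. The deposited tables hold the columns of StringTie's gene abundance output (coverage, FPKM and TPM). The paper's text does not state the strandedness of the libraries, a fold threshold or an adjusted p threshold for differentially expressed genes, or numeric thresholds for TEs. A supplementary legend describes its TE set in words, as expressed with CMT2 and silenced in Col-0 and with V1200R. Its statistics section gives P under 0.05. The TPM values are StringTie's, deposited by the authors and normalized by them for feature length and library size. The FPKM values are also StringTie's, as deposited by the authors, normalized for feature length and aligned fragments. The coverage values, as deposited by the authors, are the mean read depth per base of each feature and are not normalized. Reads and read counts were not used here, so the authors' tool for differential expression was not rerun, and the methylation and RT-qPCR data of the paper were not analysed here.

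The tables hold 69056 features, of which 33967 are genes and 35089 are TE annotations (31188 elements and 3901 TE genes). Of 37572 nuclear features matched to a RefSeq gene annotation, 99.9% had the same start and end. Depth, in Mb of aligned bases, was estimated from the median ratio of coverage to FPKM over covered features. It was 929.5 and 1230 Mb in Col-0, 1096 and 1212 Mb in cc, and 1125 and 1270 Mb in CMT2/cc line 1. In CMT2/cc line 19 it was 1131 and 1214 Mb. It was 1061 and 1453 Mb in V1200R/cc line 9, and 1287 and 1220 Mb in V1200R/cc line 15. The median absolute log2 difference between replicates was 0.111 to 0.127, and 0% of nonzero TPM values were identical between replicates.

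Features with at least 1 TPM in at least 2 libraries were tested, 21006 genes and 670 TEs. Values were log2(TPM + 0.5). Genes and TEs were fitted together and counted apart, in R 4.3.3 with limma 3.58.1 (moderated test with a mean-variance trend, 6 groups of 2 libraries), with means of both lines of a kind formed as contrasts and p adjusted by the Benjamini-Hochberg method over all tested features within each comparison. The threshold was an adjusted p of 0.05, two-sided. Tables and figures used Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. TEs counted as more silenced in V1200R/cc were those higher in cc than in Col-0 and lower in V1200R/cc than in CMT2/cc. The CMT2 transcript also differed, at 118.5 and 80.2 TPM in CMT2/cc lines 1 and 19 and 119.3 and 152.6 TPM in V1200R/cc lines 9 and 15. Whether transgene level added to differences between V1200R/cc and CMT2/cc was not tested. The TE count used the following comparison of means. It took the mean of both lines of a kind and does not require that CMT2 left the TEs expressed. Of the 62 TEs it gave, 26 were lower than cc in neither CMT2/cc line.

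The samples, groups, comparisons, 14 gene lists, alternatives and rule for naming genes were written before the data were examined. The rule named the features that the paper names, and, for each of cc against Col-0, CMT2/cc against cc, V1200R/cc against cc and V1200R/cc against CMT2/cc, the 6 TEs and 6 genes with the largest change in each direction among called features with at least 5 TPM in the higher group and no overlap between groups. It also named up to 4 members of each list. The lists covered the hypoxia response, heat shock, defense, wounding with touch and jasmonate, cold and dehydration, photosynthesis, DNA methylation machinery, methylation-silenced genes, root markers, seed markers, flowering, the circadian clock, cell division and the DNA damage response. Lists of the iron deficiency response, iron storage and the phosphate starvation response (3 lists) were chosen after seeing the data. Gene lists were tested with camera in limma at a preset correlation of 0.01 and again with an estimated correlation, and with a one-sided Fisher's exact test among the 21006 tested genes.

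The procedure was tested on simulated data with 200 of 21676 features changed. Noise was drawn independently with the fitted spread, with no difference between groups other than the changes made. Fewer features were changed than were called in the real data, so the shares below hold only for such simulated data. Of features changed by 1 on the log2 scale, 82.1% were recovered in cc against Col-0 and in V1200R/cc line 9 against cc, and 92.5% in V1200R/cc against CMT2/cc, with 7, 6 and 9 false calls. At a change of 0.5 the shares were 29.9%, 26.9% and 53.7%, so small changes are often missed in comparisons of 2 libraries with 2.

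The alternatives were no filter, a filter at 5 TPM, pseudocounts of 0.1 and 1, FPKM, median-ratio scaling, a minimum change of 2-fold with adjusted or unadjusted p, a fit over only the groups compared, a count of genes and TEs together, a replicate block, line as a random block, silencing of TEs from calls against cc only, and leaving out each library in turn. Merging overlapping TE annotations was added after seeing the data. Enrichment of Gene Ontology terms and of TE families was not analysed here.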

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

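The tests of explanations in this part were all chosen only after the results were seen, as were the lists of phosphate starvation and iron deficiency genes.

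Expression of TEs in cc plants differed between both lines that carry unchanged CMT2. Of the 191 TEs higher in cc than in Col-0, 22 differed between CMT2/cc lines 1 and 19 by a direct test (limma), 13 of them higher in line 19. Of the 62 TEs lower in V1200R/cc than in CMT2/cc, 17 were among the 22. AT1G45030, a TE gene, was at 41.5 ± 14.9 TPM in cc, 19.0 ± 2.71 TPM in line 1 and 0.00601 ± 0.00851 TPM in line 19 (SD, n = 2).

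Genes of the phosphate starvation and iron deficiency responses, which the paper does not discuss, differed between V1200R/cc and CMT2/cc. IPS1, a noncoding RNA induced by phosphate starvation, was at 60.3 TPM in Col-0, 33.3 TPM in cc, 7.68 and 5.78 TPM in CMT2/cc lines 1 and 19, and 42.6 and 52.0 TPM in V1200R/cc lines 9 and 15. Of 19 phosphate starvation genes tested, 18 were higher and 0 lower in V1200R/cc than in CMT2/cc (limma; 18 and 0 at an unadjusted p under 0.05), with a camera adjusted p = 4.49e-15 and adjusted p = 0.0478 with an estimated correlation. IRT1 (AT4G19690), the iron transporter of root cells, was at 60.4 TPM in cc, 65.8 and 110.1 TPM in the CMT2/cc lines and 9.20 and 1.73 TPM in the V1200R/cc lines. Of 20 iron deficiency genes, 19 were lower and 0 higher (limma; 19 and 0 at an unadjusted p under 0.05), with a camera adjusted p = 1.28e-14 and adjusted p = 0.0169 with an estimated correlation. Of 4 iron storage genes, FER1 and FER4 were higher and 0 lower (limma; 3 and 0 at an unadjusted p under 0.05).

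A difference in scaling between libraries is argued against, since with median-ratio scaling the smaller of the absolute medians of the phosphate and iron lists was still 1.63 on the log2 scale. For the phosphate genes, CMT2/cc seedlings grown or harvested apart from the others stay open as an explanation, because 17 were lower in both CMT2/cc lines than in Col-0, while V1200R/cc was lower than Col-0 at 2. There, growth conditions and genotype cannot be told apart. For the iron genes, that explanation is argued against as the whole cause, since V1200R/cc itself was lower than cc at 10 of 20 and higher at 0 (limma; 12 and 0 at an unadjusted p under 0.05), and lower at 7 to 11 without any 1 library of these groups. As a set, they had a camera adjusted p = 4.36e-08 in V1200R/cc against cc, and adjusted p = 0.0656 with an estimated correlation. Against Col-0, cc itself was higher at 3 of the 20 iron genes and lower at 0 (limma), with a median log2 fold change of 0.51. Part of the difference between V1200R/cc and cc can therefore lie in cc. The median of V1200R/cc against Col-0 was -0.45. V1200R/cc was also lower than Col-0 at 7 iron genes, which became 0 without Col-0 replicate 1 (limma; 7 at an unadjusted p under 0.05), and 4 without Col-0 replicate 2, V1200R/cc line 9 replicate 2 or either replicate of V1200R/cc line 15. The CMT2/cc lines were both higher than Col-0 at 8. V1200R/cc seedlings grown apart from the others were not tested and stay open. An effect of the V1200R change on nutrient responses also stays open and was not tested.

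CMT3 was lower in all 4 transgenic lines than in cc, by a log2 fold change of -1.30 (standard error 0.099, adjusted p = 4.2e-05, limma) for the mean of the lines, and was 1 of 19 genes lower in all 4 lines than in both cc and Col-0. The paper compares CMT3 transcript levels between other transgenic plants, but does not discuss them in these lines. EXT6 and EXT10, extensin genes named here after their values were seen, were others, at 35.4 and 40.5 TPM in Col-0 and at most 5.49 and 6.75 TPM in the lines. Reads shared with the CMT2 transgene would raise CMT3 in the lines, where it was at -1.30. Scaling between libraries is argued against by the value of -1.26 with median-ratio scaling. Transgenic libraries grown or processed apart from the controls cannot be told apart from the transgene, since 21 genes other than CMT3 (CMT2 included) differed the same way in all 4 lines from both controls, and the tables of the 8 transgenic libraries name their feature column differently from those of the 4 control libraries. An effect of CMT2 expression on CMT3, or of the plants' descent through transformation, was not tested.

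Seed transcripts, outside the genes the paper discusses, were higher in V1200R/cc, mainly in line 15. Of 11 seed markers listed, 5 passed the filter, and OLEO1 and OLEO2 did so only through the libraries of line 15, so the change itself in part decided which were tested. Of the 5, CRA1, OLEO1, OLEO2 and EM6 (4) were higher than cc in the mean of V1200R/cc and 0 lower (limma; 4 and 0 at an unadjusted p under 0.05), and only EM6 was higher in both lines, a call that was lost without any 1 of the 6 libraries of cc and V1200R/cc. The 4 became 1 without cc replicate 1 and 1 without cc replicate 2. Without a filter, 5 of all 11 were higher than cc in line 15 and 0 lower (7 and 0 at an unadjusted p under 0.05, limma), and 0 were higher or lower in line 9 (1 and 0 at an unadjusted p under 0.05, limma). The 5 became 3 without cc replicate 1 and 3 without cc replicate 2. CRA1, a seed storage globulin, was at 11.9 and 13.6 TPM in the libraries of line 15 and at 0.123 and 1.68 TPM in those of line 9. CMT2/cc line 19 replicate 1 also held seed transcripts, with CRA1 at 1.59 TPM and CRU3, another storage globulin, at 1.40 TPM, against 0.705 and 3.96 TPM of CRU3 in the libraries of V1200R/cc line 15. The OLEO1 sequence in the seed marker of the transgene is argued against as the whole cause, since without a filter 4 of the 10 other seed genes listed were higher in line 15 than in cc, and 2 without cc replicate 1 or without cc replicate 2. Seeds that did not germinate among the V1200R/cc seedlings stay open, since no level that such seeds would give is known here. The 2S albumins, the small storage proteins of seeds, summed to a mean of 1.41 TPM in line 15, from 0.425 and 2.40 TPM in its libraries, while CMT2/cc line 19 replicate 1 had 1.59 TPM. Slower development of V1200R/cc seedlings also stays open and was not tested.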

How the results depend on the processing

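Among the alternatives in this part, the merging of overlapping TE annotations was chosen after seeing the data, as were further runs without a filter or without a library that other parts give for seed genes, iron genes and genes higher in V1200R/cc alone. Whether more genes were higher or more were lower depended on the setting. In V1200R/cc line 9, the 836 higher and 928 lower genes became 1102 and 700 with median-ratio scaling and 521 and 404 with a fit over only the groups compared. They became 448 and 392 without cc replicate 1, 576 and 357 without cc replicate 2, and 421 and 285 or 467 and 464 without replicate 1 or 2 of the line. The balance also turned in some settings for CMT2/cc line 1, V1200R/cc line 15 and V1200R/cc against CMT2/cc. Leaving out a library gave 86 values of 16 counts, 48 of them within 1.5 times the count reported, and the other alternatives gave 180 values, 137 of them within that range. Of 4244 values of 135 named features in 23 settings, 3739 kept their direction and their side of the threshold. Of the others, 473 no longer passed it, 12 newly passed it, and 20 that had not been called changed direction. Among values called in the main setting, 0 changed direction. Many named features were chosen from these data for a large change with no overlap between groups. A kept direction was therefore in part fixed by the choice and says little about features not named. Depth could not be turned into counting intervals, and changes of small size are the ones most often missed. Except where a setting's construction shows the cause, the cause was not tested.

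Without a filter, which lets features near 0 TPM enter, 802 TEs were higher and 28 lower in cc than in Col-0. With the filter at 5 TPM, which leaves fewer TEs, 65 were higher and 6 lower, and 31 of those higher were lower in V1200R/cc than in CMT2/cc. When silencing was read from calls against cc only, as lower than cc in both V1200R/cc lines and in no CMT2/cc line, 25 TEs were counted in place of 62. With a minimum change of 2-fold, which by construction lowers counts, the genes higher and lower than cc were 42 and 149 in CMT2/cc line 1, 26 and 140 in line 19, 195 and 197 in V1200R/cc line 9, 323 and 239 in line 15, and 168 and 161 in both V1200R/cc lines. In V1200R/cc against CMT2/cc they were 460 and 183, and 1 hypoxia gene was higher than in cc. With unadjusted p and 2-fold, 21 TEs were lower in cc than in Col-0. The genes higher and lower were then 90 and 243 in CMT2/cc line 1, 246 and 287 in V1200R/cc line 9, 383 and 323 in line 15, 202 and 199 in both V1200R/cc lines, and 482 and 207 in V1200R/cc against CMT2/cc, with 71 higher in CMT2/cc line 19 and 1 hypoxia gene higher. With a fit over only the groups compared, which has fewer libraries to estimate the spread, 2 TEs were lower in cc. The genes were 32 and 118 in CMT2/cc line 1, 30 and 106 in line 19, 521 and 404 in V1200R/cc line 9, 739 and 420 in line 15, and 444 and 229 in both V1200R/cc lines.

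Leaving out 1 library at a time leaves a group with a single library, assumed to vary like the other groups. The standard error is then larger, which by itself tends to lower counts. The TEs lower in cc than in Col-0 were then 5 to 9. Genes higher than cc were 60 to 148 in CMT2/cc line 1, 47 to 99 in line 19, 421 to 576 in V1200R/cc line 9, 640 to 1160 in line 15 and 403 to 677 in both V1200R/cc lines. Genes lower than cc were 133 to 257, 120 to 229, 285 to 464, 455 to 1361 and 242 to 651 in the same order, and higher hypoxia genes were 2 to 5. Over the same omissions, TEs higher in cc were 158 to 179, those of them lower in V1200R/cc than in CMT2/cc 51 to 62, and genes higher and lower in V1200R/cc than in CMT2/cc 2373 to 2919 and 2162 to 2964.

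Of 15 pairs of groups, 3 had a correlation of replicate differences over 0.1, all among Col-0, cc and CMT2/cc line 1 (0.103, 0.122 and 0.131), and the others had -0.071 to 0.099. The replicate numbers do not pair the samples of all groups, and something shared by number within these 3 groups is not excluded. A replicate block gave 189 TEs higher in cc, 58 of these lower in V1200R/cc than in CMT2/cc, 233 and 374 genes in CMT2/cc line 1, 118 and 289 in line 19, 815 and 872 in V1200R/cc line 9, and 1446 and 1416 in line 15. With line as a random block, 46 of the TEs higher in cc were lower in V1200R/cc than in CMT2/cc, and 3351 and 3539 genes were higher and lower in V1200R/cc than in CMT2/cc. The correlation estimated for libraries of a line, a single value for all features, was -0.0722. This setting therefore did not make the line the unit of the test. After overlapping TE annotations were merged, 173 loci were higher and 11 lower in cc, and 60 of those higher were lower in V1200R/cc than in CMT2/cc.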

Differences from the paper's values

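The paper's text gives no fold or adjusted p threshold for its gene counts, so counts here, at an adjusted p under 0.05 from limma with no minimum fold, are not at the paper's own settings. All alternatives named were set before the data were examined, and the only tests added here after the values were seen are those without a library for genes higher in both V1200R/cc lines and in neither CMT2/cc line.

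For TEs silenced by V1200R but not by CMT2, the paper's value is 42, against 62 here. The 62 did not differ by a factor of 1.5, but their rule does not require that CMT2 left them expressed. Calls against cc only, lower in both V1200R/cc lines and in no CMT2/cc line, are nearer the paper's wording. They gave 25, which differed, as did a pseudocount of 0.1 (67) and no filter (93). The other alternatives compared did not differ. For genes higher in both V1200R/cc lines, the paper's wording can mean all of them or only those of low expression in the other genotypes. The number it reports is 269, against 747 here without such a condition. It did not differ by the rule used (a factor of 1.5) with unadjusted p and a 2-fold minimum (202) or without V1200R/cc line 9 replicate 1 (403), and it did with each of the other alternatives. For genes lower in both lines, the paper's value is 85, described as more expressed in the other genotypes. Here it is 672 without that condition, and each alternative differed. For shared genes in both directions, the paper's value is 380, against 1419 here, the sum of higher and lower genes. A supplementary legend of the paper gives the 380 as shared genes in both directions. The 269 and 85 do not sum to it, and how they relate to the 380 is not stated. The alternatives that did not differ were a 2-fold minimum with adjusted p (329) and with unadjusted p (401), and the others differed.

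In Fig. 2D, read by eye, the paper shows about 100 genes higher in CMT2/cc line 1, against 272 here. Those not differing were unadjusted p with 2-fold (90) and leaving out cc replicate 1 (148), cc replicate 2 (83) or CMT2/cc line 1 replicate 1 (120), and the others differed. For CMT2/cc line 19, about 80 genes are higher in Fig. 2D, read by eye, against 153 here. Unadjusted p with 2-fold (71), the replicate block (118) and leaving out cc replicate 1 (99) or CMT2/cc line 19 replicate 1 (78) did not differ, and the others did. For V1200R/cc line 9, Fig. 2D shows about 310 higher and about 440 lower genes, read by eye, against 836 and 928 here. For the higher genes, unadjusted p with 2-fold (246) and leaving out cc replicate 1 (448) or V1200R/cc line 9 replicate 1 (421) did not differ, and the others did. For the lower genes, a fit over only the groups compared (404) and leaving out cc replicate 1 (392), cc replicate 2 (357) or V1200R/cc line 9 replicate 2 (464) did not differ, and the others did. For V1200R/cc line 15, Fig. 2D shows about 470 higher and about 460 lower genes, read by eye, against 1460 and 1447 here. For the higher genes, a 2-fold minimum with adjusted p (323) and with unadjusted p (383), and leaving out cc replicate 1 (694) or V1200R/cc line 15 replicate 1 (640) did not differ, and the others did. For the lower genes, unadjusted p with 2-fold (323), a fit over only the groups compared (420) and leaving out cc replicate 1 (508), cc replicate 2 (668) or V1200R/cc line 15 replicate 1 (455) did not differ, and the others did.

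The paper states that genes higher only in V1200R/cc are enriched for the response to decreased oxygen. Of the 685 genes here higher in both V1200R/cc lines and in neither CMT2/cc line, 3 of the 46 on the hypoxia list were found, against 1.5 by chance (one-sided Fisher's exact test, adjusted p = 0.466). Neither this set nor any list used here is the paper's set or Gene Ontology term. For stress terms, Fisher's exact test takes the genes of a list as independent. The 685 genes held 2 of 21 on the defense list (Fisher's exact test, adjusted p = 0.466) and 1 of 13 on the heat shock list (0.613). From the cold list they held 4 of 14 (Fisher's exact test, adjusted p = 0.00605), a result lost in most omissions of 1 library. They held 7 of 19 on the wounding list (Fisher's exact test, adjusted p = 1.91e-05). This became 1 without cc replicate 1 (adjusted p = 0.978, Fisher's exact test), 3 without cc replicate 2 (0.0677) and 1 without V1200R/cc line 9 replicate 1 (0.663). The paper states that many of the shared higher genes have low expression in the other genotypes. The median of the 747 genes was 21.3 TPM in Col-0 and 19.3 TPM in cc, against 33.0 and 34.9 TPM in the V1200R/cc lines, and 688 of them were higher in V1200R/cc than in CMT2/cc. It states that the genes lower in V1200R/cc are higher in Col-0. The 672 genes here are not the paper's set. Their median was 15.9 TPM in Col-0 and 20.85 TPM in cc, against 12.8 and 12.5 TPM in the V1200R/cc lines. These genes were chosen as lower than cc in the same V1200R/cc libraries, which by itself favors a low median there. By test, 232 of the 672 genes were lower in V1200R/cc than in Col-0, and 487 were lower than in CMT2/cc.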

Other observations

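The split of the lines was tested only after the results were seen, as was the choice of lists named in the part on closer looks. Some genes under 1 TPM in Col-0 were expressed in cc and in all 4 transgenic lines. AT1G64795 was listed at 0 in Col-0 and was at 110 ± 15.8 TPM in cc and 86.0 to 121 TPM in the lines, and AT3G01345 was at 0.588 ± 0.278 TPM in Col-0, 131 ± 0.310 TPM in cc and 111 to 194 TPM in the lines (SD, n = 2). AT2G15555, a noncoding RNA, was at 59.5 ± 1.09 TPM in cc and 6.26 ± 1.97 and 0.151 ± 0.124 TPM in CMT2/cc lines 1 and 19. In V1200R/cc lines 9 and 15 it was at 122 ± 1.18 and 121 ± 6.58 TPM. Its log2 fold change between V1200R/cc and CMT2/cc was 5.88 (adjusted p = 4e-08, limma), a p that leaves out the difference between the CMT2/cc lines. AT3G54730 was at 36.4 ± 0.536 TPM in cc and 32.8 ± 1.73 TPM in CMT2/cc line 19, but at 0.106 ± 0.0797 TPM in line 1. Of the 493 genes higher in cc than in Col-0, 71 were lower than cc in all 4 lines, 138 in none, and 107 in both V1200R/cc lines and no CMT2/cc line.

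FLC (AT5G10140), a repressor of flowering, was at 1.1 ± 0.493 and 0.637 ± 0.901 TPM in the CMT2/cc lines and 6.11 ± 0.663 and 7.95 ± 0.119 TPM in the V1200R/cc lines, a log2 fold change of 2.62 (standard error 0.36, adjusted p = 0.000675, limma). SOC1 (AT2G45660), a promoter of flowering, was at 57.2 ± 7.46 and 53.1 ± 6.22 TPM in the CMT2/cc lines and 36.2 ± 5.14 and 31.7 ± 0.895 TPM in the V1200R/cc lines, a log2 fold change of -0.69 (adjusted p = 0.000659, limma). Of 4 flowering genes, 0 were higher and 1 was lower in V1200R/cc than in cc, and likewise against Col-0 (limma). When adjusted over the list alone, 1 was higher in each of these comparisons. Against CMT2/cc, FLC was higher and SOC1 and FT were lower in V1200R/cc (1 and 2 when adjusted over the list alone). FT was not called without replicate 1 of CMT2/cc line 1, replicate 2 of CMT2/cc line 19 or replicate 1 of either V1200R/cc line, which left 1 lower gene.

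Against CMT2/cc, 5 of 11 circadian clock genes were lower in V1200R/cc (CCA1, PRR9, PRR7, ELF4 and ELF3) and 0 were higher (0 higher and 7 lower when adjusted over the list alone, and likewise at an unadjusted p under 0.05, limma), with a camera adjusted p = 0.0451, and adjusted p = 0.61 with an estimated correlation. The 5 became 2 without replicate 2 of CMT2/cc line 1, 2 without replicate 2 of CMT2/cc line 19, 2 without replicate 1 of V1200R/cc line 9, 3 without replicate 2 of that line and 3 without replicate 2 of V1200R/cc line 15. Of 22 photosynthesis genes, LHCB4.2 was higher and 6 were lower (1 and 6 when adjusted over the list alone), 4 of these being genes of the small subunit of Rubisco. LHCB4.2 was not called with median-ratio scaling, nor without any 1 of 6 of the 8 libraries, the exceptions being CMT2/cc line 1 replicate 2 and CMT2/cc line 19 replicate 1. Of 12 root markers, IRT1, TIP2;3 and SCR were lower and 0 were higher (3 and 0 when adjusted over the list alone; 3 lower and 1 higher at an unadjusted p under 0.05, limma). From the list of DNA damage genes GMI1 was higher and TSO2 lower (1 and 1 when adjusted over the list alone), and from that of DNA methylation machinery CMT2 and IBM1 were higher and 0 lower (1 and 0 when adjusted over the list alone; 4 and 3 at an unadjusted p under 0.05, limma). For the methylation list, 1 was higher without replicate 1 of CMT2/cc line 1, either replicate of CMT2/cc line 19 or replicate 2 of V1200R/cc line 9, and 1 was higher and 3 were lower without replicate 2 of V1200R/cc line 15. QQS, the only tested member of the list of methylation-silenced genes, was lower by a log2 fold change of -0.75 (adjusted p = 0.00115, limma). In cc against Col-0, 4 of 8 cell division genes (CYCB1;2, CYCA1;1, KN and PCNA1) were higher and 0 lower (8 and 0 when adjusted over the list alone, and likewise at an unadjusted p under 0.05, limma), and without any 1 of the 4 libraries 0 or 1 were higher.

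In V1200R/cc against CMT2/cc, 6017 features differed in the fit to the 8 transgenic libraries. Libraries of a line are not independent, and the 4 lines make only 3 splits into pairs of lines, too few for a share under 0.05. The real split (1) gave 6017 and the highest other gave 0 (limma; 8636 and 472 at an unadjusted p under 0.05). Each other split puts a CMT2/cc line together with a V1200R/cc line. The difference between both kinds of line then adds to the spread within each side and lowers the count. The 0 is therefore no measure of what chance would give.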
